# Analysis of gene network bifurcation during optic cup morphogenesis in zebrafish

**DOI:** 10.1038/s41467-021-24169-7

**Published:** 2021-06-23

**Authors:** Lorena Buono, Jorge Corbacho, Silvia Naranjo, María Almuedo-Castillo, Tania Moreno-Marmol, Berta de la Cerda, Estefanía Sanabria-Reinoso, Rocío Polvillo, Francisco-Javier Díaz-Corrales, Ozren Bogdanovic, Paola Bovolenta, Juan-Ramón Martínez-Morales

**Keywords:** RNA sequencing, Zebrafish, Organogenesis, Epigenomics, Visual system

## Abstract

Sight depends on the tight cooperation between photoreceptors and pigmented cells, which derive from common progenitors through the bifurcation of a single gene regulatory network into the neural retina (NR) and retinal-pigmented epithelium (RPE) programs. Although genetic studies have identified upstream nodes controlling these networks, their regulatory logic remains poorly investigated. Here, we characterize transcriptome dynamics and chromatin accessibility in segregating NR/RPE populations in zebrafish. We analyze cis-regulatory modules and enriched transcription factor motives to show extensive network redundancy and context-dependent activity. We identify downstream targets, highlighting an early recruitment of desmosomal genes in the flattening RPE and revealing Tead factors as upstream regulators. We investigate the RPE specification network dynamics to uncover an unexpected sequence of transcription factors recruitment, which is conserved in humans. This systematic interrogation of the NR/RPE bifurcation should improve both genetic counseling for eye disorders and hiPSCs-to-RPE differentiation protocols for cell-replacement therapies in degenerative diseases.

## Abstract (web summary)

The gene regulatory network controlling the bifurcation of common progenitors into the neural retina and retinal-pigmented epithelium programs remains poorly understood. Here the authors study transcriptome dynamics and chromatin accessibility during this process in zebrafish, revealing network redundancy, as well as context-dependent and sequential transcription factor activity.

## Introduction

Vision depends on the close physical and physiological interaction between pigmented cells and photoreceptors. Pigmented cells protect photoreceptors by maintaining their homeostasis through growth factors secretion, visual pigments recycling, and outer segments phagocytosis^1^. Fate map experiments in vertebrates have shown that the precursors of the neural retina (NR) and retinal pigmented epithelium (RPE) derive from the undifferentiated eye field^2^. In the permanently growing retinas of teleost fish, stem cells located at the ciliary marginal zone are capable of producing both cell types^3^. Furthermore, in tetrapods RPE precursors retain a certain potential to acquire NR identity^4^ and vice versa^5^.

In zebrafish, the RPE and NR presumptive domains start differentiating at the optic vesicle stage from the medial (ML) and lateral (LL) epithelial layers, respectively^2,6^. The specification of both retinal domains occurs simultaneously to the folding of the vesicle into a bi-layered cup and entails profound cell shape changes in each domain. Precursors at the LL elongate along their apicobasal axis, differentiate as NR, and constrict basally to direct the folding of the retinal neuroepithelium^7,8^. In contrast, precursors at the ML either acquire a squamous epithelial shape and differentiate as RPE, or flow into the LL to contribute to the NR domain^9–12^. In other vertebrates, the specification of the NR/RPE domains and the morphogenesis of the optic cup follow a pattern similar to that of the zebrafish, though the relative weight of the different morphogenetic mechanisms may vary among species^13^.

During the last decades, numerous studies have investigated how the RPE and NR domains get genetically specified^14^. Eye identity is established in the anterior neural plate by the early activation of a gene regulatory network (GRN) pivoting on a few key regulators collectively known as eye field transcription factors (EFTF): including Lhx2, Otx2, Pax6, Rx, or Six3^15^. Upon the influence of inductive signals derived from the lens epithelium (FGFs) or the extraocular mesenchyme (Wnts and BMPs), the eye field network branches into the mutually exclusive developmental programs of the NR and RPE^14,16^. Classical genetic experiments performed mainly in mice have identified key nodes of the NR and RPE specification networks. The TF-encoding gene *Vsx2* (previously known as *Chx10*) was identified as the earliest determination gene differentially expressed in NR but not in RPE precursors^17^. *Vxs2* plays an essential role in specifying the NR domain by restraining the RPE identity through direct repression of the TF Mitf^5,18–20^. Other homeobox regulators, many inherited from the eye field specification network, contribute to the network of NR specifiers. This list includes *Lhx2*, *Sox2*, *Rx*, *Six3*, and *Six6* genes, which are required either for NR maintenance or for suppressing RPE identity^21,22^. The establishment of the RPE network depends instead on the cooperative activity between Mitf and Otx factors^23,24^. Classical experiments in mice showed that inactivation of either *Mitf* or *Otx* genes results in an RPE differentiation failure, with the alternative acquisition of NR molecular and morphological features^25–27^. More recently, mutation of the main effectors of the Hippo pathway, *Yap* and *Taz*, showed the essential role of these co-regulators in the differentiation of the RPE lineage^28,29^.

Despite the identification of these key regulators, the architecture of the NR and RPE specification subnetworks is far from being well understood^30^. Systematic attempts to reconstruct retinal GRNs using next-generation sequencing (NGS) methods have focused mainly on the differentiation of neuronal types at later stages of development or in epigenetic changes linked to retinal degeneration^31–33^. Very recently, scRNA-seq has been proved a useful tool to characterize cell heterogeneity and infer differentiation trajectories in human tissues and retinal organoids^34,35^. However, a comprehensive analysis of the NR and RPE bifurcating networks would require a deeper sequencing coverage approach, while dealing with the limited cell population size at optic cup stages.

In this study, we address previous limitations by applying a combination of RNA-seq and ATAC-seq on sorted NR and RPE populations. Using the zebrafish retina as a model system, we follow transcriptome dynamics and chromatin accessibility changes in both cell populations, as they depart from a common pool of progenitors. The cross-correlation of RNA-seq and ATAC-seq data allow us to identify activating and repressing cis-regulatory elements (CREs), discover enriched transcription factor (TF) binding motifs, and unveil relevant downstream targets for the main specifiers. Our analyzes confirm previously known TFs as central nodes of the eye GRNs, and more importantly, provide information on their recruitment sequence both in zebrafish and human cells.

## Results

### Analysis of specification networks in isolated NR and RPE precursors

To examine the bifurcation of the regulatory networks specifying the NR and RPE domains in zebrafish, we focused on the developmental window comprised between stages 16 hpf and 23 hpf (Fig. 1a). Within this period, the optic vesicle transits from a flattened disk in which the lateral and medial layers are still similar in terms of cell shape and volume, to an optic cup stage in which the NR and RPE cells are morphologically differentiated: bottle-shaped for retinal neuroblasts and flat for RPE precursors^2^. It is important to state that at the end of this window (23 hpf), neurogenesis has not started yet in the retina, neither the RPE display pigmentation. We used the transgenic lines *E1_bHLHe40:GFP* and *vsx2.2:GFP* to isolate the NR and RPE populations at 18 and 23 hpf by FACS (see “Methods”; Fig. 1b). Both *vsx2* and *bhlhe40* are among the earliest markers reported in zebrafish for the NR and RPE domains respectively^36–38^. To isolate early precursors at stage 16 hpf we took advantage of the fact that the *vsx2.2:GFP* transgene is transiently expressed in all progenitors and gets restricted to the NR as progenitors of the medial layer start expressing *bHLHe40*^8,36^. 

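Here 5 populations were compared: progenitors at 16 hpf (PG16), NR precursors at 18 and 23 hpf (NR18 and NR23) and RPE precursors at 18 and 23 hpf (RPE18 and RPE23). The gene *vsx2*, whose enhancer drives GFP in the NR line, had an FPKM of 44.4 in PG16, 206 in NR18, 215 in NR23, 12.0 in RPE18 and 25.3 in RPE23. The gene *bhlhe40*, a bHLH repressor whose enhancer drives GFP in the RPE line, had an FPKM of 12.4 in PG16, 32.0 in NR18, 22.6 in NR23, 39.9 in RPE18 and 97.8 in RPE23. FPKM counts the fragments of a gene of a library, scaled to the length of its transcript and to the number of mapped fragments. The PG16 and NR cells came from dissected heads of the *vsx2.2:GFP* line and the RPE cells from whole embryos of the *E1_bHLHe40:GFP* line. A comparison of RPE with NR or with PG16 is therefore also one of lines and of starting tissue. Ribosomal RNA was depleted before sequencing, and 3 biological replicates were made per population, 15 libraries in all. Reads were single-end or paired-end, and the Methods do not say which libraries had which, so this may also differ between populations. The authors mapped the reads with TopHat 2.1.0 to the danRer10 genome and estimated expression with Cufflinks 2.2.1. The deposited values are the authors' FPKM, 1 value per gene and population with the replicates pooled, for 32264 genes. They hold no replicate spread and no counts, so no difference reported from them has a replicate check, and the depth behind a value is unknown. Ratios are given as log2 of the ratio of (FPKM + 1), which understates the difference of low genes, for the 19576 genes with an FPKM of at least 1 in a population. A gene list was described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size and similar mean expression. In every population the gene with the highest FPKM was Metazoa_SRP, the RNA of the signal recognition particle. The 10 genes with the highest FPKM held 39.9% of the summed FPKM in PG16, 25.5% in NR18, 25.3% in NR23, 23.1% in RPE18 and 30.5% in RPE23.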

Populations isolated by flow cytometry were analyzed by RNA-seq, at all stages, and by ATAC-seq at 23 hpf (Fig. 1a).

**Fig. 1:**
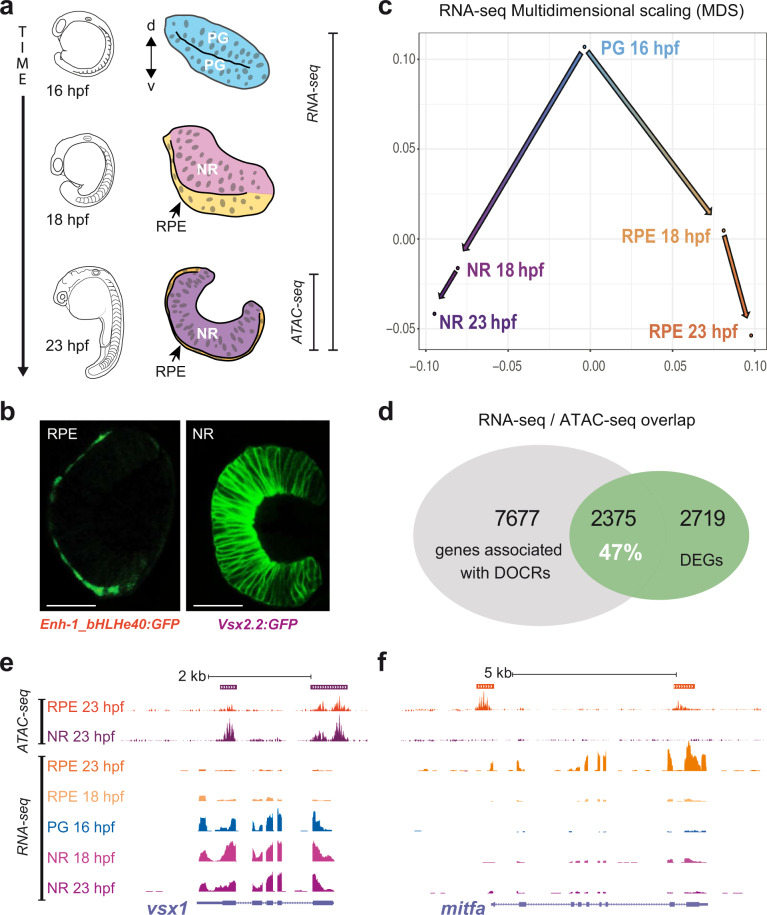
Experimental setup and raw data. **a** Schematic representation of optic vesicle morphogenesis from undifferentiated retinal progenitor cells (PG, blue), at 16 hpf, to segregation and differentiation of the neural retina (NR, purple) and pigmented epithelium (RPE, orange) domains at 18 and 23 hpf. NR and RPE populations isolated by flow cytometry were analyzed by RNA-seq and ATAC-seq at the stages indicated. **b** Stage 23 hpf confocal sections from the zebrafish transgenic lines used to mark and isolate the RPE (*E1_bHLHe40:GFP*) and NR (*vsx2.2:GFP*) populations. Bar = 50 µm. **c** Multidimensional scaling analysis of the RNA-seq data showing a progressive transcriptomic divergence between the NR and RPE domains. **d** Percentage of overlapping between differentially expressed genes (DEGs) and genes associated with differentially opened chromatin regions (DOCRs). **e**, **f** Overview of ATAC-seq and RNA-seq tracks (UCSC browser) for representative NR (*vsx1*; (**e**)) and RPE (*mitfa*; (**f**)) specific genes. Solid bars on the top indicate DOCRs. If purple, the DOCR is more accessible in the NR. On the contrary, if orange, the DOCR is more accessible in the RPE. In the depicted case all the DOCRs are accompanied by increased transcription of the associated gene in the corresponding tissue.

The transcriptomic analysis of the different cell populations highlighted thousands of differentially expressed genes (DEGs) throughout development and between domains (Supplementary Fig. 1a, b; Supplementary Data 1). 

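More genes were higher in the RPE than in the NR at both stages, and fewer differed within a domain over time. Of the 19576 genes, 4347 were at least 2-fold higher and 2209 at least 2-fold lower in RPE23 than in NR23, and 3794 were higher and 1651 lower in RPE18 than in NR18. From the progenitors, 765 genes were higher and 2590 lower in NR18, and 2158 were higher and 1721 lower in RPE18. With a pseudocount of 0.1 the genes higher in NR18 rose to 1578 and those higher in RPE18 to 3519. Between 18 and 23 hpf, 683 genes were higher and 748 lower in the NR, and 1047 were higher and 1070 lower in the RPE. The larger side depended on the setting, with 769 higher and 717 lower in the NR and 1144 and 967 in the RPE after rescaling by the median of ratios, and with a pseudocount of 0.1 the counts rose to 1475 and 1763 in the NR and 1721 and 1890 in the RPE. The genes with the largest ratios were mostly small nucleolar, 5S ribosomal and other short structural RNAs, so the genes named next were taken, after the values were seen, from those with a protein-coding name. In RPE23 over NR23 the list began with *atp1a1a.4*, a sodium pump subunit of ionocytes, at 249.8 in RPE23 (log2 ratio 6.83), and the Kelch-like gene *klhl13*, at 519 in RPE23 against 4.07. Among those lower in RPE23 were *myca*, a Myc transcription factor (-3.90), *aldh1a2*, a retinoic acid synthesis enzyme (-2.89), and *rorb*, a retinal nuclear receptor (-2.86). In RPE18 over NR18 the first gene was *cdk19*, a kinase gene of the Mediator complex, at 1182 against 1.96 (8.64). Its value in RPE18 stood alone, with 3.58 in RPE23 and 1.05 in PG16. The next genes were *emilin3a*, an extracellular matrix gene (6.89), the muscle light chain genes *myl13* (5.90) and *myl10* (5.88) and the titin-related *cmn* (5.84). In NR18 over PG16 they included *her4.4*, a Notch target (3.22), and *vax1*, a ventral optic stalk and retina factor (2.77), and the heart genes *cmlc1* (-6.60) and *myl7* (-6.35) were lower. Of 229 marker genes of other cell types, 156 were at least 2-fold higher and 10 lower in RPE23 than in NR23, 138 were higher and 15 lower in RPE18 than in NR18, and 114 were lower and 5 higher in NR18 than in PG16.

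**Figure D1:**
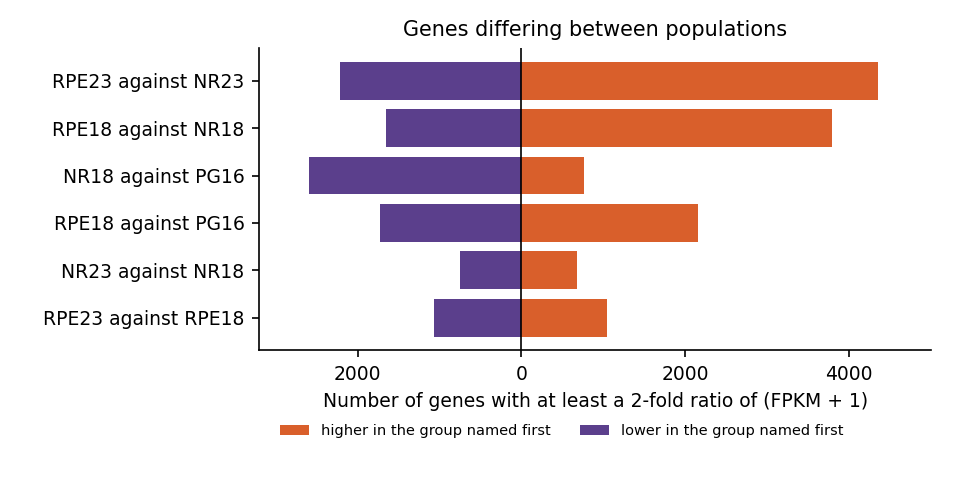
Number of genes with at least a 2-fold ratio of (FPKM + 1) in 6 comparisons of the sorted populations, higher (orange, to the right of 0) or lower (purple, to the left of 0) in the population named first. The longest bar is the 4347 genes higher in RPE23 than in NR23, and the shortest is the 683 genes higher in NR23 than in NR18.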

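On a log scale over all genes, the NR and the RPE at 18 hpf lay farther from each other than either lay from the progenitors. The Jensen-Shannon distance between log10(FPKM + 1) profiles, which is 0 for equal profiles and at most 1, was 0.192 between NR18 and RPE18, 0.167 between PG16 and NR18 and 0.165 between PG16 and RPE18. On the first axis of a multidimensional scaling of the 5 profiles, NR18 was at -0.0807 and RPE18 at 0.0811, with PG16 between them at -0.00355, and on the second axis PG16 was at 0.107. The first 2 axes held 74.3% of the squared distances. For FPKM profiles without the log, in which a few abundant RNAs weigh most, the order was another, with 0.360 between NR18 and RPE18, 0.392 between PG16 and NR18 and 0.352 between PG16 and RPE18. In RPE18 over NR18 the median log2 ratio was 3.85 for markers of skeletal muscle and 2.90 for markers of periderm and epidermis that are neither keratins nor plaque genes. As examples of single genes, the retinal homeobox gene *rx2* had an FPKM of 71.7 in NR18 and 5.18 in RPE18 (log2 ratio -3.56), and *grhl3*, a transcription factor of surface epithelia, 2.68 and 54.7 (3.92). The slow myosin heavy chain gene *smyhc1* was at 13.8 in NR18 and 553 in RPE18.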

A multidimensional analysis of these changes revealed that an extensive divergence between the NR and RPE transcriptomes already occurs within the first 2 h (16–18 hpf) of optic vesicle folding (Fig. 1c). Later on, between 18 hpf and 23 hpf, the transcriptome divergence between the NR and RPE progresses, although is more modest within each domain (Fig. 1c and Supplementary Fig 1b).

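Of 18 melanogenesis genes 17, and of 17 markers of neural crest and pigment cells 8, were at least 2-fold higher in RPE23 than in RPE18. The FPKM of *pmela*, a melanosome matrix protein gene, was 16.5 in RPE18 and 145 in RPE23 (log2 ratio 3.06), while in the NR it was 5.51 and 20.1. Within the NR, *wfdc1* was at 6.82 at 18 hpf and 39.5 at 23 hpf, and the ephrin receptor gene *epha4b* at 46.7 and 415. The largest rises in the NR among protein-coding names also held genes of other cell types. They were led by the hatching enzyme gene *he2*, at 1.01 and 29.0, and included *he1a*, at 52.6 and 260, and the periderm marker *icn*, at 36.8 and 179. The Jensen-Shannon distance between the NR and the RPE was 0.211 at 23 hpf, above that at 18 hpf. Within the domains, it was 0.129 between NR18 and NR23 and 0.138 between RPE18 and RPE23, below every distance between domains. From the progenitors, NR23 lay at 0.184 and RPE23 at 0.192. The pairs across both domain and stage, NR18 with RPE23 and NR23 with RPE18, were each at 0.200.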

### Chromatin accessibility in NR vs. RPE precursors identifies cis-regulatory modules

To gain further insight into the architecture of the optic cup GRNs, we sought to identify differentially open chromatin regions (DOCRs) in the morphologically divergent NR and RPE domains. To this end, we performed ATAC-seq experiments from isolated NR and RPE precursors at 23 hpf. A total of 238,369 open chromatin regions (OCRs) were detected using this approach. After statistical analysis, a fraction of the peaks were identified as DOCRs, corresponding to putative CREs that are more active in the NR than in the RPE or vice versa. Approximately 12.6% of all peaks (30172 peaks) were differentially open with an adjusted *p*-value < 0.05. This proportion was reduced to 4.8% when the adjusted *p*-value was lowered to <0.001 (Supplementary Fig. 2a, b; Supplementary Data 2). Regardless of the adjusted *p*-value, we observed a larger number of DOCRs in the RPE than in the NR (18,909 vs. 11,263; adjusted *p*-value < 0.05), and their average chromatin accessibility fold change was higher than that of NR associated DOCRs (Supplementary Fig 2b, c). Analysis of the distribution of OCRs in the genome showed no evident differences between NR and RPE for the whole set of OCRs. However, there was a difference in average localization between the entire OCRs and the subsets of DOCRs in the genome. When compared to the distribution of all the OCRs a noticeable depletion of DOCRs located near the promoter regions was evident in both the NR and RPE domains. The proportion of NR peaks near the promoter was 11.91% for OCRs vs. 4.6% for DOCRs; whereas for the RPE peaks the proportion was 10.03% for OCRs vs. 3.09% for DOCRs (Supplementary Fig. 2d), showing that domain-specific cis-regulatory modules tend to occupy more distal positions in the genome. Gene ontology analysis of terms from the category Biological Process enriched in the list of genes associated with DOCRs yields results consistent with the analyzed tissue. Genes associated with NR DOCRs were enriched in terms related to nervous system development, neuron differentiation, and eye morphogenesis, whereas genes associated with RPE DOCRs were enriched in terms such as melanocyte differentiation and epithelial differentiation (Supplementary Fig. 3).

To further characterize the NR and RPE-specific DOCRs, we next interrogated their DNA methylome profiles. We examined base-resolution DNA methylome (WGBS) and hydroxymethylome (TAB-seq) data of zebrafish embryogenesis and adult tissues^39^, to obtain insight into DOCRs DNA methylation (5mC) dynamics. Supervised clustering (*k* = 2) of 5mC patterns separates both datasets into two well-defined clusters (Supplementary Fig. 4a, b). The first consists of distal regulatory regions that initiate active demethylation at ~24 hpf, as demonstrated by strong 5-hydroxymethylcytosine (5hmC) enrichment and the progressive loss of 5mC starting at 24 hpf. Importantly, this cluster is highly enriched in H3K27ac, an active enhancer mark, and depleted of H3K4me3, which indicates their identity as bona fide enhancers^40^. The second cluster of both NR and RPE datasets is hypomethylated, depleted of hmC, and enriched in the promoter mark H3K4me3, in line with a CpG island promoter character. To test whether active, tet-protein dependent DNA demethylation is required for the establishment of open chromatin structure at NR and RPE ATAC-seq peaks, we interrogated chromatin accessibility in wild type and triple tet (tet1/2/3) morphants in whole 24 hpf embryos^39^. Data from two independent MO knockdown experiments revealed that their chromatin accessibility signature is significantly (Mann–Whitney–Wilcoxon Test, *P* < 2.2e−16) reduced for NR ATAC-seq peaks in tet morphants when compared to wild type embryos, even when whole embryos were assessed (Supplementary Fig. 4c). This decrease was not visible in RPE peaks, likely because RPE enhancers are active in a much smaller cell population and their chromatin mark is masked by the en masse approach (Supplementary Fig. 4d).

### Cross-correlation of RNA-seq and ATAC-seq data reveals activating and repressing CREs

Integration of ATAC-seq and RNA-seq data has been used as a powerful tool to explore the architecture of developmental GRNs^33,41^. By intersecting RNA-seq and ATAC-seq datasets, we observed a substantial overlap between DEGs and genes associated with DOCRs at 23 hpf. Thus, 47% of all DEGs are associated with at least one DOCR (Fig. 1d). Specific examples of ATAC-seq and RNA-seq tracks are shown for the *vsx1* and *mitfa* loci, NR, and RPE respective markers (Fig. 1e, f). 

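At 23 hpf, *vsx1*, a homeobox gene of retinal precursors and later of bipolar cells, had an FPKM of 16.7 in the NR and 1.87 in the RPE, a log2 ratio of -2.63 in the RPE over the NR. The gene *mitfa*, which encodes a bHLH factor that controls pigment cell genes, was at 3.39 in the NR and 31.9 in the RPE, a log2 ratio of 2.91.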

The cross-analysis of ATAC-seq and RNA-seq data allowed us to classify DOCRs (putative CREs) in two groups: those correlating with upregulated genes, here termed “activating CREs” and those correlating with silenced genes, here termed “repressing CREs” (Fig. 2a, b). 

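The homeobox gene *six3a*, an early forebrain and eye field factor, had an FPKM of 31.4 in NR23 and 14.8 in RPE23, a log2 ratio of -1.03 in the RPE over the NR. For *otx2*, a homeobox gene needed for RPE specification, the values were 8.69 in NR23 and 36.1 in RPE23, a log2 ratio of 1.94.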

Illustrative examples of activating and repressing peaks are provided for the *six3a* and *otx2* loci (Supplementary Fig. 5a, b). When their average distance to the closest transcription start site (TSS) was examined, we observed a significant trend: both for NR and RPE peaks, activating CREs tend to occupy positions closer to the TSS than the repressing regions (Supplementary Fig. 5c). A possible explanation for this difference is the positive bias introduced by proximal promoters, which are typically enriched in binding sites for activators^42^. To gain insight into the regulatory logic of the NR and RPE domains, we calculated the number of associated activating and repressing CREs for both the whole DEGs and the subset of differentially expressed TFs. Notably, as expected from their regulatory complexity, the average number of CREs per gene (either activating or repressing) was significantly higher for TFs than for a control sample of randomized DEGs (Chi-square Test; *P* < 0.0001) (Fig. 2c). More importantly, the NR TFs associated with activating CREs outnumbered TFs associated with repressing regions (182 vs. 69 respectively), whereas the opposite was observed in the RPE. Indeed, in this tissue, we detected a robust repressive cis-regulatory logic, with 173 TFs associated with at least one repressing CREs and only 110 associated with activating ones (Fig. 2b, c). This opposite trend, better appreciated in histogram graphs, suggests that the NR specification program is sustained mainly by the activation of transcriptional regulators, whereas RPE determination seems to require primarily the repression of the NR-specific-TFs (Fig. 2d, e).

**Fig. 2:**
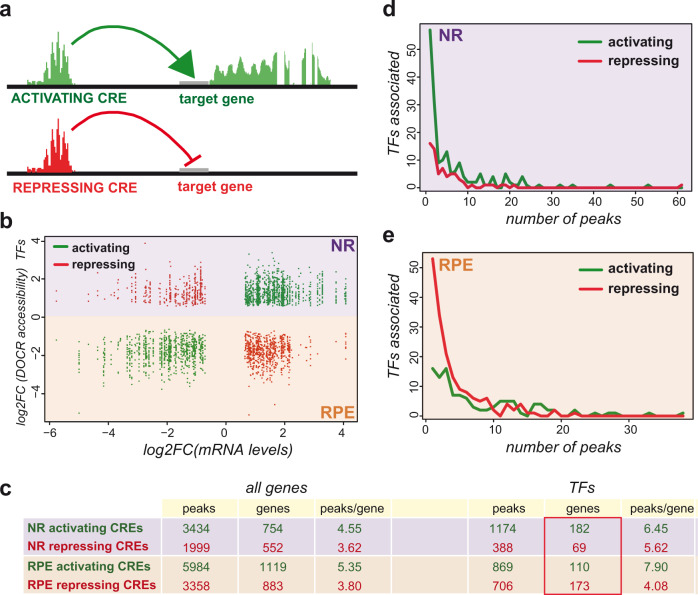
CRE configuration in the NR and RPE domains. **a** Schematic representation of the functional relationship between DOCRs, either activating (green) or repressing (red), and their associated DEGs. **b** The graph illustrates the correlation between the levels of differentially expressed TFs (log2FC) and the accessibility of their associated DOCRs (log2). **c** The table summarizes the number of activating or repressing CREs associated with either all the DEGs or only with the differentially expressed TFs. **d**, **e** Histograms correlating the number of TFs associated with activating or repressing CREs to the number of peaks per gene, for both the NR (**d**) and RPE (**e**) domains.

### Distinctive sets of TFs and cytoskeletal components are progressively recruited during NR and RPE specification

To efficiently analyze expression dynamics, as the NR and RPE networks bifurcate, we used a gene clustering approach. We applied both hierarchical and partitioning soft clustering for the classification of genes encoding for TFs or cytoskeletal components. We focused on these two gene categories to examine not only transcriptional lineage specifiers but also terminal effectors operating in the divergent cell shape changes observed between the NR and RPE domains. Using partitioning soft clustering we established 25 groups of gene expression variation from progenitors towards NR or RPE, for both TFs and cytoskeleton components (Supplementary Fig. 6a, b; Supplementary Data 3 and 4). This approach identified several expression clusters, which are distinctive for each domain and developmental stage: e.g., clusters 1, 13, and 23 for 16 hpf progenitors in the TFs category (Supplementary Fig. 6a); or 6, 11, and 21 for 23 hpf RPE precursors in the cytoskeletal components’ analysis (Supplementary Fig. 6b). 

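The TFs of clusters 1, 13 and 23 in Supplementary Data 3 had their highest FPKM in the progenitors, and the cytoskeletal genes of clusters 6, 11 and 21 in Supplementary Data 4 mostly had theirs in RPE23. All 28, 22 and 38 TFs of clusters 1, 13 and 23 were highest in PG16. Of these 88 TFs, 11 stood on lists of marker genes of other cell types, such as blood or muscle. In cytoskeletal clusters 6 and 11, all 39 and 23 genes were highest in RPE23, as were 22 of the 30 genes of cluster 21. Of these 92 genes, 17 stood on the marker lists. The clusters were made by the study from these samples, so the tallies describe the clusters and are not independent evidence. Over all 25 clusters of each kind, 208 of 810 TFs were highest in PG16, and 149 of 533 cytoskeletal genes in RPE23. On the marker lists stood 40 of these 810 TFs and 27 of these 533 cytoskeletal genes.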

Using a hierarchical clustering approach, we could aggregate the small sub-groups into six main clusters for TFs and eight for cytoskeletal components, all of them linked mainly to a specific domain and/or developmental stage (Fig. 3 and Supplementary Fig. 7; Supplementary Data 5 and 6). 

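The TFs of the hierarchical clusters were sorted here by the population in which each had its highest FPKM. In cluster #1, 110 of 146 TFs were highest in NR23 and the other 36 in NR18, and in cluster #6, 28 of 30 were highest in NR18. Cluster #5 had 106 of its 126 TFs highest in PG16. In cluster #3, 76 of 128 TFs were highest in RPE18, 27 in PG16 and 18 in RPE23, and in cluster #4, 57 of 67 were highest in RPE23. Cluster #2, with 19 TFs, was split, with 7 highest in NR23, 6 in PG16 and 5 in RPE18. Among the cytoskeletal genes, all 90 of cluster #2 were highest in RPE23, all 18 of cluster #4 in RPE18 and all 42 of cluster #6 in PG16. Of the 516 TFs, 35 stood on marker lists of other cell types, 17 of them in cluster #3 and 12 in cluster #5.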

To define precise time windows of expression and to infer regulators order of action, we focused our attention on the identity of TFs belonging to the different large clusters. 

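Of 6 TFs that the study plots as progenitor genes, 5 had their highest FPKM in PG16. The exception was *rx3*, at 16.4 in PG16, 30.0 in NR18, 5.34 in NR23, 5.00 in RPE18 and 3.67 in RPE23. The hairy-related gene *her1*, a clock gene of the presomitic mesoderm, was at 13.3 in PG16, 0.372 in NR18 and 5.75 in RPE18. The forkhead gene *foxc1b*, a mesoderm and periocular mesenchyme factor, was at 21.1, 0.980 and 2.39, and *foxd5*, an early neural plate factor, at 16.2, 1.07 and 5.25. The median log2 ratio of the 6 genes was -2.36 in NR18 over PG16 and -1.49 in RPE18 over PG16, and since the study chose them on these samples this is not independent evidence. The Krüppel-like genes *klf9* and *klf11a* of that list also belong to 44 immediate early and stress genes, of which 22 were at least 2-fold lower and 1 higher in NR18 than in PG16 (median log2 ratio -0.99). Of 26 muscle markers 21, of 16 blood markers 13 and of 17 endothelial and myeloid markers 13 were at least 2-fold lower in NR18 than in PG16, with *spi1b*, a myeloid factor, at 273 in PG16 and 7.69 in NR18.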

Significant TFs in cluster #5, corresponding to 16 hpf progenitors, include *rx3*, an early eye specifier with a known role in optic vesicle evagination^43–45^; and *her* factors required to maintain the progenitor neural state^46^ (Fig. 3b). 

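The retinal specifiers *rx1*, *rx2*, *sox2*, *six3a*, *six3b*, *six6b*, *vsx1*, *vsx2*, *hmx1*, *hmx4* and *lhx2b* were all higher in NR18 than in the progenitors and in the RPE of the same stage. In NR18 over PG16 the median log2 ratio of these 11 genes was 1.45, with 10 at least 2-fold higher, from 1.00 for *sox2*, a neural progenitor factor, to 2.19 for *vsx2*. In RPE18 over NR18 it was -2.41, with all 11 at least 2-fold lower, and in RPE23 over NR23 -2.09, with 10 at least 2-fold lower. No median of the 10000 random lists was as low in either. The retinal homeobox gene *rx1* had an FPKM of 29.2 in PG16, 78.8 in NR18 and 174 in NR23, and the LIM homeobox gene *lhx2b* 11.8, 40.4 and 33.3. By highest FPKM, 6 of the 11 were at their maximum in NR18 and 5 in NR23, and the median log2 ratio of NR23 over NR18 was -0.27. The list is the study's own choice on these samples and is not independent evidence of its direction. Of 6 TFs plotted by the study for the NR at 18 hpf, all were highest in NR18, among them *vax2*, a ventral retina factor, at 32.3 against 8.34 in NR23.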

As expected, Cluster #1, corresponding to NR 23 hpf precursors, contains many of the acknowledged retinal specifiers, such as *rx1*, *rx2*, *sox2*, *six3a*, *six3b*, *six6b*, *vsx1*, *vsx2*, *hmx1*, *hmx4*, and *lhx2b*^14^, which already increased their expression at 18 hpf (Fig. 3b). 

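Across the RPE stages, *otx2* had an FPKM of 17.2 in PG16 and 18.1 in RPE18, a log2 ratio of 0.07, and its log2 ratio of RPE23 over RPE18 was 0.95. The values of *mitfa* were 1.76 in PG16 and 4.59 in RPE18, a log2 ratio of 1.02, and its log2 ratio of RPE23 over RPE18 was 2.56. Genes of melanin synthesis showed their highest values at 23 hpf, with 17 of 18 at least 2-fold higher in RPE23 than in RPE18 (median log2 ratio 2.96, percentile 100). The tyrosinase gene *tyr* was at 7.15 in RPE18 and 161 in RPE23, and *dct*, the dopachrome tautomerase gene of the same pathway, at 19.4 and 286. In RPE18 over PG16 the median of the melanin genes was 1.04. Markers of neural crest and pigment cells were also higher at the later stage, with 8 of 17 at least 2-fold higher in RPE23 than in RPE18 and a median log2 ratio of 0.89.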

Surprisingly, known RPE specification genes such as *otx2* and *mitfa*^47^, included in cluster #4, do not increase their levels significantly in RPE precursors at 18 hpf, peaking only later at 23 hpf (Fig. 3b). In contrast, TFs included in cluster #3, such as *tead3b*, *tfap2a* and *tfap2c* started to rise, when not peaking, in the RPE at 18 hpf. 

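The gene *tfap2a*, an AP-2 factor of surface ectoderm and neural crest, had an FPKM of 21.3 in PG16, 61.0 in RPE18 and 75.2 in RPE23, and its paralog *tfap2c* 33.2, 73.2 and 70.7. Their log2 ratios of RPE18 over PG16 were 1.48 and 1.12. For *tead3b*, a TEAD factor that binds YAP and TAZ, the values were 48.4, 65.0 and 64.2, a log2 ratio of 0.42, under 2-fold. Over NR18, the log2 ratios of the 3 genes in RPE18 were 2.17, 2.01 and 0.88. Markers of periderm and epidermis, where AP-2 factors are also expressed, were higher in RPE18 than in PG16 as well, with a median log2 ratio of 2.11 over 21 genes that are neither keratins nor plaque genes.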

Notably, some of these TFs, including *tcf12*, *smad6b*, and especially *vgll2b* not only peak at 18 hpf, but also rapidly decrease at 23 hpf (Fig. 3b). This observation suggests the existence of two waves of TFs regulating the identity of the RPE domain.

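The transcriptional cofactor gene *vgll2b* had an FPKM of 16.7 in PG16, 25.8 in RPE18 and 2.12 in RPE23, a log2 ratio of -3.10 between the RPE stages, and 0.882 in NR18. For *tcf12*, a bHLH factor, it was 28.8, 35.6 and 27.5, and for *smad6b*, an inhibitor of BMP signalling, 34.5, 37.7 and 20.2. The log2 ratios of RPE23 over RPE18 were -0.36 and -0.87, and those of RPE18 over PG16 0.30 and 0.12, all under 2-fold. Markers of skeletal muscle, a tissue in which vgll2 genes are expressed, went both ways, with 8 of 26 genes at least 2-fold lower and 6 at least 2-fold higher in RPE23 than in RPE18 and a median log2 ratio of -0.60. The muscle regulator *myod1* was at 32.7 in RPE18 and 9.41 in RPE23, and *tnnc1b*, a slow troponin C gene, at 104 and 22.8, while the fast troponin I gene *tnni2a.4* was at 0.597 and 12.3. Of 12 notochord and floor plate markers, 7 were at least 2-fold lower and 1 higher (median -1.40), with *ta*, a notochord and mesoderm factor, at 92.5 and 9.18.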

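The TFs of clusters #3 and #4 differed in which interval held their higher value. In cluster #3 the median log2 ratio was 0.46 in RPE18 over PG16 and -0.45 in RPE23 over RPE18, with 21 of 128 TFs at least 2-fold lower and 0 higher in RPE23. In cluster #4 the medians were 0.52 and 0.74, with 19 of 67 TFs at least 2-fold higher and 0 lower in RPE23 than in RPE18. Among the TFs plotted by the study, 6 of the 7 of cluster #3 were highest in RPE18, and all 6 of cluster #4 (*otx2*, *mitfa*, *bhlhe40*, *klf5a*, *klf2b* and *klf4*) were highest in RPE23. Many TFs of cluster #4 also rose by 18 hpf, with 27 of 67 at least 2-fold higher in RPE18 than in PG16, against 27 of 128 in cluster #3. The Krüppel-like gene *klf5a* was at 3.41 in PG16, 27.7 in RPE18 and 49.6 in RPE23. For the plotted TFs, the median of RPE18 over PG16 was 1.12 in cluster #4, with 4 of 6 at least 2-fold higher. In cluster #3 it was 0.60, with 3 of 7, so the earlier interval did not set the late TFs apart. In RPE23 over RPE18 the median of the TFs plotted for cluster #3 was -0.36 and that of cluster #4 1.11. These TFs were placed in the clusters on the same values, so the counts are not independent evidence of the order. Of the TFs of cluster #4, 7 are immediate early or stress genes, among them *klf2b*, at 16.7 and 52.0, and *klf4*, at 7.52 and 12.1. Markers of some other cell types were also higher in RPE23 than in RPE18, with a median of 1.25 for periderm and epidermis markers that are neither keratins nor plaque genes, 1.06 for ionocyte markers and 0.89 for neural crest and pigment cell markers. The paper proposes that RPE identity is regulated by TFs acting in 2 waves. It draws on the fall at 23 hpf of TFs that peak in the RPE at 18 hpf, such as *tcf12*, *smad6b* and *vgll2b*. It also draws on the late peak of *otx2* and *mitfa* and the earlier rise of *tead3b*, *tfap2a* and *tfap2c*. In human iPSCs differentiating to RPE, it reports by RT-qPCR that most early and most late factors fell into separate clusters.

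**Figure D2:**
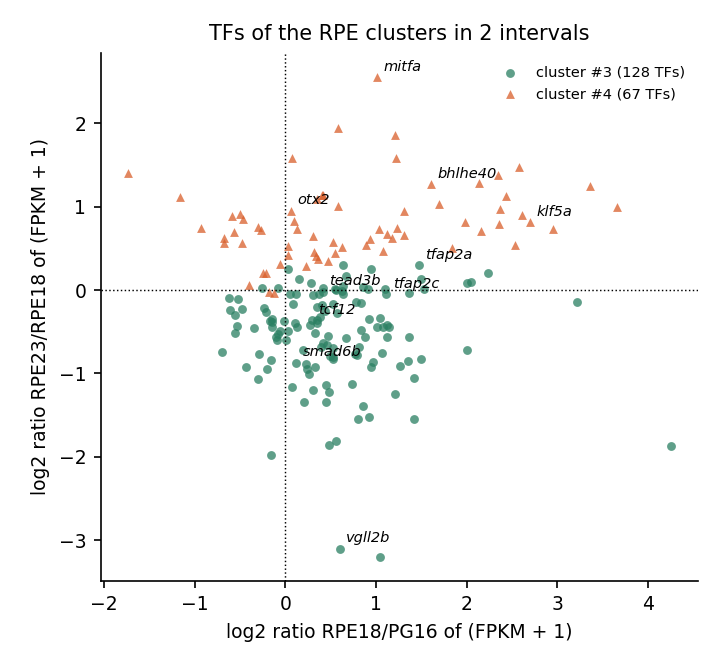
TFs of clusters #3 (circles) and #4 (triangles), each point 1 gene, by the log2 ratio of (FPKM + 1) of RPE18 over PG16 (horizontal axis) and of RPE23 over RPE18 (vertical axis). All 19 TFs at or above a log2 ratio of 1 on the vertical axis are of cluster #4, and all 21 at or below -1 are of cluster #3.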

**Fig. 3:**
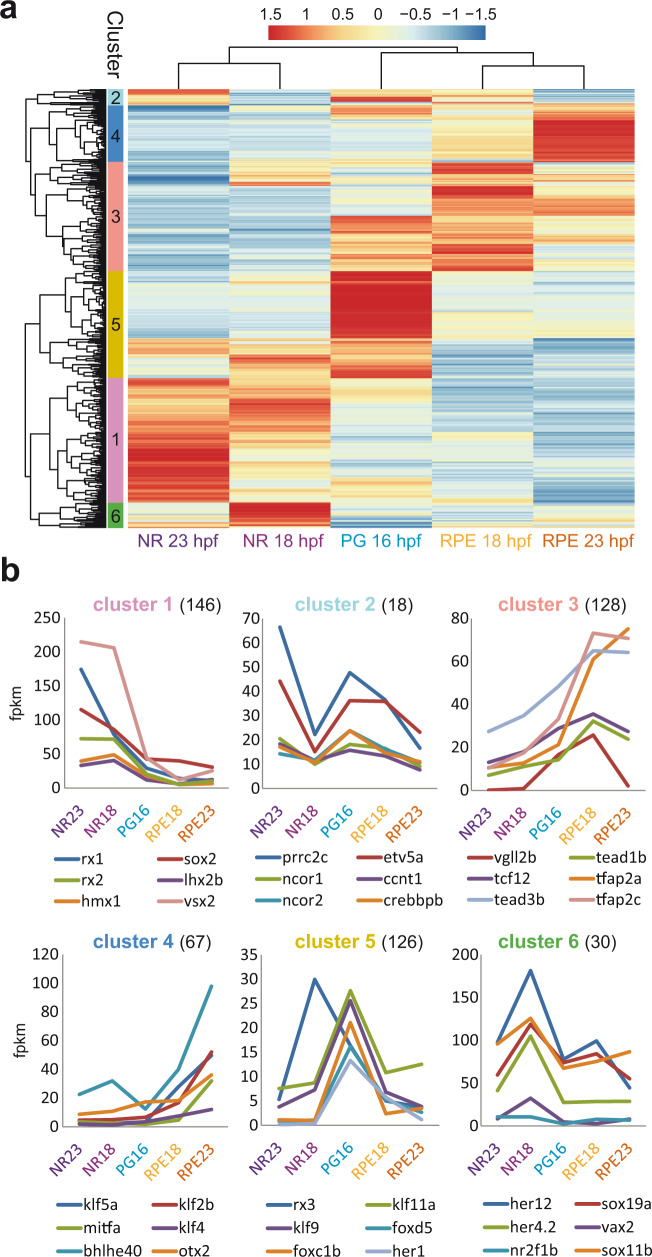
Hierarchical clustering of TFs gene expression variations during optic cup development. **a** Hierarchical clustering output shows TFs expression trends in the distinct domains and stages. Gene expression values, normalized by row, are indicated with a red to blue graded color. Note that most clusters comprise a particular domain and developmental stage. **b** Relative transcript level changes for significant TFs (*n*) within each cluster.

Next, we focused on the content of the hierarchical clusters associated to cytoskeletal components (Supplementary Fig. 7a). While the analysis of the cytoskeletal genes upregulated in PG returned no significant enrichment for terms annotated in the Cellular Components, a similar analysis for cytoskeletal genes in the NR clusters yielded significantly enriched terms associated with microtubules and centrosomes (Supplementary Fig. 7b). This observation is in line with the elongation of the apicobasal axis and the polarization of the microtubules reported for NR precursors in zebrafish^7^. In contrast, the only enriched term in the RPE cytoskeletal clusters was “intermediate filaments” (Supplementary Fig. 7b), consistent with the RPE acquiring a squamous epithelial character.

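Genes of centrosomes and microtubules were somewhat lower in the RPE than in the NR at both stages. Of 55 such genes on a textbook list, 50 had a lower FPKM in RPE23 than in NR23, 14 of them by at least 2-fold, and 0 were at least 2-fold higher. The median log2 ratio was -0.67 at 23 hpf and -0.58 at 18 hpf, each at percentile 0.010 of the random lists, and 0.45 in NR18 over PG16. The gamma-tubulin gene *tubg1*, which encodes the microtubule nucleator, was at 47.8 in NR23 and 21.9 in RPE23, the neural alpha-tubulin gene *tuba1a* at 233 and 73.7, and *stil*, a centriole duplication gene, at 16.3 and 5.83. In the study's own NR clusters of cytoskeletal genes (#1, #5, #7 and #8), 37 of 122 genes were on this list and 5 on a list of intermediate filament genes. Cell cycle and DNA replication genes, which vary with centrosome genes in dividing cells, were lower in the RPE as well, with 15 of 28 at least 2-fold below NR23 and a median of -1.11.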

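Of 33 intermediate filament genes, 22 were at least 2-fold higher and 1 lower in RPE23 than in NR23 (median log2 ratio 2.14, percentile 100), and 20 were higher and 1 lower at 18 hpf (median 1.71). The periderm keratin genes *krt92* and *cyt1* were at 229 and 387 in NR23 and at 1881 and 2405 in RPE23. The basal keratinocyte keratin gene *krtt1c19e* was at 5.82 in NR23 and 77.6 in RPE23. Among filament genes of neural cells, *vim* was at 31.4 and 20.6, *inab*, an internexin gene, at 5.75 and 2.12, and the glial gene *gfap* at 38.5 and 41.6. In the study's RPE clusters of cytoskeletal genes (#2, #3 and #4), 17 of 197 genes were on this list and 1 on the centrosome list. On marker lists of other cell types stood 20 of the 197, against 22 of the 361 genes of all clusters. Periderm and epidermis markers that are neither keratins nor plaque genes were higher in the RPE as well, with a median log2 ratio of 3.36 at 23 and 2.90 at 18 hpf, as were skeletal muscle markers, with 3.85 at 18 hpf and all 26 at least 2-fold higher at 23 hpf.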

### Motif enrichment analysis suggests redundancy and cooperativity in the NR and RPE networks

To further explore the regulatory logic of the NR and RPE gene networks, we investigated overrepresented motifs within the DOCRs associated with each domain. Motif enrichment analysis of the differentially open regions in the NR identified a highly significant overrepresentation of the homeobox and sox TF binding motifs (Fig. 4a; Supplementary Data 7). The core homeobox binding motif (5′–TAATT–3′) is shared by TFs from the homeodomain K50 PRD-class; such as *vsx1*, *vsx2*, *rx1*, *rx2*, and *rx3*; LIM-class, such as *lhx2b*; and NKL class; such as *hmx1* and *hmx4* (Fig. 4a). All of them are well-known retinal specifiers contained in group #1 of our hierarchical clustering analysis (NR 23 hpf). As they are co-expressed in the retina, it is likely that they cooperate to target a partially overlapping set of cis-regulatory modules. To explore this possibility, we retrieved the individual position weight matrixes (PMW) associated with both homeobox and sox TFs from available databases and used this information to explore their functional synergy in the retinal DOCRs (see “Methods”). Two different approaches were used: (i) calculating the co-occurrence rate of binding sites for two different TFs in the same CRE (co-occupancy); and (ii) estimating the percentage of binding sites for TFs located in different CREs but still associated with the same gene (co-regulation) (Fig. 4b, c). These analyzes predicted a high degree of interconnectivity within the NR network. Thus, the average co-occurrence rate of two different theoretical binding sites in the same peak (co-occupancy) was 25.6%. This combinatorial activity becomes more pronounced when examining the binding sites in different CREs associated with the same gene (co-regulation), which was in average 46.6%. Indeed, when individual TF binding sites were investigated, the number of co-occupied peaks or co-regulated genes was in general much larger than those instances in which the binding site was found isolated (Fig. 4d, e). Even when these are predicted binding sites, our analyzes suggest a strong cooperative activity of homeobox and sox factors in driving the NR developmental program.

**Fig. 4:**
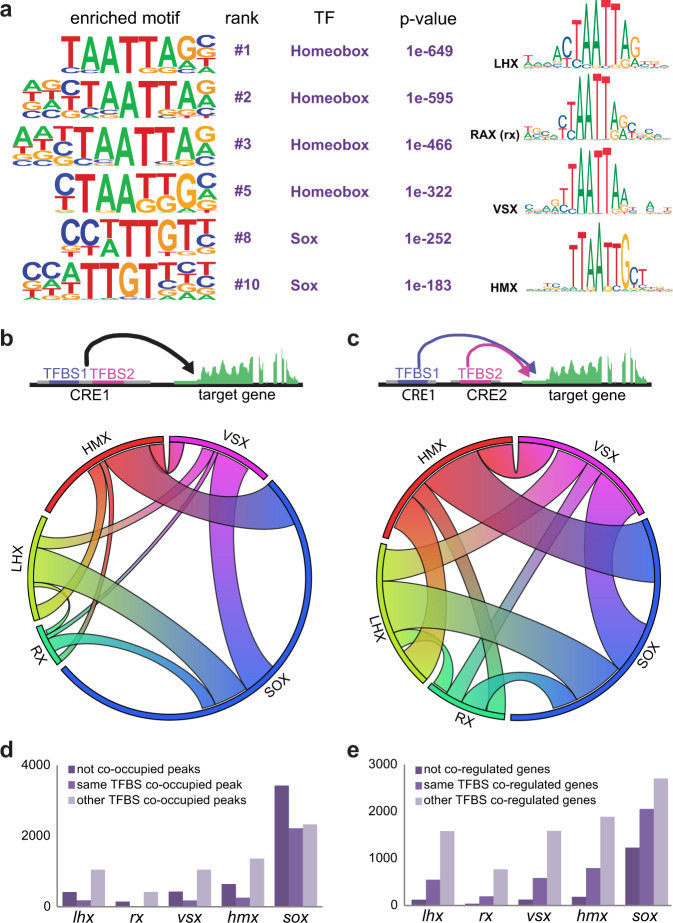
NR motif enrichment analysis. **a** Representative TF binding motifs enriched in NR DOCRs as identified by HOMER. The binding motif similarity among neural retina TFs of the homeobox family is indicated (http://jaspar.genereg.net). **b** Circoplot illustrating the co-occupancy rate of TFBS in the same DOCRs for the main TFs identified in the motif enrichment analysis. **c** Circoplot illustrating the degree of co-regulation between TFs regulating the same gene through different DOCRs. **d** Number of CREs containing the main TFs identified in the motif enrichment analysis classified according to their co-occupancy. **e** Number of genes associated with CREs containing the main TFs identified in the motif enrichment analysis, classified according to their co-regulation.

In the RPE, a motif enrichment analysis of the specific DOCRs also revealed a number of binding motifs that correspond to the TFs identified as up-regulated in the RNA-seq analysis (Fig. 5a; Supplementary Data 8). We found very significant enrichment for tfap2a and tfap2c binding motifs, in agreement with the early expression of these factors in the RPE. This considerable overrepresentation points to a prominent position of these factors within the regulatory hierarchy, which is in line with their role in the specification of the pigmented tissue^48^. In addition, a significant enrichment for bHLH, tead, and otx2 binding motifs were also observed. 

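Of 4 bHLH genes with a proposed role in the RPE (*mitfa*, *bhlhe40*, *bhlhe41* and *tfec*), all were at least 2-fold higher in RPE23 than in NR23, with a median log2 ratio of 2.56, and at least 2-fold higher in RPE23 than in RPE18 (1.46). At 18 hpf the median of RPE over NR was 0.49. The gene *tfec*, a relative of *mitfa*, had an FPKM of 15.3 in NR18, 7.26 in NR23, 18.9 in RPE18 and 48.9 in RPE23. The clock-related repressor *bhlhe41* was lower, at 0.644 in NR23, 2.13 in RPE18 and 8.42 in RPE23. For *bhlhe40*, whose enhancer marks the sorted RPE cells, the log2 ratio was 2.07 at 23 hpf and 0.31 at 18 hpf. Neural crest and pigment cell markers moved the same way, with 13 of 17 at least 2-fold higher in RPE23 than in NR23 (median 2.03) and 8 higher than in RPE18 (0.89). The study picked the bHLH genes for their expression in the RPE, so these ratios are not independent evidence.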

Importantly, the core bHLH motif (5′–CACGTG–3′) is shared by members of the family expressed in RPE, such as mitfa, bHLHE40, bHLHE41, and tfec (Fig. 5a). As already investigated for the NR TFs, we examined the potential cooperation among these RPE specifiers (Fig. 5b–e). Interestingly, whereas the average rate of co-regulated genes in the RPE did not differ much from that found in NR (48% vs. 46.6%; Fig. 5e), the rate of co-occupied peaks dropped from 25.6% in the NR to 11.7% in the RPE (Fig. 5d). This observation suggests that the RPE network is less dependent on TFs cooperativity within the same CRE than the NR network. In such a regulatory scenario, each TF may trigger transcriptional sub-programs within a broader developmental network. To explore this possibility, we assessed GO enrichment for the genes associated with RPE DOCRs containing the different TFBS and then we grouped the results using hierarchical clustering (Supplementary Fig. 8). The outcome of this clustering approach supported a branched regulatory scenario. Thus, whereas some TF-encoding genes (i.e., *tcf12*, *tfap2c*, *otx2*) appeared associated with many GO terms, others were more specific: such as the case of *mitfa* that was associated only with pigment cell differentiation (Supplementary Fig. 8).

**Fig. 5:**
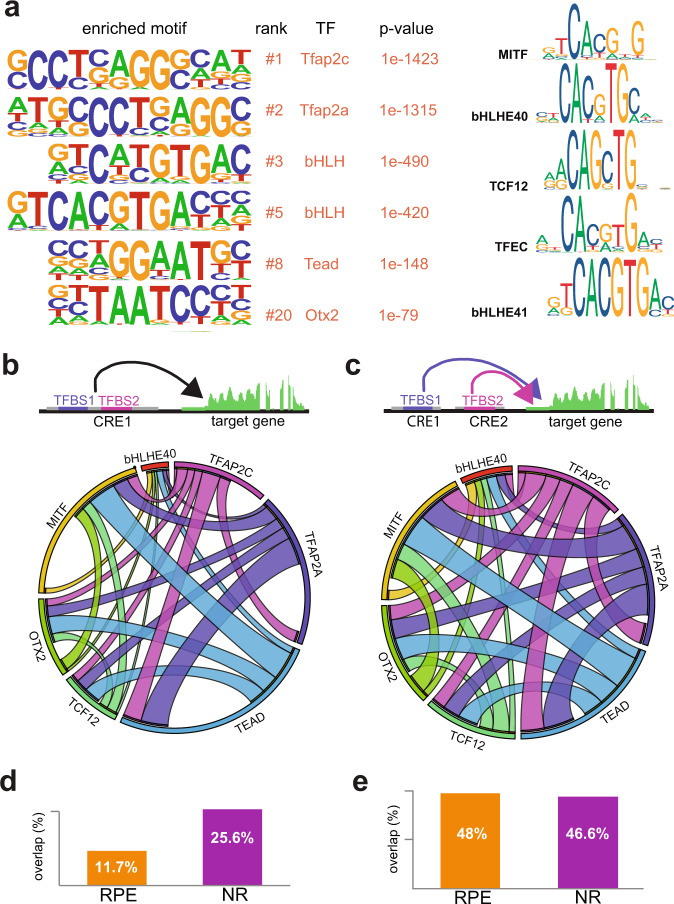
RPE motif enrichment analysis. **a** Representative TF binding motifs enriched in RPE DOCRs as identified by HOMER. Analysis of the binding motif similarity among TFs of the bHLH family (http://jaspar.genereg.net). **b** Circoplot illustrating the co-occupancy rate of TFBS in the same DOCRs for the main TFs identified in the motif enrichment analysis. **c** Circoplot illustrating the degree of co-regulation between TFs regulating the same gene through different DOCRs. **d** Average percentage of co-occupancy in the same DOCR for two different TF in the RPE and NR. **e** Average percentage of two different TF regulating the same gene through different DOCRs in the RPE and NR.

Finally, to investigate the regulatory logic of activating and repressing CREs in each domain, we scanned these regions for enriched motifs separately. Strikingly, those enriched motifs ranking higher for the NR activating CREs, such as the homeobox and sox TF binding sites, were also ranking higher for the repressing regions in this tissue (Fig. 6; Supplementary Data 9). A very similar scenario was observed for the RPE peaks, which regardless of being activating or repressing regions showed tfap2c, tfap2a, bHLH, and otx2 consensus binding sites as top enriched motifs. When GO terms associated with genes linked to these regions were examined, we observed terms linked to eye morphogenesis enriched for both NR activating and RPE repressing regions (Fig. 6). This finding reveals context-dependent TFs activity and points to a common set of genes activated in the NR and repressed in the RPE by antagonistic GRNs. 

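Of the retinal genes *hmx4*, *lhx9*, *mab21l1*, *nr2f2*, *pax6a*, *pax6b*, *rx2*, *six3a* and *sox2*, all 9 were at least 2-fold lower in RPE23 than in NR23, with a median log2 ratio of -1.67. At 18 hpf, 8 of the 9 were at least 2-fold lower in the RPE (median -1.61), the exception being *nr2f2*, a nuclear receptor gene, at 68.5 in NR18 and 60.5 in RPE18. The homeobox gene *pax6b*, an eye master regulator, had an FPKM of 34.0 in PG16, 114 in NR23 and 29.8 in RPE23. For *mab21l1*, needed for lens and retina growth, it was 8.24, 76.6 and 12.2. Against the progenitors, the median of the 9 genes was 1.56 in NR18 and -0.10 in RPE18. As the genes were selected by the study on these samples, the count is not independent evidence.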

In fact, a detailed analysis of the gene lists associated with NR activating and RPE repressing regions showed that many of the retinal specifier genes (including *hmx4*, *lhx9*, *mab21l1*, *nr2f2*, *pax6a*, *pax6b*, *rx2*, *six3a*, or *sox2*) are under the antagonistic regulation of the NR and RPE GRNs (Supplementary Data 10). In addition, the analysis of GO term enrichment also suggested domain-specific functions for the NR and RPE GRNs. Thus, NR repressing CREs are associated with genes involved in mesoderm formation, whereas RPE activating regions are linked with epidermal differentiation genes.

**Fig. 6:**
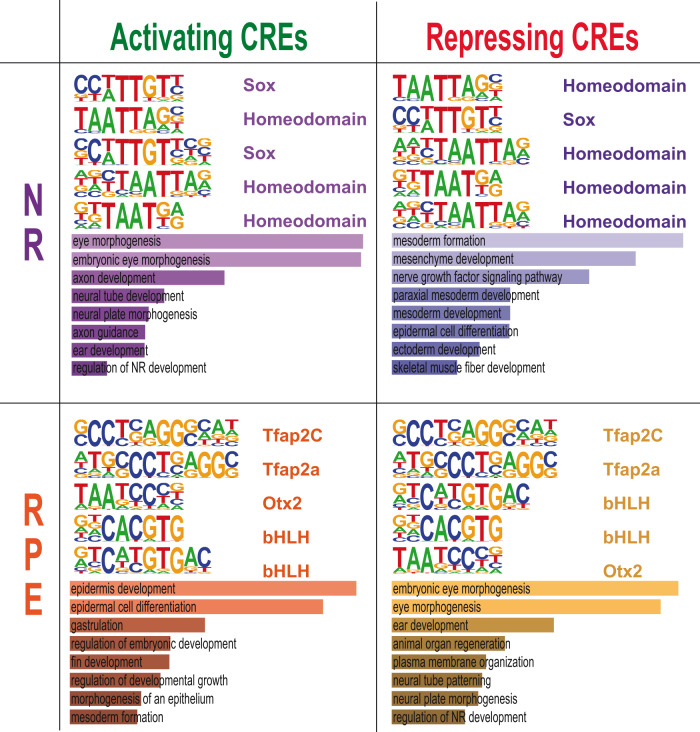
Motif enrichment analysis of activating and repressing CREs. Representative TF motifs enriched in activating (left column) and repressing (right column) CREs in both the NR and RPE domains. Analysis of GO terms enrichment for genes associated with each set of elements is indicated.

### Desmosomal components are activated during RPE specification

The integration of our ATAC-seq and RNA-seq data allows formulating and testing different hypotheses related to genetic programs controlling the specification of retinal tissues. As an example, we followed up the observation that genes encoding for intermediate filaments are enriched in the RPE domain (Supplementary Fig. 7b). 

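Adhesion genes of epithelia were higher in the RPE than in the NR together with the intermediate filament genes. Of 19 tight and adherens junction genes of epithelia, 16 were at least 2-fold higher and 0 lower in RPE23 than in NR23 (median log2 ratio 2.96, percentile 100), with a median of 2.54 at 18 hpf. The E-cadherin gene *cdh1* had an FPKM of 44.4 in NR23 and 398 in RPE23, and the tight junction gene *oclnb* 7.65 and 136. The splicing regulator gene *esrp1*, which is active in epithelial cells, was at 4.55 and 41.7. In PG16 *cdh1* was at 104. Several of these genes, *cdh1* among them, are also markers of periderm and epidermis.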

Keratin looping into desmosomal plaques plays a fundamental role in maintaining tissue architecture under mechanical load^49^ (Fig. 7a). We thus investigated the transcriptional profile of other desmosomal components as the RPE and NR networks diverge. A detailed analysis revealed that not only keratin genes, but also many desmosomal genes such as *dspa*, *evpla*, *pleca*, or *ppl*, are among the most upregulated genes (i.e., highest fold change) in committed RPE cells (Fig. 7b). Many of these genes increased their expression already at 18 hpf, when RPE cells start to differentiate morphologically, but hours before the tissue acquires pigmentation (Fig. 7b). 

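All 14 keratin and desmosomal genes that Fig. 7b plots and that were found by name were at least 2-fold higher in RPE23 than in NR23, with a median log2 ratio of 3.17 (percentile 100). The largest values were those of *krt4*, a keratin of the outer epithelial layer, at 1776 in NR23 and 22338 in RPE23, and *krt5*, at 396 and 3247. The desmoplakin gene *dspa*, which links filaments to the plaque, was at 12.1 and 105, and the plakin genes *evpla*, *pleca* and *ppl* had log2 ratios of 3.36, 2.31 and 3.35. Among the 8163 genes with a protein-coding name and an FPKM of at least 10 in either population, ranked by this ratio, 10 of the 14 were in the first 5% and 0 in the first 1%, with a best rank of 89 for *plecb*. The list was drawn up by the study from these samples and is not independent evidence. On a textbook list of 16 desmosomal genes, which shares 6 genes with it, all 16 were at least 2-fold higher (median 2.83), such as the desmoglein gene *dsg2.1* at 12.6 and 199. Markers of periderm and epidermis that are neither keratins nor plaque genes were higher to a like degree, with 20 of 21 at least 2-fold higher and a median of 3.36. Among them, *agr1* was at 78.2 in NR23 and 1408 in RPE23, the calcium-binding protein gene *icn* at 179 and 1842, and *anxa1c*, an annexin gene, at 164 and 1759.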

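At 18 hpf all 14 genes were again at least 2-fold higher in the RPE than in the NR, with a median log2 ratio of 3.02. The FPKM of *krt8*, a keratin of simple epithelia, was 555 in PG16, 250.1 in NR18 and 1856 in RPE18, and that of *krt4* was 843, 861 and 7793. For *eppk1*, a plakin gene, it was 13.7, 15.0 and 146, and for *desma*, the muscle desmin gene, 103, 5.00 and 92.9. In RPE18 over PG16 the median of the 14 genes was 2.02, with 12 at least 2-fold higher. In RPE23 over RPE18 it was 0.21, with 4 higher and 1 lower by at least 2-fold, while periderm and epidermis markers outside the keratins and plaque genes had a median of 1.25, with 12 of 21 higher and 1 lower. These markers were already higher in RPE18 than in NR18, with a median of 2.90, and the muscle markers had a median of 3.85.

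**Figure D3:**
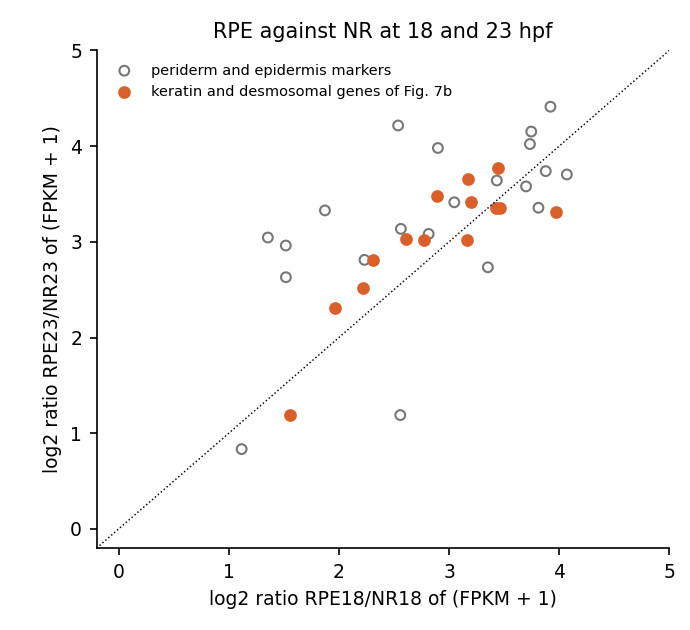
Log2 ratio of (FPKM + 1) of the RPE over the NR at 18 hpf (horizontal axis) and 23 hpf (vertical axis), each point 1 gene, for the 14 keratin and desmosomal genes of Fig. 7b (filled) and 21 periderm and epidermis markers that are neither keratins nor plaque genes (open). The filled points all lie above a log2 ratio of 1 on both axes, and the open points reach from 1.12 to 4.07 on the horizontal axis and from 0.83 to 4.41 on the vertical axis.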

To gain insight into the regulation of these cytoskeletal components, we performed a motif enrichment analysis of the subset of DOCRs associated with keratins and other desmosomal genes upregulated in the RPE (Supplementary Data 11). This analysis revealed Tead motifs as top-ranked overrepresented binding sites in the CREs regulating desmosomal genes (Fig. 7c). When compared to that of the entire set of DOCRs, the average number of motifs per peak was 4.5 fold higher for those CREs specifically associated with components of the desmosome machinery (1.35 vs. 0.3). This observation suggests a key role for Tead family proteins in the regulation of the intermediate filament cytoskeleton. To test this hypothesis, we took advantage of available zebrafish double mutants for the main Tead coactivators *yap* and *taz*, which have been reported to display RPE differentiation defects^28^. In agreement with our observations, the expression of keratins (*krt4* and *krt8*), as well as pigmentation genes (tyr and tyrp1b), were significantly reduced in *yap −/− taz −/−* double mutant head tissue at 18 hpf as determined by RT-qPCR (Fig. 7d). As a control, the expression of the NR markers *vsx2* and *six3a* was unaffected in the mutant tissue. These results further support a role for Tead factors in the transcriptional regulation of desmosomal genes at the RPE.

**Fig. 7:**
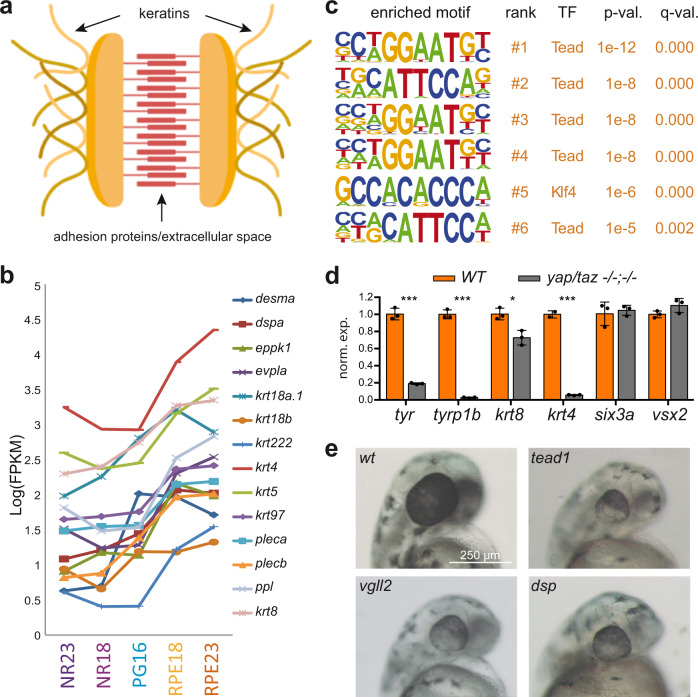
Regulation of desmosomal components during RPE specification. **a** Schematic representation of a desmosome junction. **b** Intermediate filament and desmosomal gene expression variations during optic cup development. Expression values are reported as log(FPKM). **c** Motif enrichment analysis of the DOCRs associated with genes encoding intermediate filament or desmosome components. **d** mRNA levels of keratin genes as well as RPE and NR markers as determined by RT-qPCR in wild type and *yap −/− taz −/−* double mutant zebrafish samples (dissected heads) at 18 hpf. Significant differences are indicated (*n* = 3; Two-tailed *T*-test; ***=*p* < 0.001; *=*p* < 0,05. *p* values: *tyr* = 3.4e−5; *tyrp1b* = 6e-6; *krt8* = 1.2e−2; *krt4* = 3.1e−5; *six3a* = 0.67; *vsx2* = 0.12). Data are presented as mean ± SD. Source data are provided as a Source Data file. **e** Representative stereo microscope images of zebrafish embryo heads at 48 hpf: wild type and embryos injected with Cas9 (300 ng/μl) together with the following sgRNAs (80 ng/μl) combinations: *vgll2a* and *vgll2b* (vgll2)*; tead1a* and *tead1b* (tead1) and *dspa and dspb* (dsp*)*. *Magnification Bar* = *250* *µm. The same magnification was used for each image in the series*. Note the reduced eye size and RPE hypopigmentation in the crispants. Injections were repeated twice with similar results. See also Supplementary Fig. 9.

The high efficiency of the CRISPR/Cas9 technology allows performing F0 mutagenesis screens in zebrafish^50^. We took advantage of this technology to test functionally some of the genes identified in our analyzes. 

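On textbook lists, 38 of 39 ribosome biogenesis genes and 15 of 28 cell cycle and DNA replication genes were at least 2-fold lower in RPE23 than in NR23, and 0 of either list higher. The genes named next were selected by the study, in part for their expression in these samples, and are not independent evidence. The replication helicase gene *mcm2* had an FPKM of 327 in NR23 and 61.5 in RPE23, the ribosome assembly gene *wdr12* 88.4 and 20.0, the nucleolar gene *nop58* 356 and 92.7, and *twistnb*, which encodes an RNA polymerase I subunit, 36.2 and 4.25. The log2 ratios of RPE23 over NR23 ran from -2.82 for *twistnb* to -1.77 for *heatr1*, a ribosome biogenesis gene, among the 12 genes of this group that the study examined, and the macrophage migration inhibitory factor gene *mif* was at -2.34. Among the genes higher in the RPE were *tead1b*, a TEAD factor gene, at 7.05 in NR23 and 23.8 in RPE23, and *vgll2a*, at 1.01 and 6.85. The TEAD genes *tead1a* and *tead3a* had log2 ratios of 0.42 and 0.48. The nuclear receptor gene *nr2f1a* was at 18.1 in NR18 and 40.0 in RPE18, and had a log2 ratio of -0.29 at 23 hpf, while *neurod4*, a neuronal bHLH gene, was at -0.07.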

A total of 21 genes, selected on the basis of their expression profile, CRE composition and/or dynamics, associated GO terms, and the number of paralogues, were investigated in an F0 pilot screen. When crispant embryos were examined at 48 hpf, a substantial proportion of the tested genes (i.e., 12 out of 21 sgRNA combinations) displayed eye malformations, such as microphthalmia, eye fissure closure defects, and/or hypopigmentation (Supplementary Fig. 9; Supplementary Data 12). To further confirm the early role of the candidates as components of the eye GRNs, we examined optic cup architecture and size in the crispants at 24 hpf (Fig. 8 and Supplementary Fig. 10). All candidates displaying eye malformations at 48 hpf also showed a significant reduction of eye size at 24 hpf, with the exception of *nr2f1* (Fig. 8p). None of the injected candidate sgRNAs impaired the general folding of the optic cup, as functional interference with the very early specifier *rx3*^43–45^ does (Fig. 8b). This suggests that these candidates do not participate in the initial specification of the optic vesicle. Interestingly, among the sgRNA combinations tested, the injection of those directed against the structural desmosomal components *dspa/b*, the Tead regulators *vgll2a/b*, and particularly the cocktail *tead1a/b* + *tead3a/b* resulted in a significant proportion of the F0 embryos displaying hypopigmentation (Fig. 7, and Supplementary Fig. 9), reduced eye size, and abnormal RPE morphology (Fig. 8, and Supplementary Fig. 10). These results further indicate that both desmosomal assembly and Tead activity are required for RPE and optic cup morphogenesis.

**Fig. 8:**
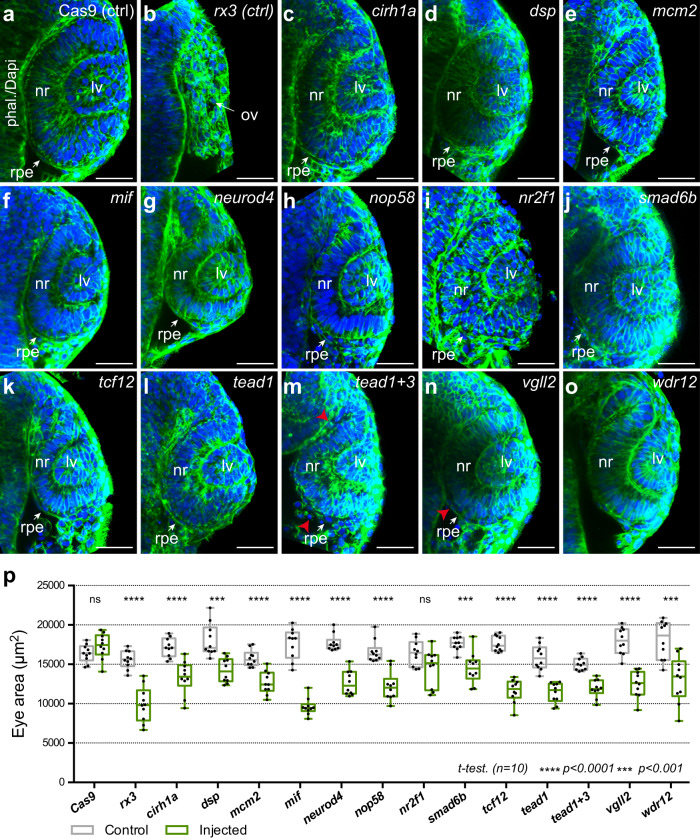
Optic cup architecture and size quantification in candidate gene crispant embryos. **a**–**o** Representative optical sections through the optic cup of crispant 24 hpf embryos. Phalloidin/DAPI staining reveals tissue organization of control embryos injected only with Cas9 (**a**), with sgRNAs directed against *rx3* (**b**), or with sgRNAs for the different candidate genes (indicated in (**c**)–(**o**)). Note that, in contrast to *rx3* crispant embryos, the optic cup is formed in all cases. However, quantitative analysis of eye area (*p*) reveals a significant reduction of optic cup size for all candidates tested with the exception of *nr2f1*. Individual values (*n* = 10) are plotted in front of standard box-and-whiskers (Two-tailed *T*-test); ***=*p* < 0.001, ****=*p* < 0.0001. *p* values: *cas9* = 0.161; *rx3* = 1.15e−6; *crh1a* = 8.67e−5; *dsp* = 1.82e−4; *mcm2* = 3.09e−5; *mif* = 1.05e-9; *neurod4* = 9.00e−8; *nop58* = 8.09e−6; *nr2f1* = 0.053; *smad6b* = 2.25e−4; *tcf12* = 2.71e−9; *tead1* = 1.62e−6; *tead1* + *3* = 1.15e−6; *vgll2* = 9.15e−7; *wdr12* = 5.00e−4. Abnormal morphology of the RPE cells (m,n) is indicated (red arrowheads). ov optic vesicle, lv lens vesicle. Bar = 50 µm. Source data are provided as a Source Data file. See also Supplementary Figs. 9 and 10.

### Gene expression analysis during hiPSCs-to-RPE differentiation

A second important finding derived from our gene expression clustering analysis was the identification of two waves of transcriptional regulators during the specification of the RPE in zebrafish. Understanding this TF recruitment sequence in humans may have important basic and translational applications. We thus asked whether the same *consecutio temporum* identified in zebrafish was conserved in human iPSCs differentiating to RPE. During the first four weeks of differentiation in culture from hiPSCs (see “Methods”), pluripotent stem cells progressively change their morphology to a cobblestone appearance, acquiring a light pigmentation at the end of the fourth week (Fig. 9a). Using RT-qPCR, we tested mRNA levels for a total of 26 RPE genes including genes encoding for stemness markers (*NANOG* and *OCT4*); mature RPE markers (i.e., *CRALBP, RPE65*, and *TYR*); known RPE specifiers activated in the second wave of gene expression (i.e., *BHLHE40, MITF*, *OTX2*, and *TFEC*); desmosomal components (i.e., *DSP*, *EVPL*, *KRT4*, *KRT5*, *KRT8*); and TFs and signaling molecules activated in the first wave of gene expression (*NOTCH1*, *NOTCH2*, *NOTCH3*, *SMAD6*, *TCF12*, *TEAD1*, *TEAD2*, *TEAD3*, *TEAD4*, *TFAP2A*, *TFAP2C*, and *VGLL2*) (Fig. 9b; Supplementary Data 13). This analysis showed that most of the human genes orthologous to the zebrafish early specifiers cluster together according to their expression profiles, and reach maximal expression within the first weeks of culture. This was the case for *SMAD6*, *TEAD1*, *TEAD3*, *TFAP2A*, *TFAP2C*, and particularly for *VGLL2 and TEAD2*, the expression of which peaked very transiently. Similarly, the human orthologs of most of the genes in zebrafish were identified as activated in a second transcriptional wave (including *MITF*, *BHLHE40*, *TFEC, CRALBP, RPE65*, and *TYR*) also clustered together reaching a maximum expression level in the fourth week of culture. These findings indicated that despite the very different time scales of the developmental programs in these far-related vertebrate species, hours in zebrafish, and days in humans, their RPE regulatory networks share a common logic of two waves in the TFs recruitment sequence.

**Fig. 9:**
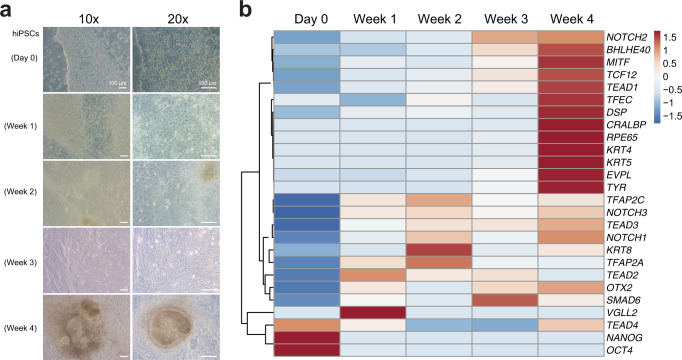
Gene expression during hiPSCs-to-RPE differentiation. **a** Bright field microscopy images (10× and 20×) of hiPSCs before (Day 0) and during their differentiation towards RPE. Note the progressive acquisition of epithelial morphology and pigmentation (observed in three independent experiments). **b** Hierarchical clustered heatmap showing gene expression level variations, as determined by RT-qPCR during the differentiation towards RPE from hiPSCs. Note the conservation of the two clusters (early and late transcriptional waves) identified in zebrafish.

## Discussion

Here we have used a double RNA-seq/ATAC-seq approach to zoom into the bifurcation of the NR/RPE developmental programs, which will give rise to specialized neurons and pigmented squamous cells respectively. The transient nature of this differentiation process, as well as the limiting size of the cell populations involved^6^, have hindered any systemic approach to investigate the architecture of the specification networks as they branch. Using tissue-specific transgenic lines, we have isolated NR and RPE precursors by FACS. Although expression driven by the RPE-specific element *E1_bHLHe40* has also been reported in the ciliary marginal zone and periocular neural crest cells, this is only reported after optic cup folding^38^. Therefore, only minor contamination, if any, would be expected in RPE precursors isolated at 23 hpf. 

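Markers of several other cell types were higher in the RPE than in the NR at 23 hpf, while those of blood were lower. Of 17 markers of neural crest and pigment cells, 13 were at least 2-fold higher and 1 lower in RPE23 than in NR23 (median log2 ratio 2.03, percentile 100). The crest regulator *sox10* had an FPKM of 1.14 in NR23, 5.28 in RPE18 and 20.8 in RPE23, the crest gene *crestin* 6.16, 19.2 and 36.6, and *pnp4a*, an iridophore gene, 1.18, 0.434 and 37.8. The highest was *gch2*, a pteridine synthesis gene of pigment cells, at 10.8, 14.8 and 240.3. The list of posterior Hox genes, which are expressed in the trunk and not in the eye, with the caudal gene *cdx4* counted among them, had a median of 2.55, with 32 of 32 genes at least 2-fold higher. The median was 2.07 for 10 ionocyte markers, 1.73 for notochord and floor plate, 0.23 for endothelial and myeloid cells and -0.73 for blood. All 26 skeletal muscle markers were at least 2-fold higher. At 18 hpf the crest markers had a median of 0.40 and the posterior Hox and *cdx4* list of 1.48. The RPE cells were sorted from whole embryos and the NR cells from dissected heads. The PG16 cells also came from dissected heads, and 7 of the 32 posterior Hox list genes and 7 of the 26 muscle markers were highest there.

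**Figure D4:**
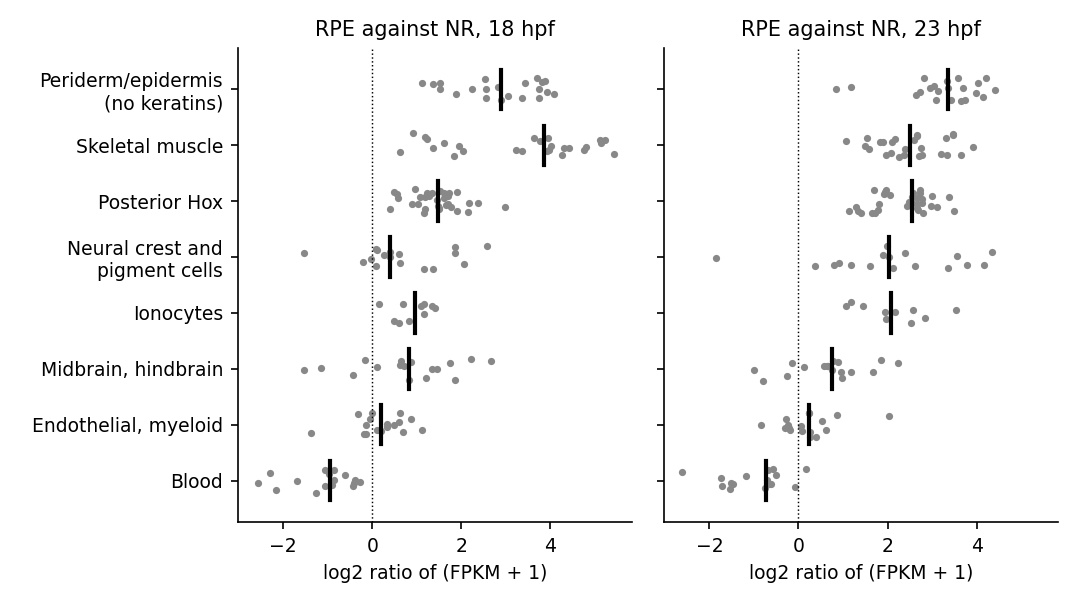
Log2 ratio of (FPKM + 1) of the RPE over the NR at 18 hpf (left) and 23 hpf (right) for marker genes of 8 groups of other cell types, each grey point 1 gene and each black line the median of the list. At 23 hpf all 32 genes of the posterior Hox list, which includes *cdx4*, lie at or above a log2 ratio of 1, and the median of the blood markers lies below 0.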

The combination of isolated cell populations with the high sensitivity and deep sequencing coverage of the RNA-seq and ATAC-seq methods^51^, allowed us to overcome previous constraints: permitting not only the detection of transcriptomic variations and active cis-regulatory modules but also helping to define hierarchical relationships among the core components of the network.

In our analyses, we have used a proximity method to associate genes and OCRs. Previous studies have confirmed that this link to the adjacent gene is correct in 90% of the cases^52^. Therefore, although this estimate should be taken cautiously when individual CREs are examined, it is a valid approach when conclusions are driven from genome-wide analysis. In this study, we identified approximately 30,000 chromatin regions differentially open (DOCRs) between the NR and RPE domains. The examination of their methylation status, as well as their overlap with H3K27ac and H3K4me3 marks, indicates that most of these regions (≈95%) correspond to initially inactive enhancers that get progressively demethylated and activated at the phylotypic period, a behavior reported for developmental genes in general^39^. A much smaller cluster (≈5%) matches hypomethylated constitutively active promoter regions (Supplementary Figs. 2 and 4). It is therefore likely that most of the regions here identified as DOCRs correspond to active CREs. A specific example of a distal enhancer is provided for the *nr2f2* locus (Supplementary Fig. 11).

Our data, together with previous observations by others, are consistent with the hypothesis that the NR is the default state of the optic vesicle precursors. Morphologically, optic vesicle precursors either at the medial or the lateral layers share a similar neuroepithelial character: i.e., elongated cells polarized along the apicobasal axis arranged in a pseudo-stratified epithelium^6,7^. During optic cup morphogenesis, NR precursors retain this neuroepithelial morphology, whereas differentiating RPE cells undergo profound cell shape changes as they progressively flatten into a squamous epithelium^12^. These observations correlate in our analyzes with a larger number of differentially up-regulated genes and differentially opened chromatin regions at the RPE (Supplementary Fig. 2). 

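Genes at least 2-fold higher outnumbered those lower in the RPE at both stages. They made up 66.3% of the genes that differed between RPE23 and NR23 and 69.7% of those that differed between RPE18 and NR18. The whole distribution was also shifted, with a median log2 ratio of 0.11 over all genes at each stage. When the FPKM were rescaled by the median of ratios between populations, the shares were 59.6% and 61.7%. Among the 15753 genes with a protein-coding name, a restriction chosen after the values were seen, 3597 were higher and 1752 lower in RPE23 than in NR23. All these shares and counts rest on an untested 2-fold ratio. The paper's counts rest on a corrected p and, read by eye from Supplementary Fig. 1b, were nearer to even. They were about 2400 genes higher and 2200 lower in RPE23 than in NR23, and about 2000 and 1800 in RPE18 against NR18. These readings are rough, as Supplementary Data 1 lists 5094 genes for NR23 and RPE23, more than both directions together. The genes higher in the RPE included those of epithelia, such as *scel*, a cornified envelope gene (3.74), and *grhl1*, a transcription factor of surface epithelia (3.58). Periderm and epidermis markers that are neither keratins nor plaque genes were higher too, with a median log2 ratio of 3.36 in RPE23 over NR23. Genes lower in the RPE included the nucleolar genes *fbl* (-2.57) and *ncl* (-2.19).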

We have shown that repressing CREs associated with TFs dominate in the RPE network, whereas activating elements are more abundant in the NR program (Fig. 2). Furthermore, the motifs analysis of activating elements in the NR and repressing elements in the RPE indicates that they are antagonistically regulating a similar set of genes. It is therefore very likely that the acquisition of the RPE fate requires the global repression of the NR program. However, although the role of *Vsx2* in the suppression of RPE identity via direct *Mitf* repression has been well-documented^5,18,20^, the mechanisms underlining the repressive activity of the RPE network are much less understood^53^. Interestingly, *Pax6* seems to cooperate both with NR and RPE specifiers acting as a balancing factor between the two networks depending on the cellular context^54,55^. Our motif analysis also points to the same set of TFs acting as repressors or activators within the same tissue, suggesting the chromatin environment conditions their activity. This is in line with previous work showing that TFs have diverse regulatory functions depending on the enhancer context^56^.

One of our main observations is that NR and RPE networks are remarkably robust. This is the case particularly in teleosts, in which whole-genome duplication resulted in additional copies of eye specifiers. In zebrafish, several homeobox TFs expressed in the NR converge on the 5′–TAATT–3′ motif, including vsx1, vsx2, rx1, rx2, rx3, lhx2b, lhx9, hmx1, and hmx4. Our motif discovery predictions suggest these proteins, together with sox factors, may co-regulate the same genes and cooperate within the same CREs, although these are theoretical predictions that may require validation by direct ChIP-seq studies. Supporting a co-regulation, the mutation of genes encoding for retinal homeobox TFs, such as *rx2* in medaka^57^ or *lhx2* in zebrafish^58^ does not compromise severely the identity of the tissue. In the RPE, redundancy pertains mainly to the core bHLH motif (5′–CACGTG–3′), which is shared by mitfa, bHLHE40, bHLHE41, and tfec. In agreement with this, the simultaneous elimination of *mitfa* and *mitfb* has no apparent consequences on RPE specification or pigmentation in zebrafish^24^. All these observations further point to a broad redundancy and cooperativity among the main nodes of the eye specification networks.

As expected, cell shape changes associated with the acquisition of the NR and RPE identities have a clear reflection at the transcriptomic level. The differentiation of the NR entails the activation of cytoskeletal components associated with microtubules polarization, in agreement with the neuroepithelial character of the tissue^7^. In contrast, here we show that a significant number of keratins and other desmosomal genes get recruited in the presumptive RPE hours before this tissue acquires its distinctive pigmentation. Although keratins and plaque proteins have been reported as RPE markers in several vertebrate species^59^, their contribution to the morphogenetic program of this tissue remains unexplored. Given the role of desmosomal plaques in conferring resistance to mechanical load^49^, it is tempting to hypothesize that the activation of these cytoskeletal genes may be linked to RPE precursors adapting their cytoskeleton to increased tissue tension as they flatten. Motif enrichment analysis of CREs linked to desmosomal genes, together with the genetic evidence here provided by *yap −/−*; *taz −/−* double mutants and Tead crispants, support a role for Tead TFs in the activation of keratin genes at the RPE. Indeed, several keratin (e.g., *krt5*, *krt8*, and *krt97*), and desmosomal genes (e.g., *evpla*, *pleca*, *plecb*, and *ppl*) have been identified as targets for Yap/Tead complexes by ChIP-seq studies in mammalian cells^60^ and DamID-seq studies in zebrafish embryos^61^. Thus, the direct transcriptional regulation of keratins and plaque genes by Yap/Tead complexes seems a conserved theme across tissues and vertebrate species.

Arguably one of the most notable observations in this study is the relatively late peak of expression of genes such as *mitfa* or *otx2*, which were previously considered among the earliest RPE specifiers^47^. Their delayed peak of expression occurs after the specification and flattening of RPE precursors have commenced, and rather coincides with the onset of pigmentation in the tissue at 23 hpf. This agrees with previous studies indicating a cooperative role for Otx and Mitf in the direct activation of the melanogenic gene battery^23^. A detailed expression study in zebrafish also reported two separated phases for RPE specification, the first of which is *mitf* independent^36^. Here we show that the early phase of specification entails the recruitment of a different set of transcriptional regulators, including *smad6b*, *tead1b*, *tead3b*, *tfap2a*, *tfap2c*, *tcf12*, and *vgll2b*. Some of these TFs, or their cofactors, act as upstream regulators of *Otx* and *Mitf*, such is the case for *Tcf*^62^ and Tead-cofactors *Yap* and *Taz*^28,29^. Others, such as *tfap2a*, play an important role in RPE specification, although their hierarchical role within the RPE GRN remains unclear^48^. Finally, here we also describe a similar sequence of TF recruitment in human differentiating RPE cells. Thus, despite the different morphology of the cells (i.e., cuboidal in humans and squamous in zebrafish) and the large evolutionary distance (≈450 mya), the regulatory logic that specifies the RPE seems largely conserved across vertebrates.

Our results may be relevant to identify causative genes for eye hereditary diseases, as mutations in many nodes of the eye GRNs result in congenital eye malformations^63^. Importantly, our findings uncover an unanticipated regulatory logic within the RPE specification network. This provides critical information to improve hiPSCs-to-RPE differentiation protocols, a key step in cell replacement strategies for retinal degenerative diseases.

## Methods

### Fish maintenance

The zebrafish (*Danio rerio*) AB/Tübingen (AB/TU) wild-type strains, the transgenic lines *tg(vsx2.2:GFP-caax)*^8^ and *tg(E1_bHLHe40:GFP)*^38^ (Supplementary Fig. 12) and the mutant strains *yap*^*mw48*^ and *taz*^*mw49*^ were maintained as heterozygous stocks^28^. Animal experiments were carried out according to ethical regulations. Experimental protocols have been approved by the Animal Experimentation Ethics Committees at the Pablo de Olavide University and CSIC (license number 02/04/2018/041).

### Cell cytometry

Zebrafish cells were dissociated and prepared for FACS as previously described^64^. PG at 16 hpf, NR at 18, and 23 hpf was isolated from dissected heads of the *tg(vsx2.2:caax-GFP)*. RPE at 18 and 23 hpf were isolated from whole *tg(E1_bHLHE40:GFP*) embryos. A FACSAriaTM Fusion flow cytometer (BD FacsDiva Software 8.0.1) was used to recollect only the GFP + cells (Supplementary Data 14). GFP + cells were isolated directly in Trizol for RNA extraction, or in ATAC-seq tagmentation buffer for open chromatin detection.

### RNA extraction

Total RNA was extracted using 750 ul TRIzol LS (Invitrogen) following the manufacturer’s protocol. Possible DNA contamination was eliminated by treating the RNA samples with TURBO DNAse-free (Ambion). The concentration of the RNA samples was evaluated by Qubit (Thermo Fisher), and then the samples were used for subsequent applications.

### qPCR

cDNA retrotranscription and qPCR were performed as described^61^. For primer sequences, see Supplementary Tables 1 and 2. *HPRT1* and *GAPDH* were used as housekeeping genes for human samples, whereas *eef1a1l1* was used for zebrafish samples.

### RNA-seq

RNA was extracted from sorted cells and then treated with DNAse as described above. rRNAs were eliminated from the samples with Ribo-Zero® rRNA Removal Kit (Illumina) prior to library preparation. Samples were sequenced in SEx125bps or PEx125bps reads with an Illumina Hiseq 2500. We obtained at least 35 M reads from the sequencing of each library. Three biological replicates were used for each analyzed condition (Supplementary Data 15 for correlations between replicates). Reads were aligned to the danRer10 zebrafish genome assembly using Tophat v2.1.0. Transcript abundance was estimated with Cufflinks v2.2.1. Differential gene expression analysis was performed using Cuffdiff v2.2.1, setting a corrected *p*-value < 0.05 as the cutoff for statistical significance of the differential expression. Multidimensional scaling analysis (MDS) was performed using the function MDSplot of the CummeRbund package in R 3.6.1. Soft clustering of time-series gene expression data was done for all the transcripts with variance among the five conditions ≥3 using the R package Mfuzz with *m* = 1.5^65^. The TF transcript subset was extracted from the total list of genes using the tool “Classification System” of PANTHER^66^ filtering for the protein class “transcription factors” (PC00218). Some TFs not present in the database for annotation issues (i.e., mitfa, vsx1, vsx2, rx1, rx2, rx3, lhx2b, hmx1, hmx4, sox21a) were added manually. The cytoskeleton component subset was obtained retrieving all the genes belonging to GO term “cytoskeleton” (GO:0005856), including all the child and further descendant GO terms, with biomaRt. Hierarchical clustering was defined with R function hclust with agglomeration method “complete”. Heatmap representation was obtained using the R package pheatmap. Transcriptomic variations were plotted using exclusively transcripts that resulted to be differentially expressed from the comparison between at least two of our experimental conditions. TFs and cytoskeleton components were filtered using the same methodology used for Mfuzz clustering. Gene ontology analysis was performed with the online tool GOrilla^67^ or Panther^66^ using two unranked lists of genes (target and background lists).

### ATAC-seq

ATAC-seq was performed starting from 5000 sorted cells using a FAST-ATAC protocol previously described^68^. All the libraries were sequenced 2 × 50 bp with an Illumina Hiseq 2500 platform. We obtained at least 100 M reads from the sequencing of each library. For data comparison, we used two biological replicates for each condition. Reads were aligned to the danRer10 zebrafish genome using Bowtie2^69^ with -X 2000—no-mixed—no-unal parameters. PCR artifacts and duplicates were removed with the tool rmdup, available in the Samtools toolkit^70^. In order to detect the exact position where the transposase binds to the DNA, read start sites were offset by +4/−5 bp in the plus and minus strands. Read pairs that have an insert < 130 bp were selected as nucleosome-free reads. Differential chromatin accessibility was calculated as reported^71^. All chromatin regions reporting differential accessibility with an adjusted *p*-value < 0.05 were considered as DOCRs. The average size of these regions was 422.54 and 499.56 nucleotides for the RPE and NR respectively. All the DOCRS have been associated with genes using the online tool GREAT^72^ with the option “basal plus extension”. Gene ontology analysis of all the genes associated with DOCRs was also performed with GREAT. De novo motif enrichment of TF binding sequences in the sets of DOCRs was performed using HOMER^73^. Top enriched TF PWMs from the HOMER results and PWMs from the JASPAR database^74^ were used as input for the online tool FIMO^75^ to assess the exact TFBS genome position in the DOCRs. Before estimating the rate of TF co-occupancy in the same peak among the binding motifs for the different TFs, all the binding motif sequences overlapping for more than 3 bps were eliminated, keeping only the TF binding sequences with the lowest *p*-value.

### Activating/repressing CRE configuration

For this analysis, only the DEGs and the DORCs that could be associated with each other were taken into account. The log2FoldChange values of transcript expression and chromatin accessibility of NR and RPE at 23 hpf were used to discriminate four clusters of activating and repressing CREs. Gene Ontology enrichment analysis of the genes belonging to the different clusters was performed with FishEnrichr^76^.

### CRE 5mC analysis

Whole-genome bisulfite sequencing and TET-assisted bisulfite sequencing^39^ data were trimmed with Trimmomatic software^77^ and mapped onto the danRer10 genome assembly using WALT^78^ keeping only the reads mapping to a unique genomic location. Duplicates were removed with sambamba^79^ and DNA methylation levels were calculated using MethylDackel (https://github.com/dpryan79/MethylDackel). All heatmaps were made using Deeptools^80^ and Gene ontology enrichments were calculated with GREAT^72^. ATAC-seq reads were counted using BEDtools^81^ and statistics were performed in R.

### CRISPR/Cas9 F0 screening

All the sgRNAs were designed using the online tool CRISPscan (https://www.crisprscan.org/)^82^ and synthesized following described protocols^83^. All the sgRNAs were selected to target the first half of the CDS in exons resulting actually expressed in the eye tissues from our RNA-seq data (trying to avoid the first exon to prevent the usage of an alternative start codon that would produce a possibly functional protein), with an efficiency score > 58 and no predicted off-targets (Supplementary Table 3). Two different sgRNAs were used together to target the same gene. The sgRNAs were injected in the zebrafish yolk at the 1-cell stage at a final concentration of 80 ng/μl together with the Cas9 endonuclease at a concentration of 300 ng/μl. In total, 1 nl of the mixture was injected into each embryo. In the case a target gene had a close paralogue, the sgRNAs targeting both of the paralogues were injected at the same time, adjusting the final concentration of the sgRNA-Cas9 mixture. The mutagenic efficiency of the sgRNAs was assessed in individual DNA samples from CRISPR-Cas9 microinjected embryos at 24 hpf (Supplementary Data 16). Targeted genomic regions were amplified using specific primers designed to generate 200 to 600 base pairs amplicons. When no difference was observed between wild-type and microinjected amplicons, a T7-endonuclease I assay was performed. For this, the PCR products were purified (NucleoSpin Plasmid QuickPure, Macherey-Nagel) and re-annealed (95 °C, 5 min; 95 °C to 85 °C at −2 °C/s. and 85 °C to 25 °C at −0.1 °C/s.). Then, the samples were digested using T7 endonuclease-I (NEB) at 37 °C for 1 h and 30 min and loaded in a 2% agarose gel for analysis. Lethality, phenotypic features, and penetrance were assessed at 24 and 48 hpf. Retinal histology was revealed with nuclear DAPI (1:5000, Sigma) and Phalloidin-Alexa488 (1:20 Invitrogen) staining incubated in PBT overnight at 4 °C. Selected embryos were mounted in 35 mm FluoroDish plates (WPI, FD3510-100) using 1% low melting agarose and examined in confocal microscopy (Zeiss LSM 880) using 25× or 40× multi-immersion objectives. All pictures were processed using FIJI/ImageJ (Version 1.50i).

### Cell culture

Human hiPSCs were obtained, after informed consent, from peripheral blood monocytes by cell reprogramming using a non-integrative Sendai virus vector as described^84^. The study was granted ethical approval number PR-01-2015 from the Andalusian Ethics Committee for Research with Embryonic and iPS Cells (Comité Andaluz de Ética de Investigación con muestras biológicas de naturaleza embrionaria y otras células semejantes). Before sample collection, a clinician and a researcher provided detailed information to the donor about the procedure, the research project, the implications for his/her health, and his /her rights on the biological sample and its derivatives. Then, the donor, the clinician, and the researcher signed an Informed Consent sheet. The primary biological sample was obtained at the University Hospital Virgen Macarena (Seville, Spain) with the participation of the Public Health System Biobank (BBSPA), which generated the codes for the pseudonymization of the samples. The donor provided 4 mL of peripheral blood using a regular arm venipuncture procedure. From the fresh blood sample, mononuclear cells were enriched and reprogrammed. Cells were maintained in feeder-free adherent conditions onto Matrigel-covered plates in standard incubation at 37 °C, 5% CO_2_, 20% O_2_. hiPSCs were fed every two days with mTser1 serum-free culture medium and passaged every 5-7 days depending on confluency. Dispase was used for gentle dissociation for passage. A 6-well plate with undifferentiated, well-grown hiPSCs was the starting point of the experiment (Day 0). To induce RPE differentiation culture medium was changed to the following: KO DMEM, KSR 15%, Glutamax 2 mM, non-essential aminoacids 0.1 mM, β-mercaptoethanol 0.23 mM, Penicillin/streptomycin. Differentiating cells were harvested directly in Trizol LS (Invitrogen) at day 0, and weeks 1, 2, 3, and 4 for gene expression studies.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Dataset 10

Supplementary Dataset 11

Supplementary Dataset 12

Supplementary Dataset 13

Supplementary Dataset 14

Supplementary Dataset 15

Supplementary Dataset 16

Reporting Summary

## Data Availability

Datasets are available in the Gene Expression Omnibus (GEO) repository under the following accession numbers: RNA-seq “GSE150346” and ATAC-seq “GSE150189”. PWMs were retrieved from the JASPAR database (http://jaspar.genereg.net/). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Analysis of gene network bifurcation during optic cup morphogenesis in zebrafish
**Source:** Nat Commun. 2021 Jun 23;12:3866. doi: 10.1038/s41467-021-24169-7
**Supplement:** Supplementary file 1 — Supplementary Information

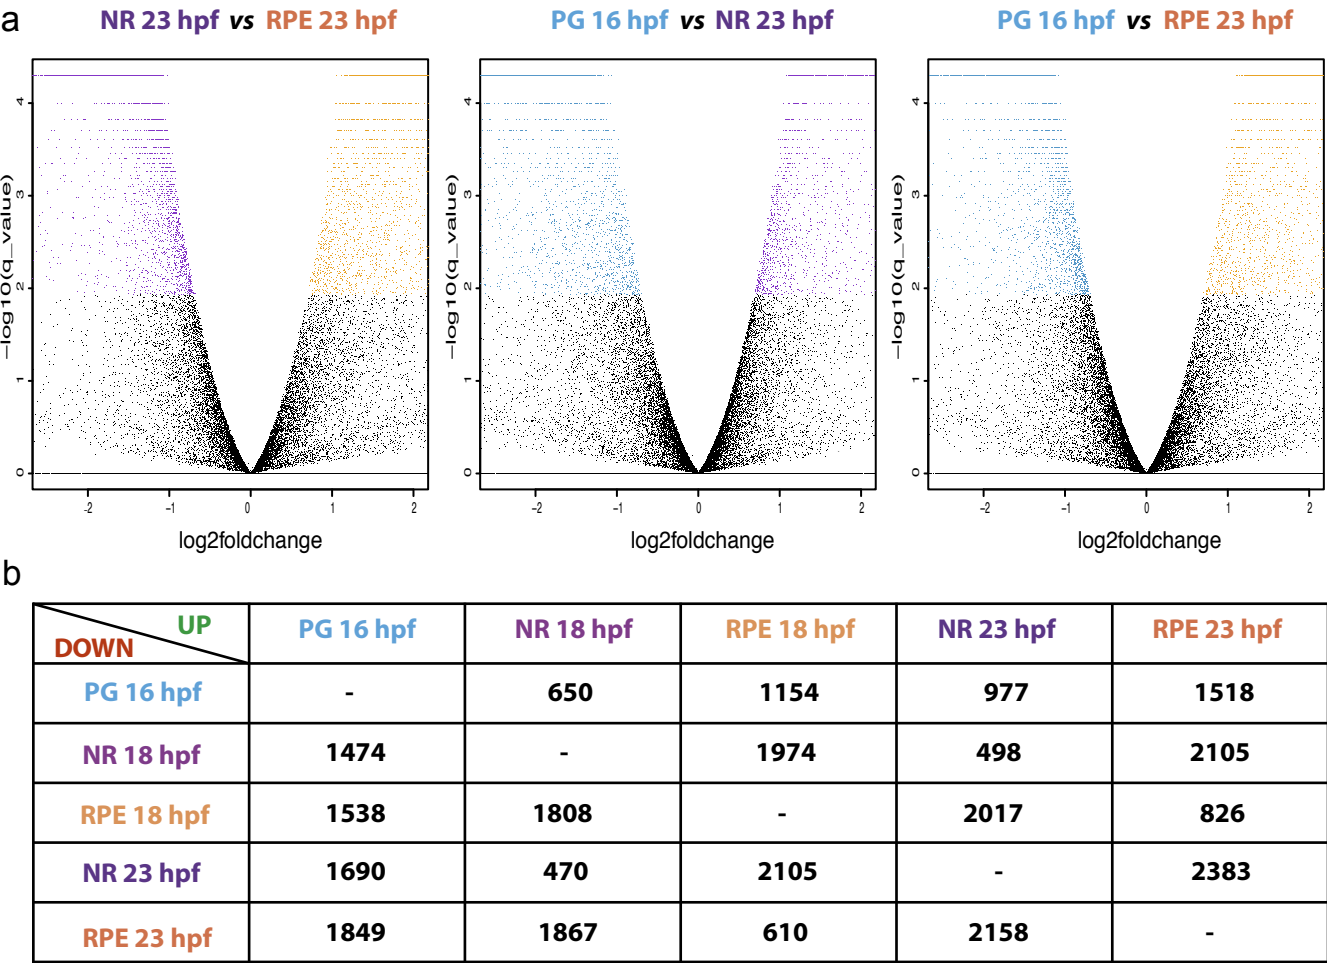

Figure S1: Eye domain transcriptome variations during optic cup morphogenesis. (a) Volcano plots illustrating the transcriptome variations during eye morphogenesis. Each dot corresponds to a gene. Black dots indicate not significant variations, whereas coloured dots point out significant expression variations among domains and developmental stages. (b) Table summarizing the number of DEGs (upregulated or downregulated) in each one of the conditions.

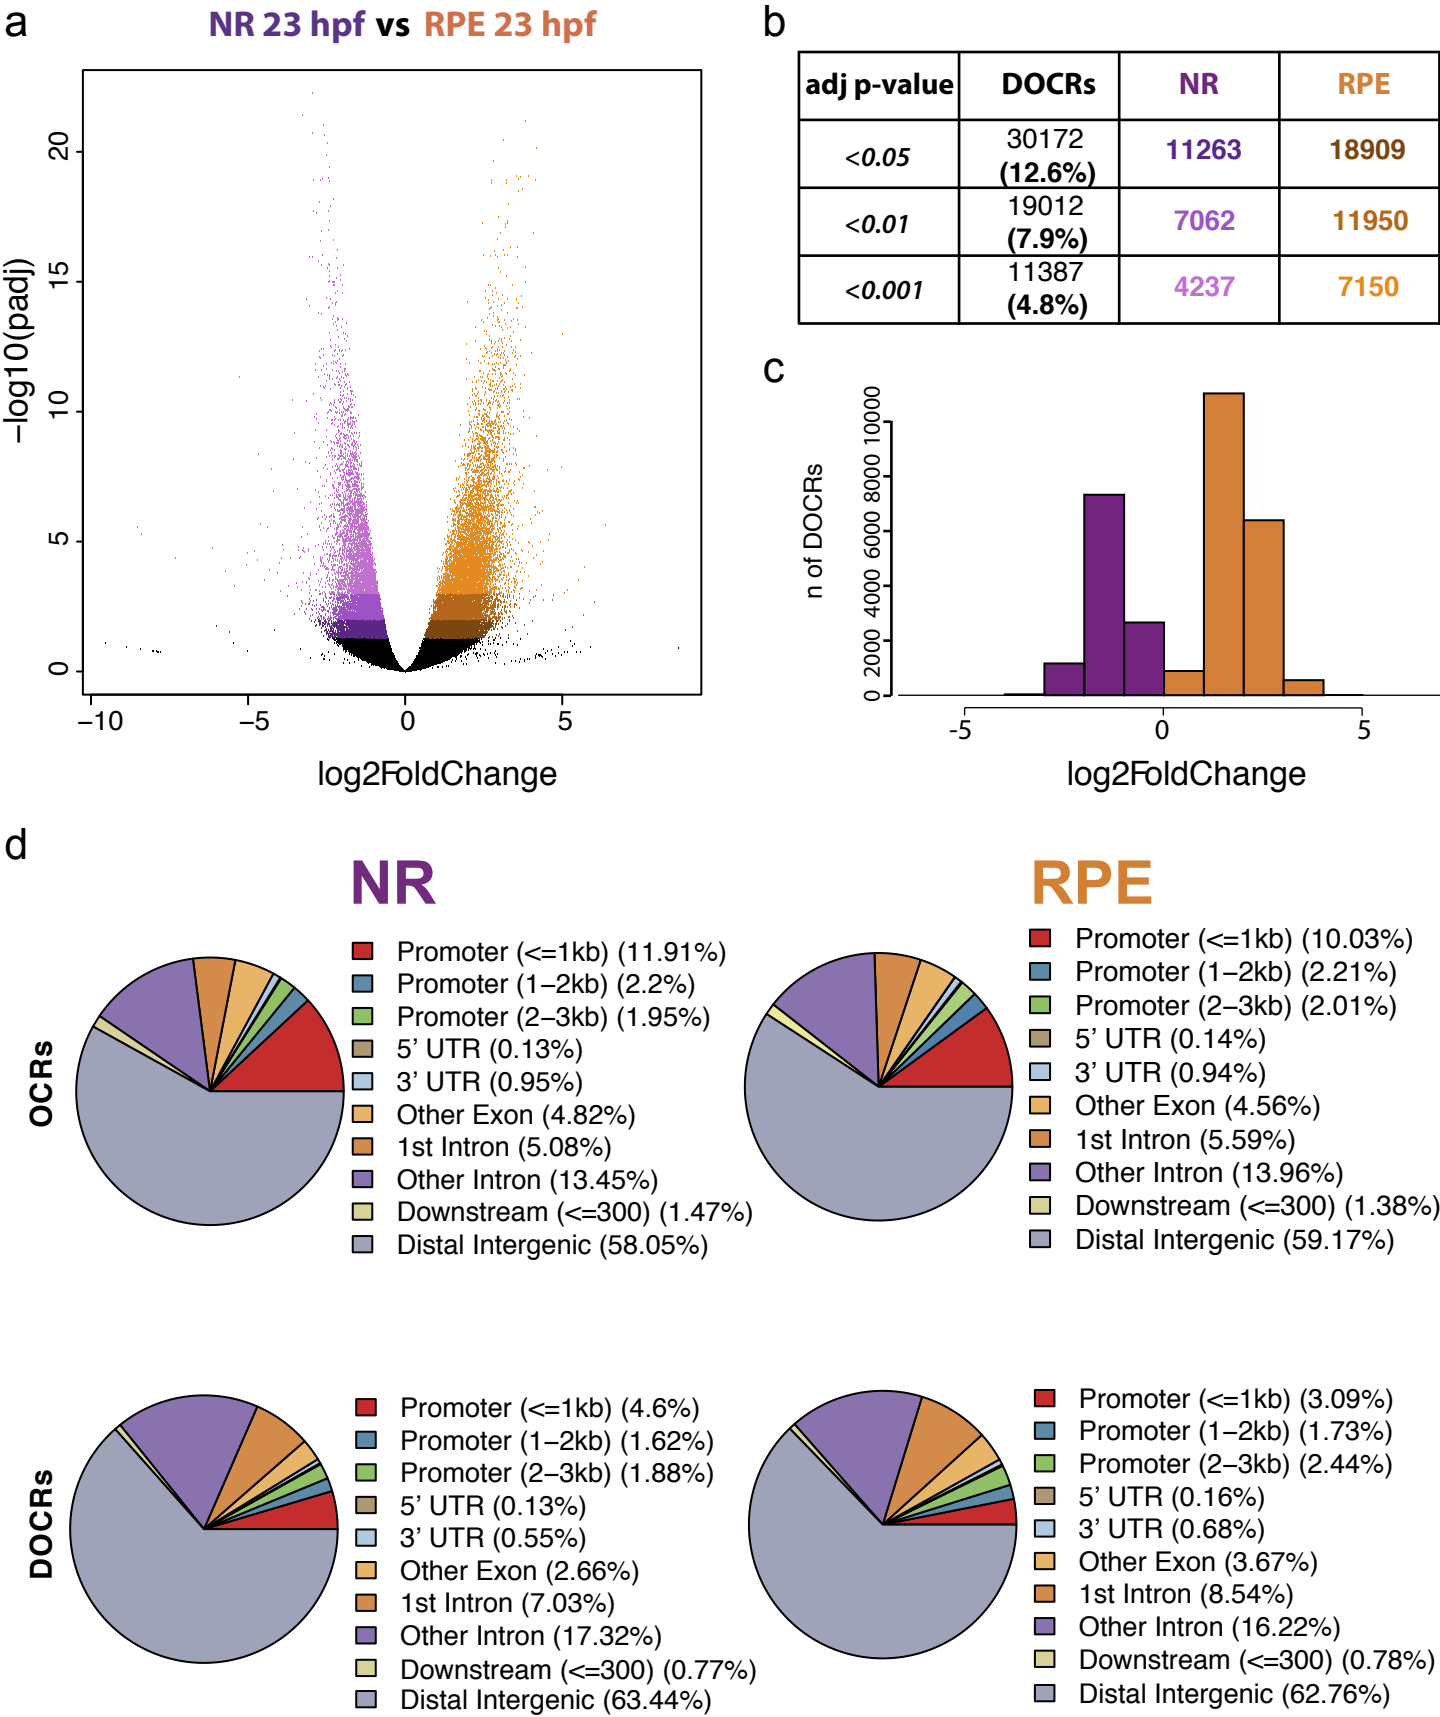

Figure S2: Analysis of differentially opened chromatin regions (DOCRs) during optic cup morphogenesis. (a) Volcano plot illustrating the chromatin accessibility changes during eye morphogenesis. Each dot corresponds to a peak (i.e. open chromatin region). Black dots indicate not significant variations; colour shades chromatin accessibility changes with different ranges of adjusted p-value (darker: $p < 0.05$; medium= $p < 0.01$, lighter= $p < 0.001$). (b) Table including the number of peaks significantly more or less accessible between the two conditions. (c) Frequency histogram showing the distribution of the DOCRs in relation to their accessibility fold change. (d) Pie charts displaying the percentage of peaks falling in distinct regions of zebrafish genome. Top: genome distribution of the whole set of open chromatin regions (OCRs) identified by ATAC-seq in each condition. Bottom: genome distribution of the DOCRs.

a

NR

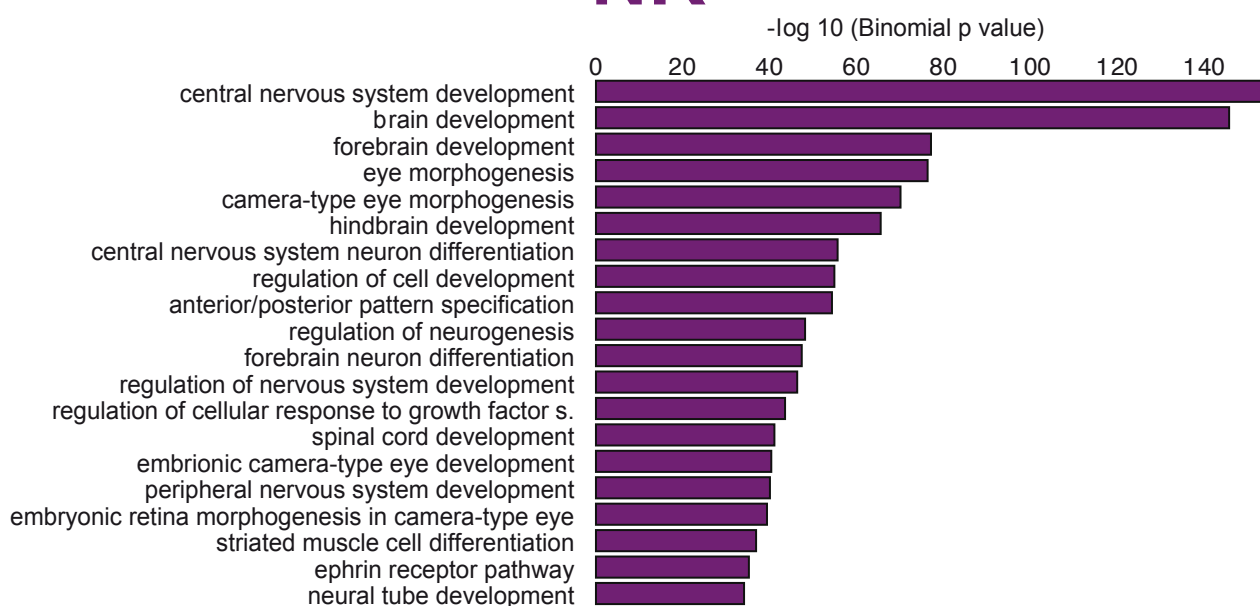

b

RPE

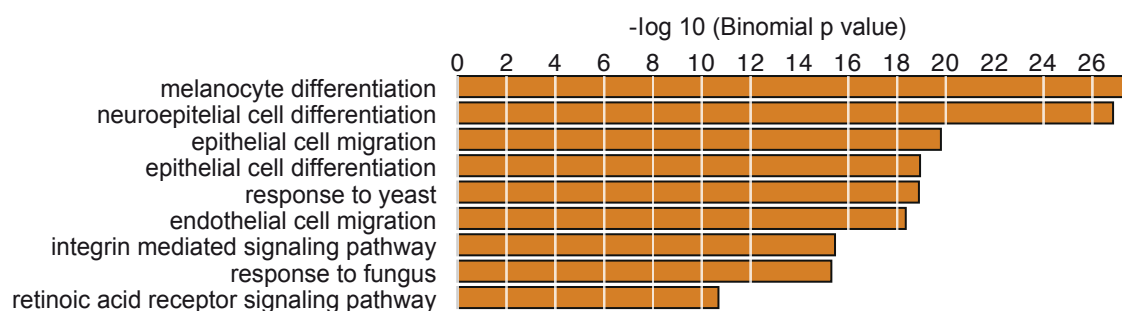

Figure S3: Gene ontology enrichment of the genes associated with DOCRs. Bar chart showing GO terms for biological processes enriched in the genes associated to DOCRs. Bar length is proportional to enrichment significance.

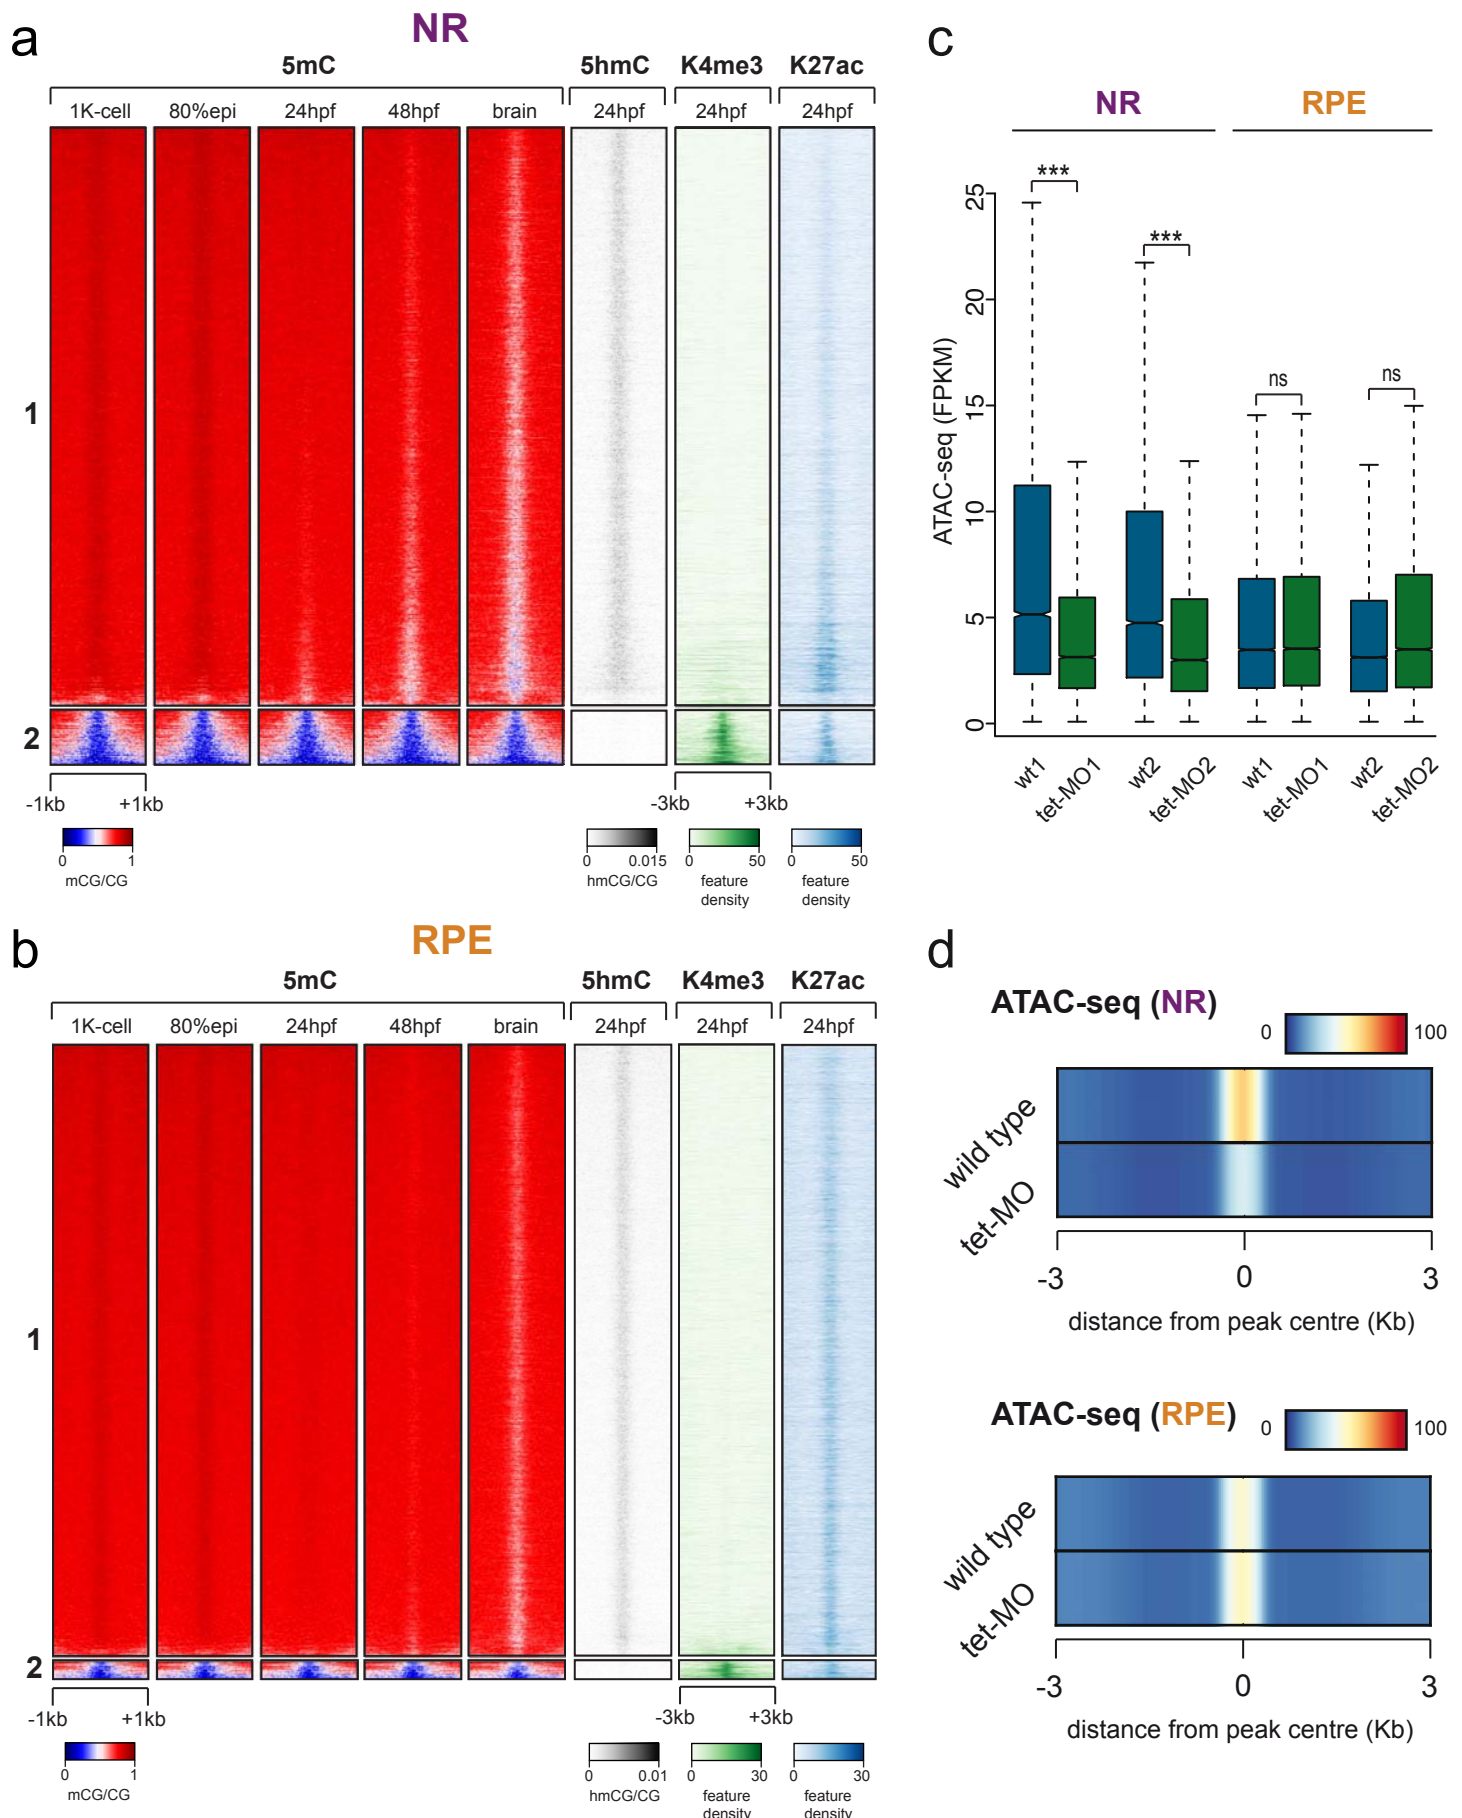

Figure S4. DNA methylation profiles of NR and RPE peaks. Clustering of NR (a) and RPE (b) ATAC-seq peaks according to 5mC pattern across developmental stages and in adult brain (left columns), as well as 5hmC, K4me3, and K27ac profiles at 24 hpf (right columns). Note that the signature of cluster #1 corresponds to active enhancers, whereas that of cluster #2 corresponds to hypomethylated promoter regions. (c) Chromatin accessibility quantification for NR and RPE peaks in wild type and triple tet (tet1/2/3) morphants. Analysis was performed in whole 24hpf embryos. Statistical significance was evaluated using a two-tailed Mann-Whitney-Wilcoxon Test, $P < 2.2 \times 10^{-16}$ (n = total number of DOCRs: NR = 11263; RPE = 18909). Box and whiskers display the median, quartiles, and extremes. (d) Chromatin accessibility levels for NR and RPE ATAC-seq peaks in wild type and triple tet (tet1/2/3) zebrafish morphants.

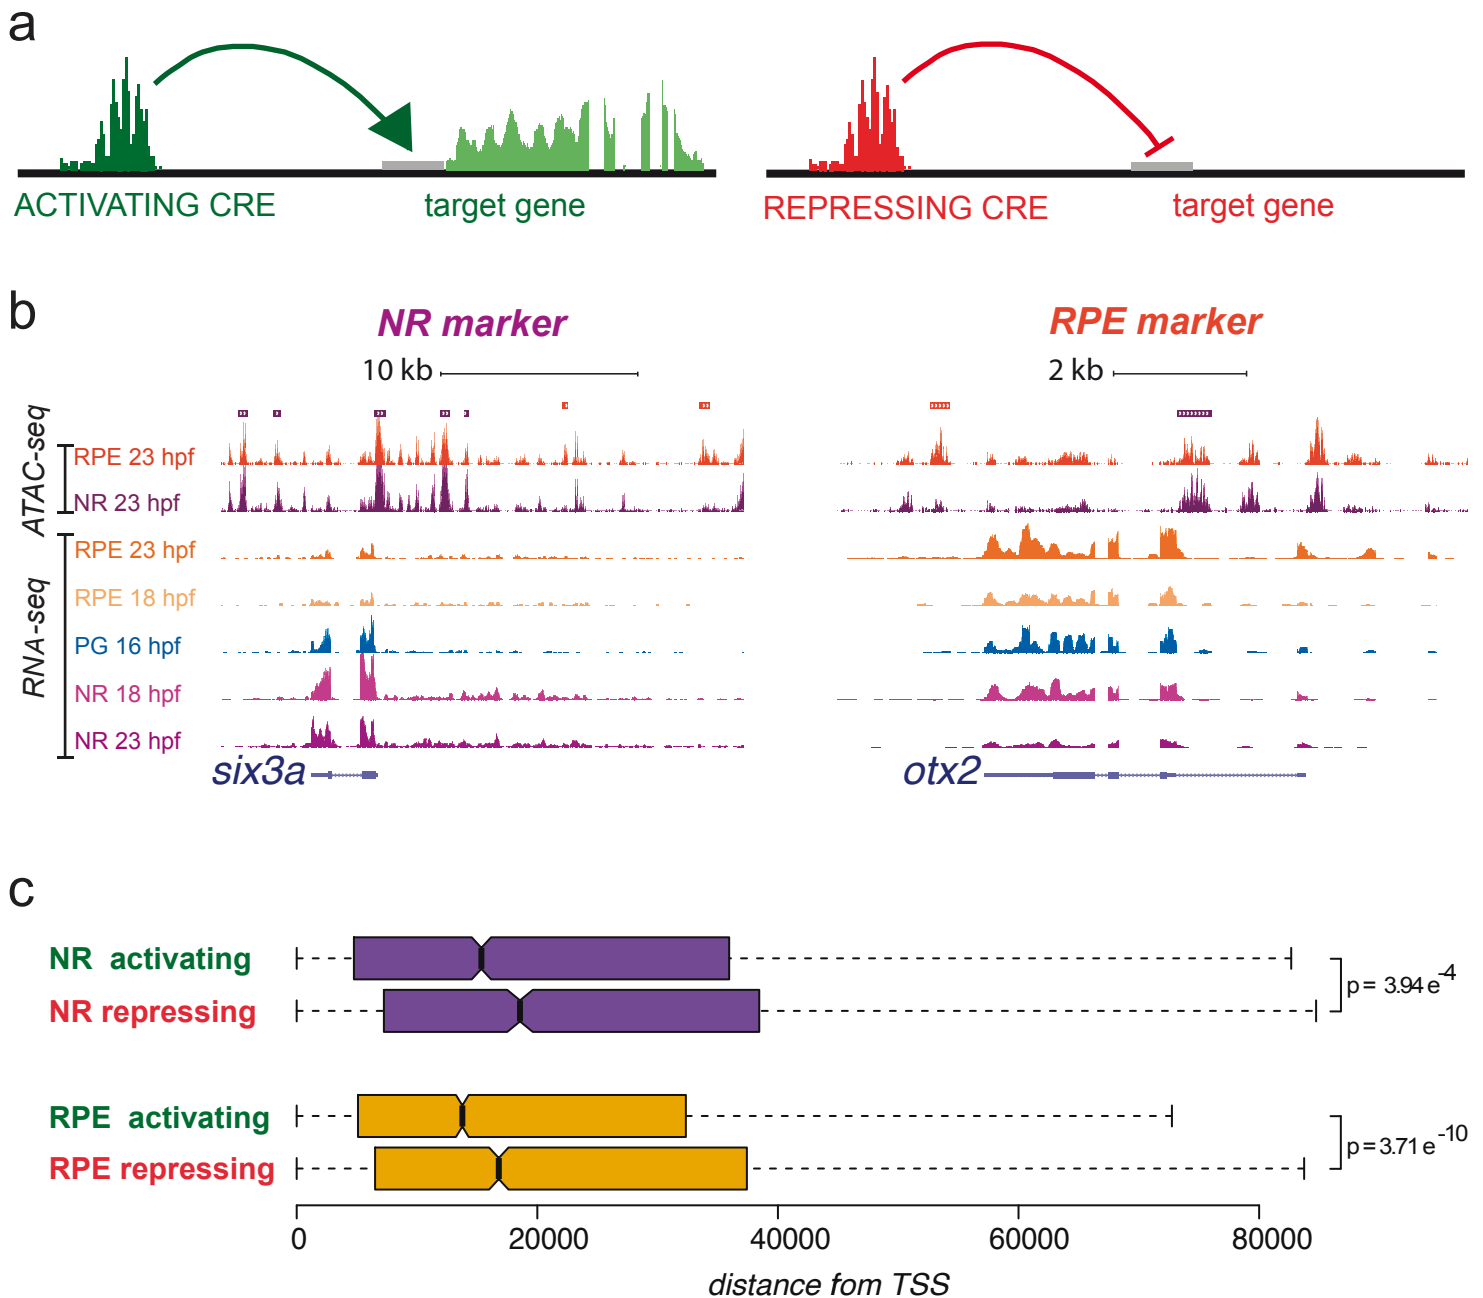

Figure S5: Activating and repressing CREs localization. (a) Schematic representation of the functional relations among DOCRs, either activating (green) or repressing (red), and their associated DEGs. (b) Illustrative examples of ATAC-seq and RNA-seq tracks (UCSC browser) for representative NR (*six3*; E) and RPE (*otx2*; F) genes. Bars on the top indicate DOCRs. If purple, the DOCR is more accessible in NR; if orange, the DOCR is more accessible in RPE. Some of the more accessible DOCRs are accompanied by a decreased transcription of the associated gene in the corresponding tissue. (c) Average distance to the TSS of all activating and repressing DOCRs for the NR and RPE domains (see Figure 2C). Note that activating CREs are significantly (Two-tailed T-test) closer to the TSS than repressing regions in both domains. Box and whiskers display the median, quartiles, and extremes. (n= total number of DOCRs: NR activating = 3434; NR repressing = 1999; RPE activating = 5984; RPE repressing = 3358)

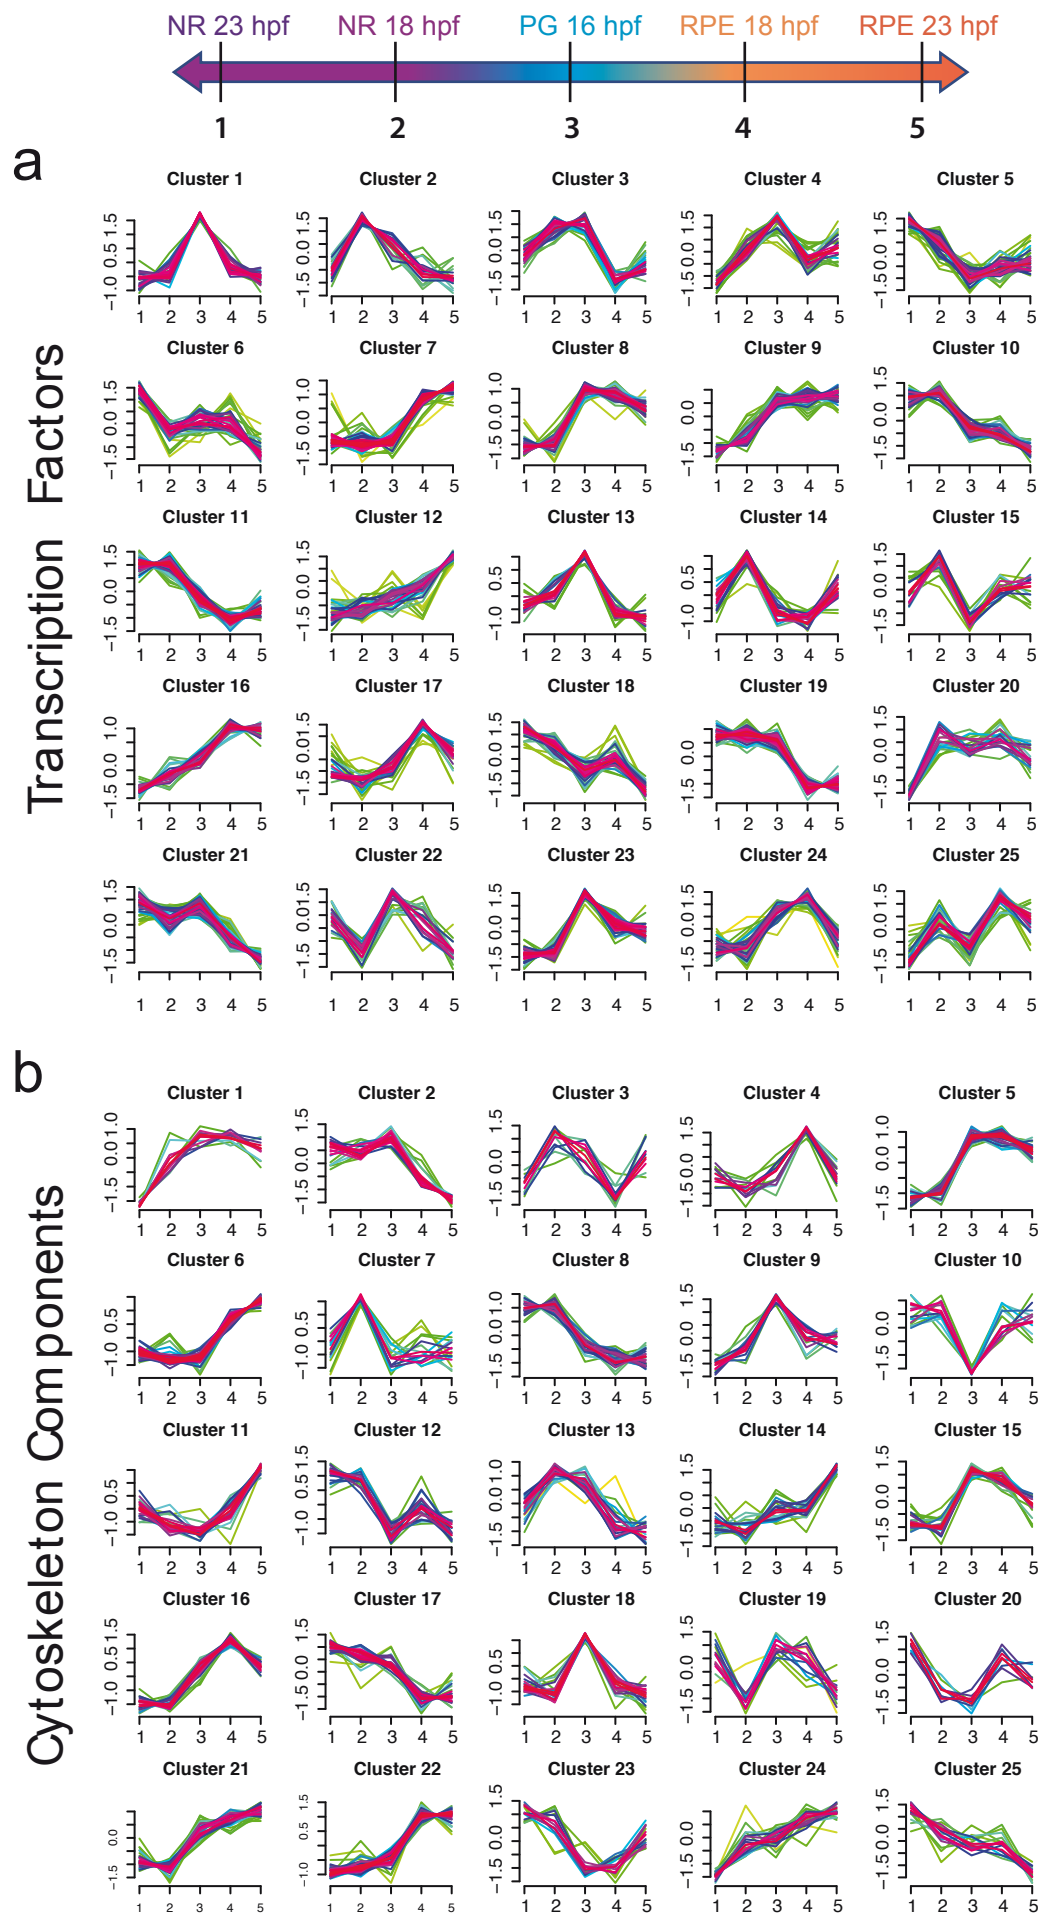

Figure S6: Partitioning clustering of gene expression variations during optic cup development. Partitioning clustering output ($k=25$) showing the expression trends in the distinct domains and stages examined for two classes of genes: TFs (a) and cytoskeleton components (b). Stages and domains examined are linearly represented with a colour code and numbered from 1 (NR 23hpf) to 5 (RPE 23hpf), following the lineage trajectory.

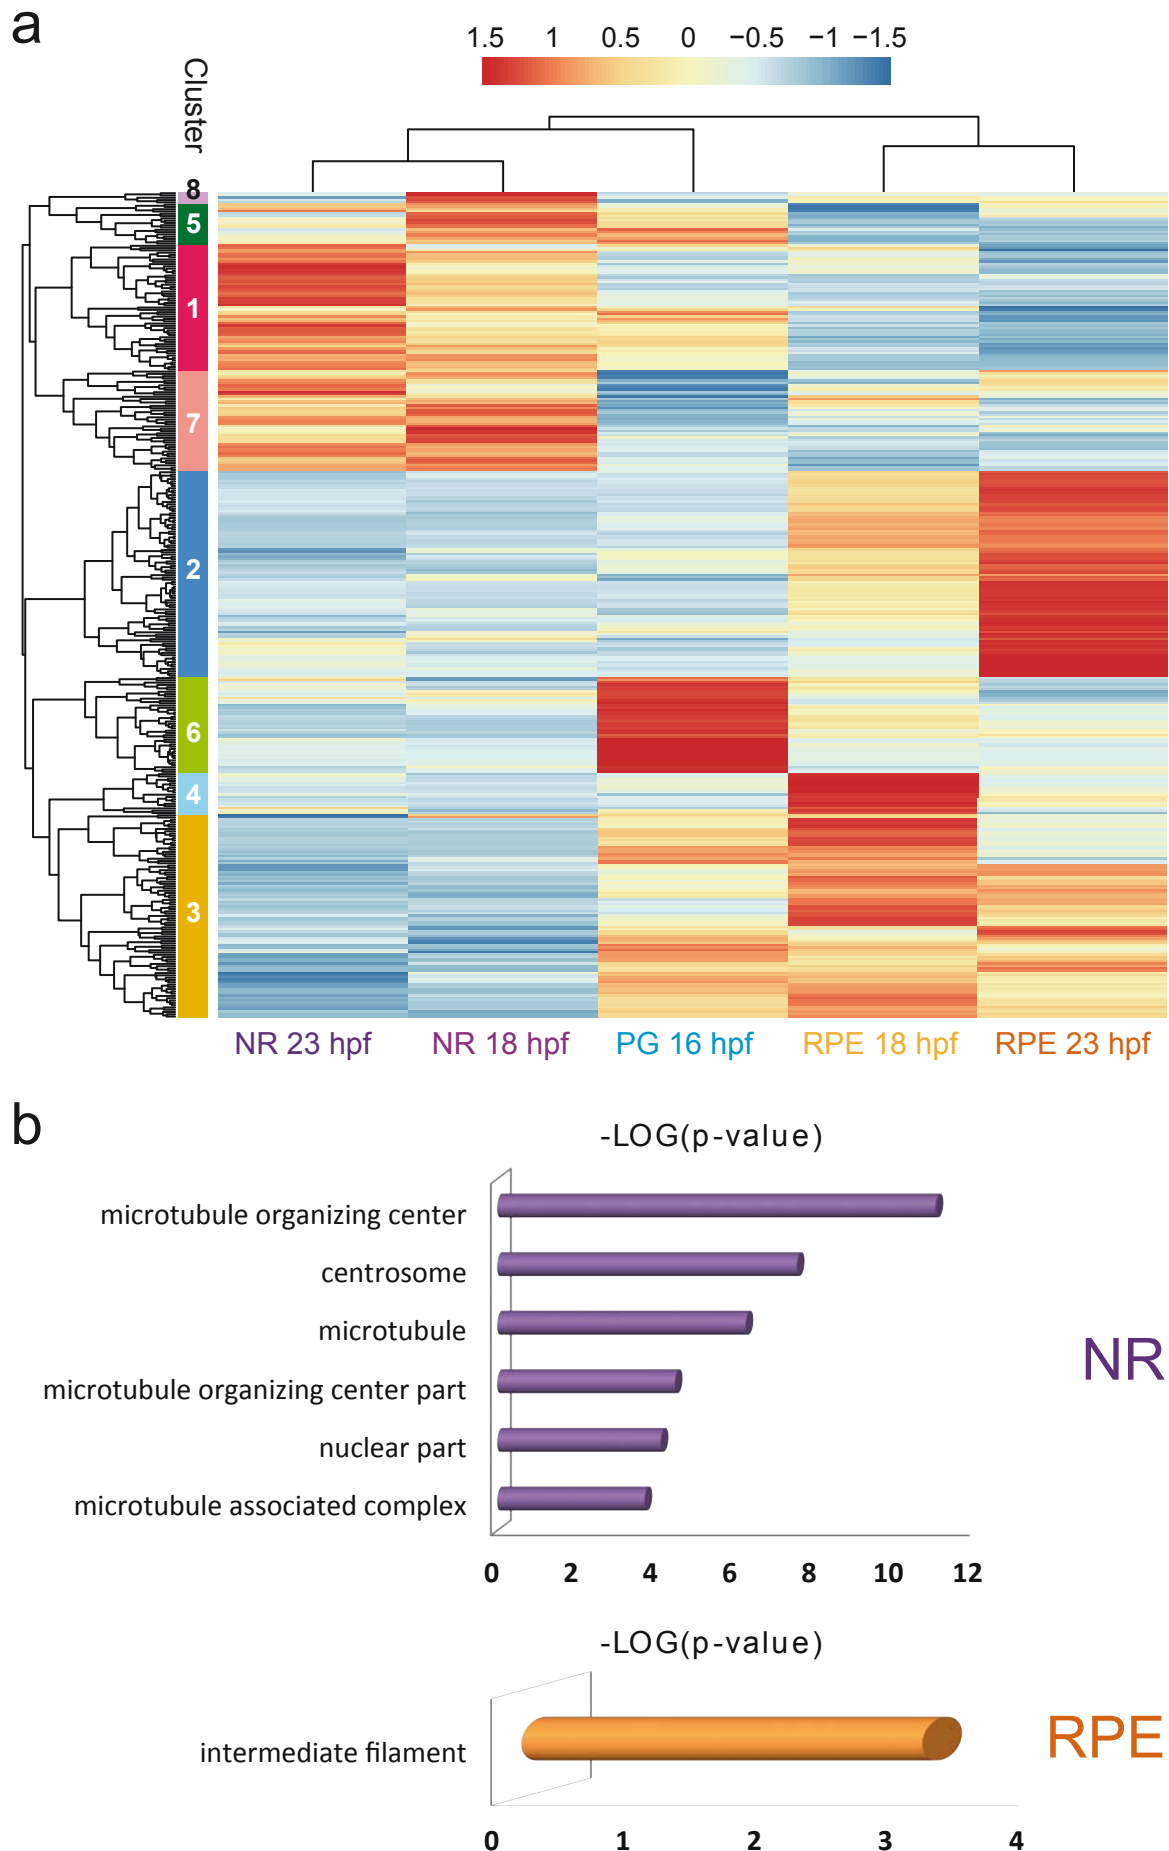

Figure S7: Hierarchical clustering of gene expression variations during optic cup development for cytoskeletal components. (a) Hierarchical clustering output showing the expression trends in distinct domains and stages. Gene expression values, normalized by row, are indicated with a red to blue graded colour. Note that all stages and domains are represented by at least one gene cluster (b) Cellular component GO enrichment for cytoskeletal genes belonging to NR or RPE clusters.

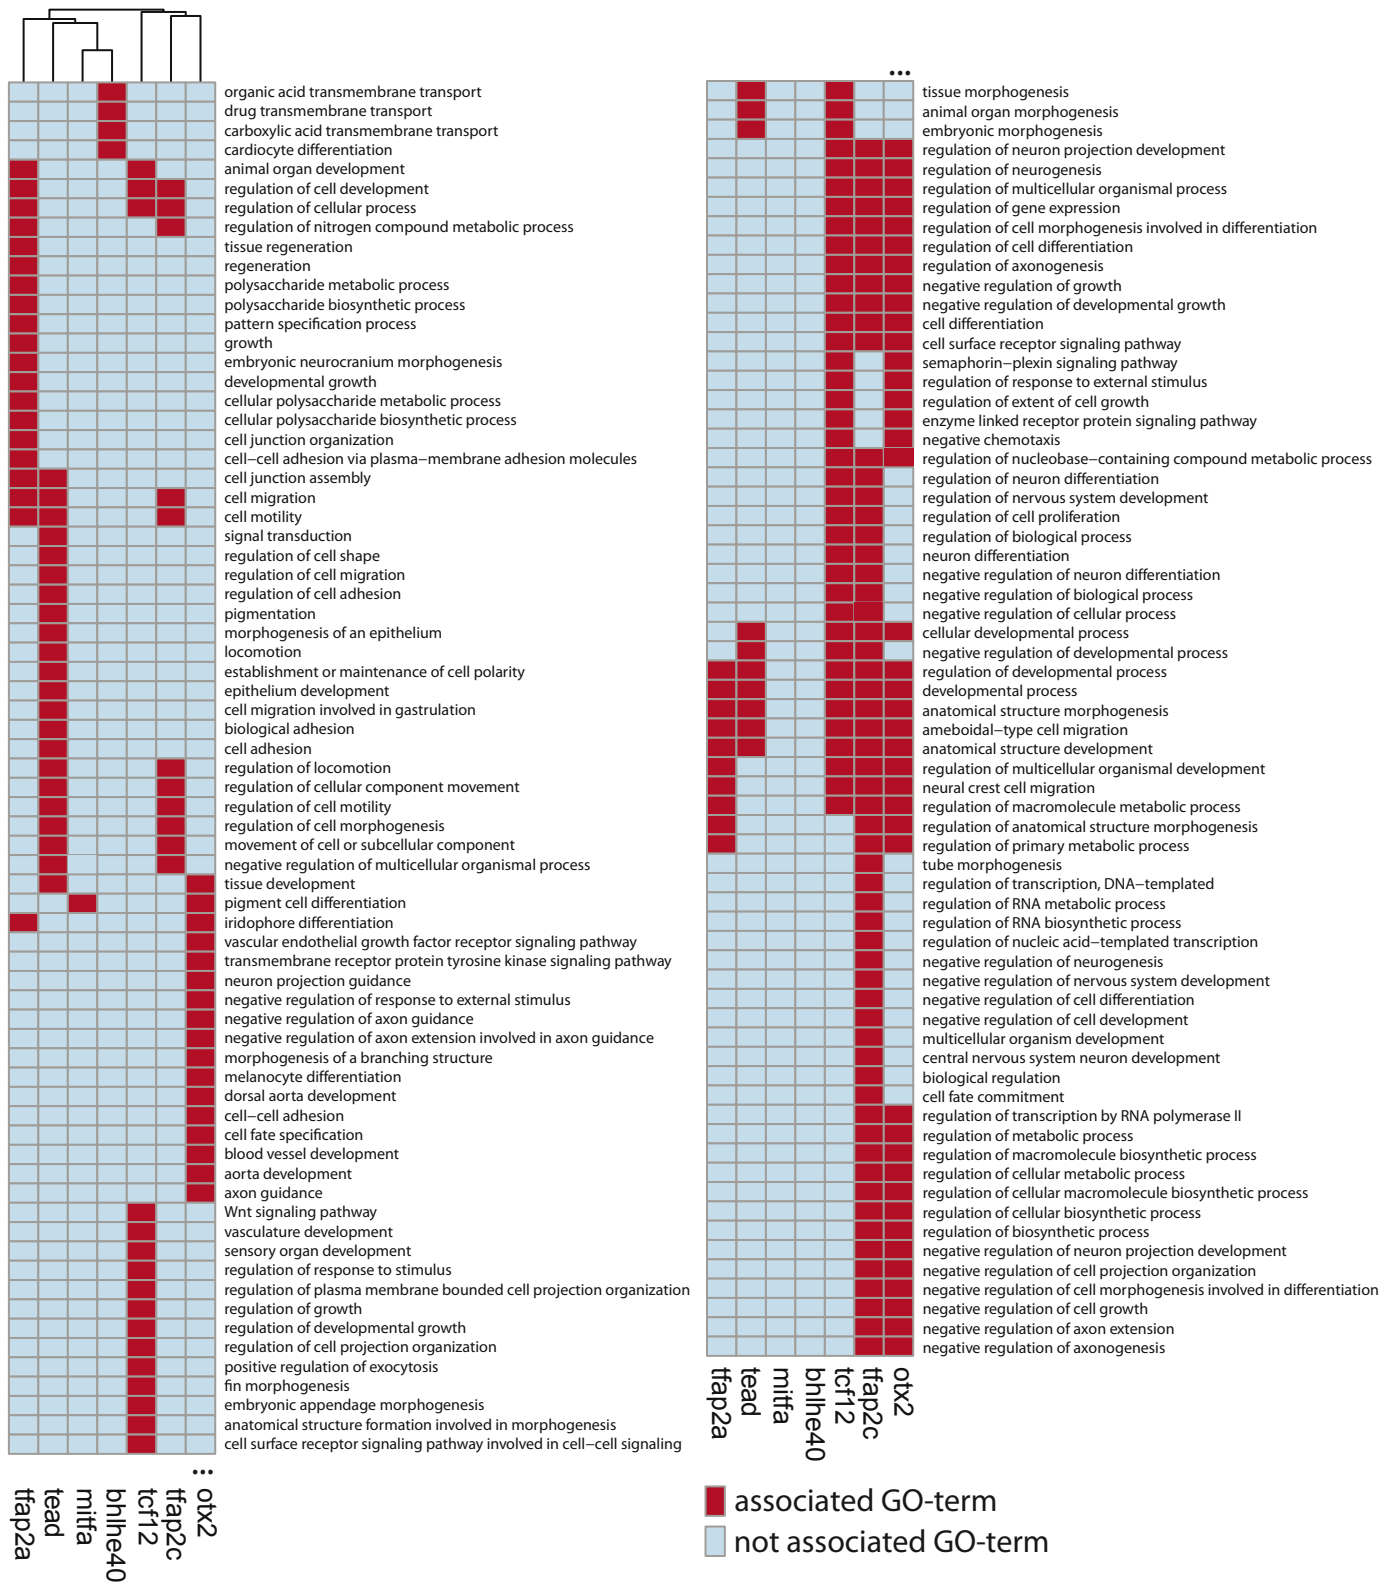

Figure S8: GO terms associated with RPE TFs. Hierarchical clustering of the main RPE TFs according to the enriched GO terms (Biological process) associated to their putative downstream genes (genes associated with RPE DOCRs that contain each TFBS).

a

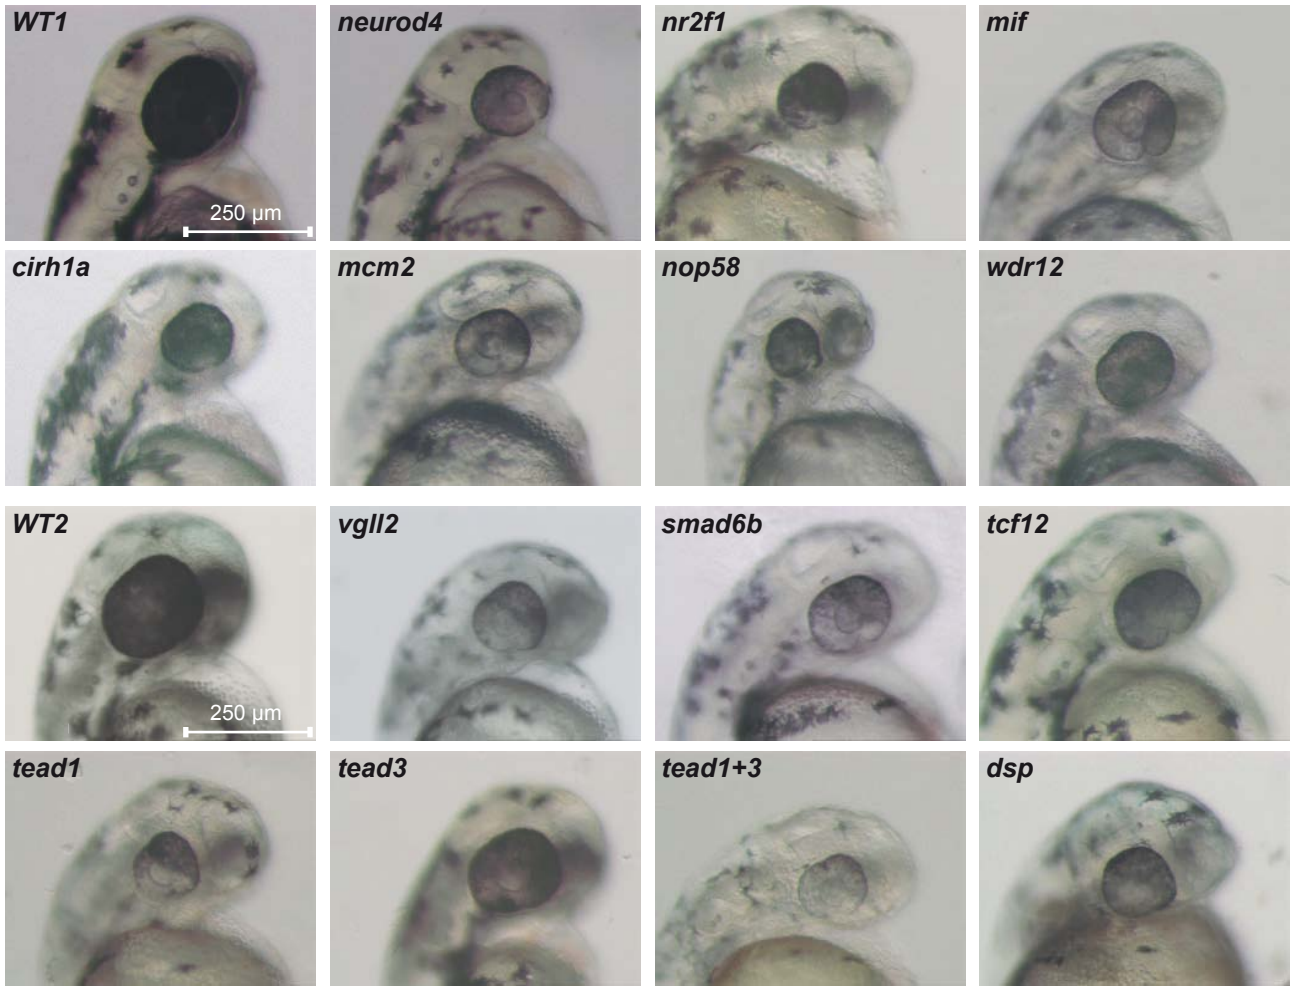

b

% of sgRNA/Cas9 injected embryos displaying eye phenotype (48hpf)

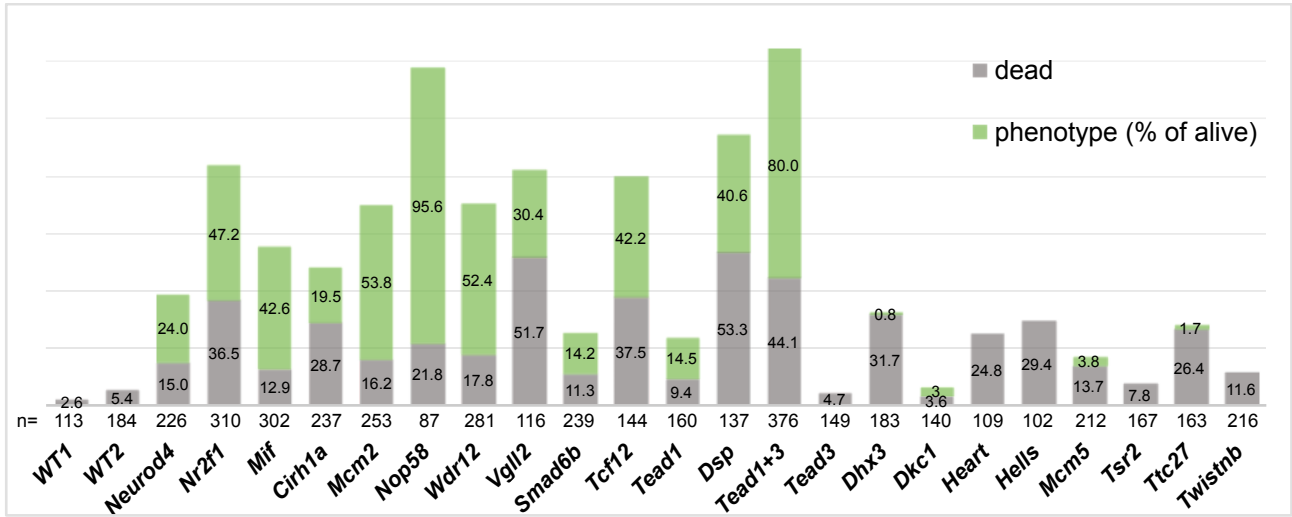

Figure S9: CRISPR/Cas9 F0 screening (48hpf). (a) Eye phenotypes resulting from the injection of Cas9 protein and sgRNAs for the candidate genes. Injections were repeated twice with similar results. Magnification Bar = 250 µm. Same magnification was used for each image in the series (b) Percentage of embryos showing an impaired eye phenotype upon the injection of Cas9/sgrRNAs complex (n= total number of injected embryos). The % of lethality upon injection is also shown. Source data are provided as a Source Data file. See also Supplementary data 12.

a

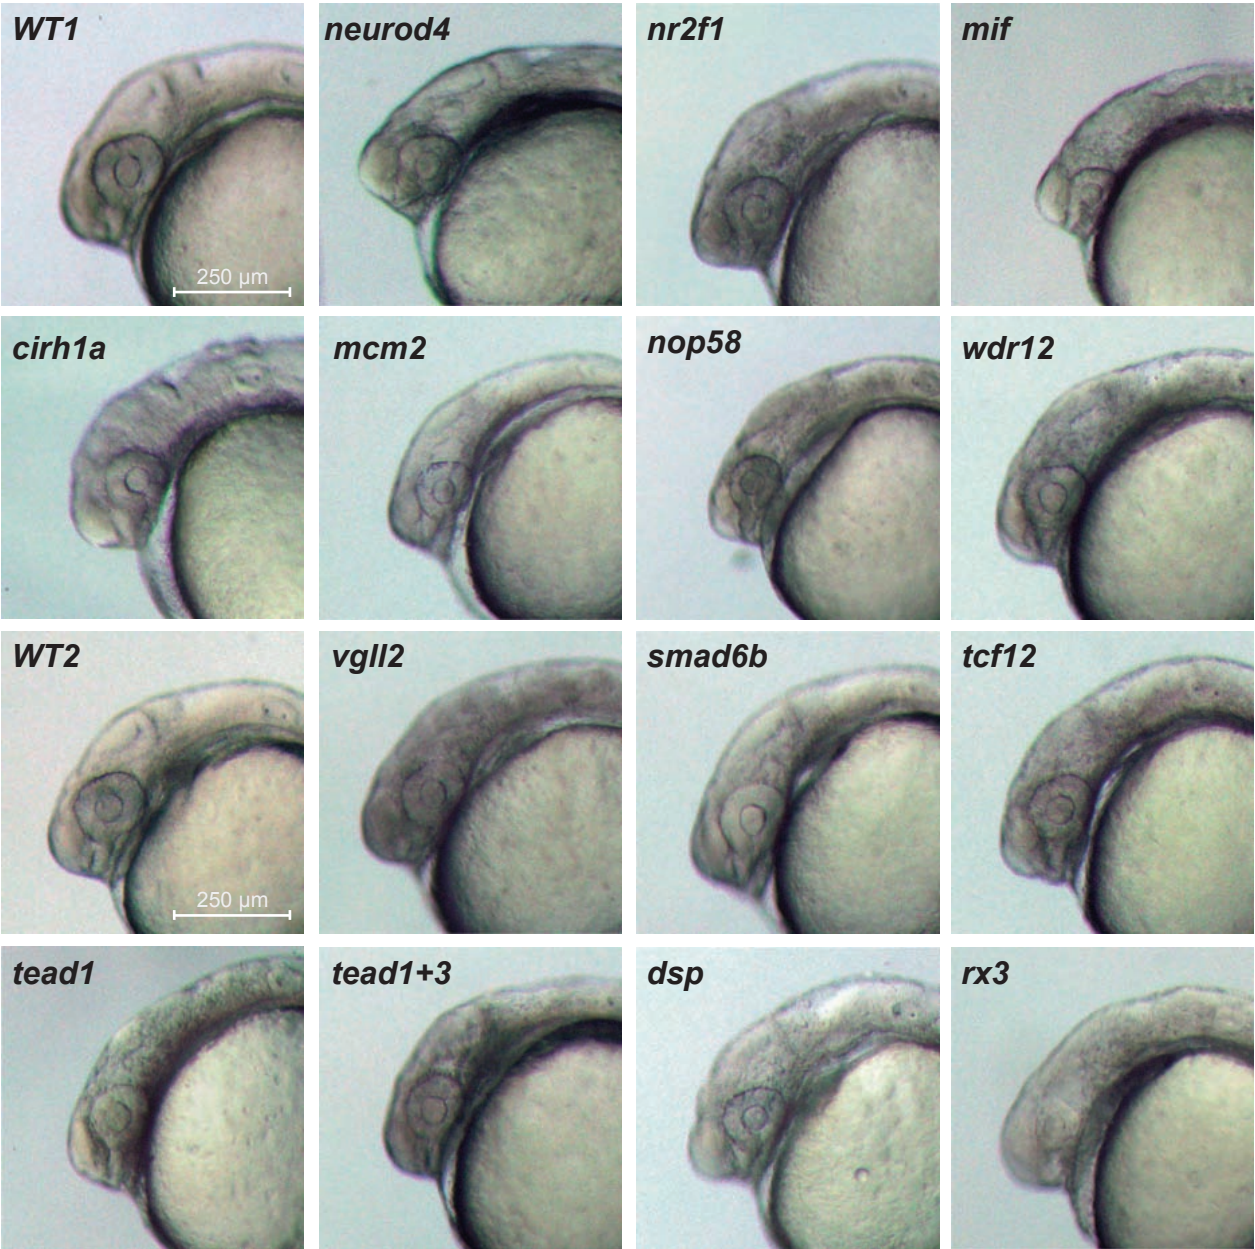

b

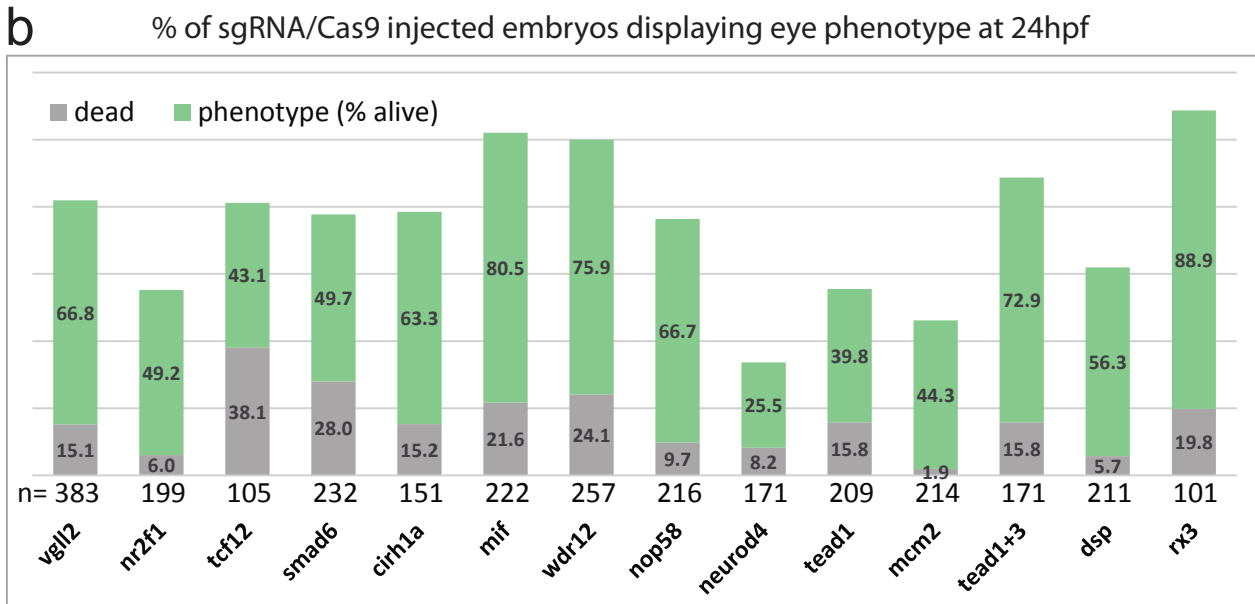

Figure S10: CRISPR/Cas9 F0 screening (24hpf). (a) Representative images of eye phenotypes resulting from the injection of Cas9 protein and sgRNAs for the candidate genes. Injections were repeated twice with similar results. Magnification Bar = 250 µm. Same magnification was used for each image in the series. (b) Percentage of embryos showing an impaired eye phenotype upon the injection of Cas9/sgrnAs complex (n= total number of injected embryos). The % of lethality upon injection is also shown. Source data are provided as a Source Data file. See also Figure 8.

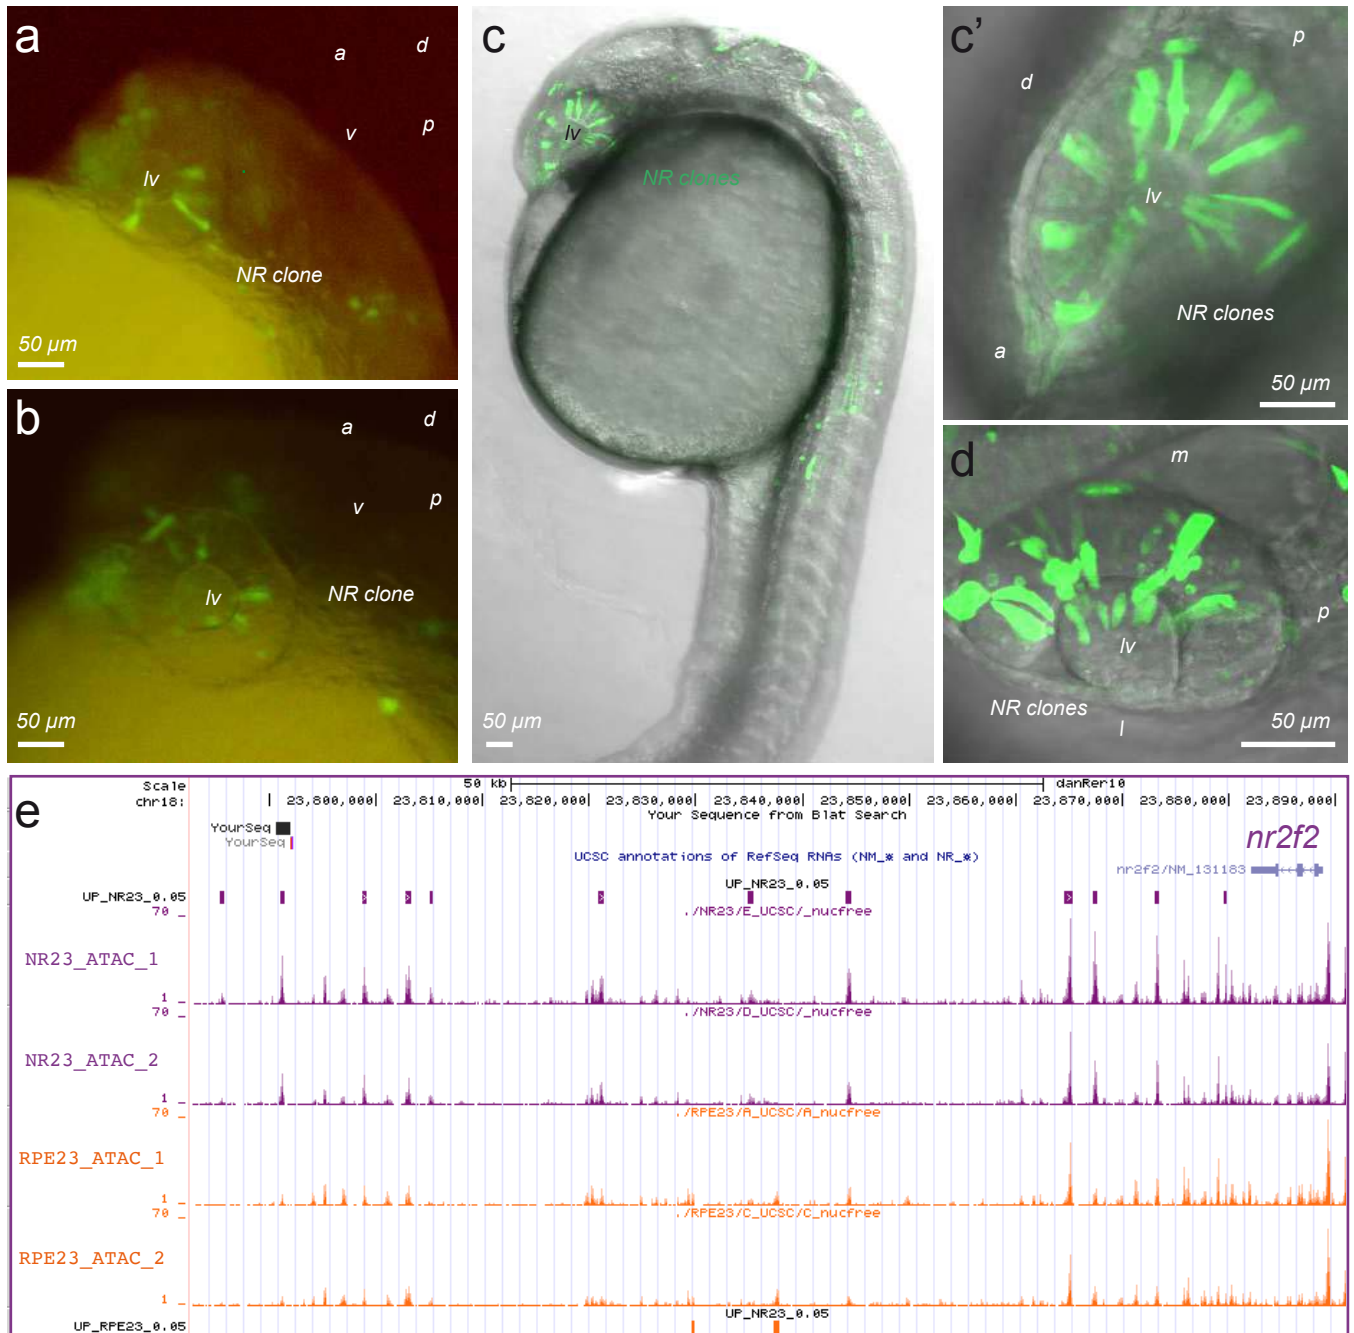

Figure S11. Analysis of *nr2f2* cis-regulatory element (F0). (a-b) Binocular images showing retina-specific GFP clones upon injection of the *nr2f2* cis-regulatory element (90 kb 3'). (c-d) confocal images of retinal clones. (a-d) Injections were repeated twice with similar results. (e) UCSC browser view of NR (purple) and RPE-specific (orange) ATAC-seq tracks upstream of *nr2f2*. The purple box indicates the position of the tested cis-regulatory region. Purple solid bars above ATAC-seq tracks indicate NR-specific DOCRs. *lv* (lens vesicle), *NR* (neural retina). Bar = 50 μ m.

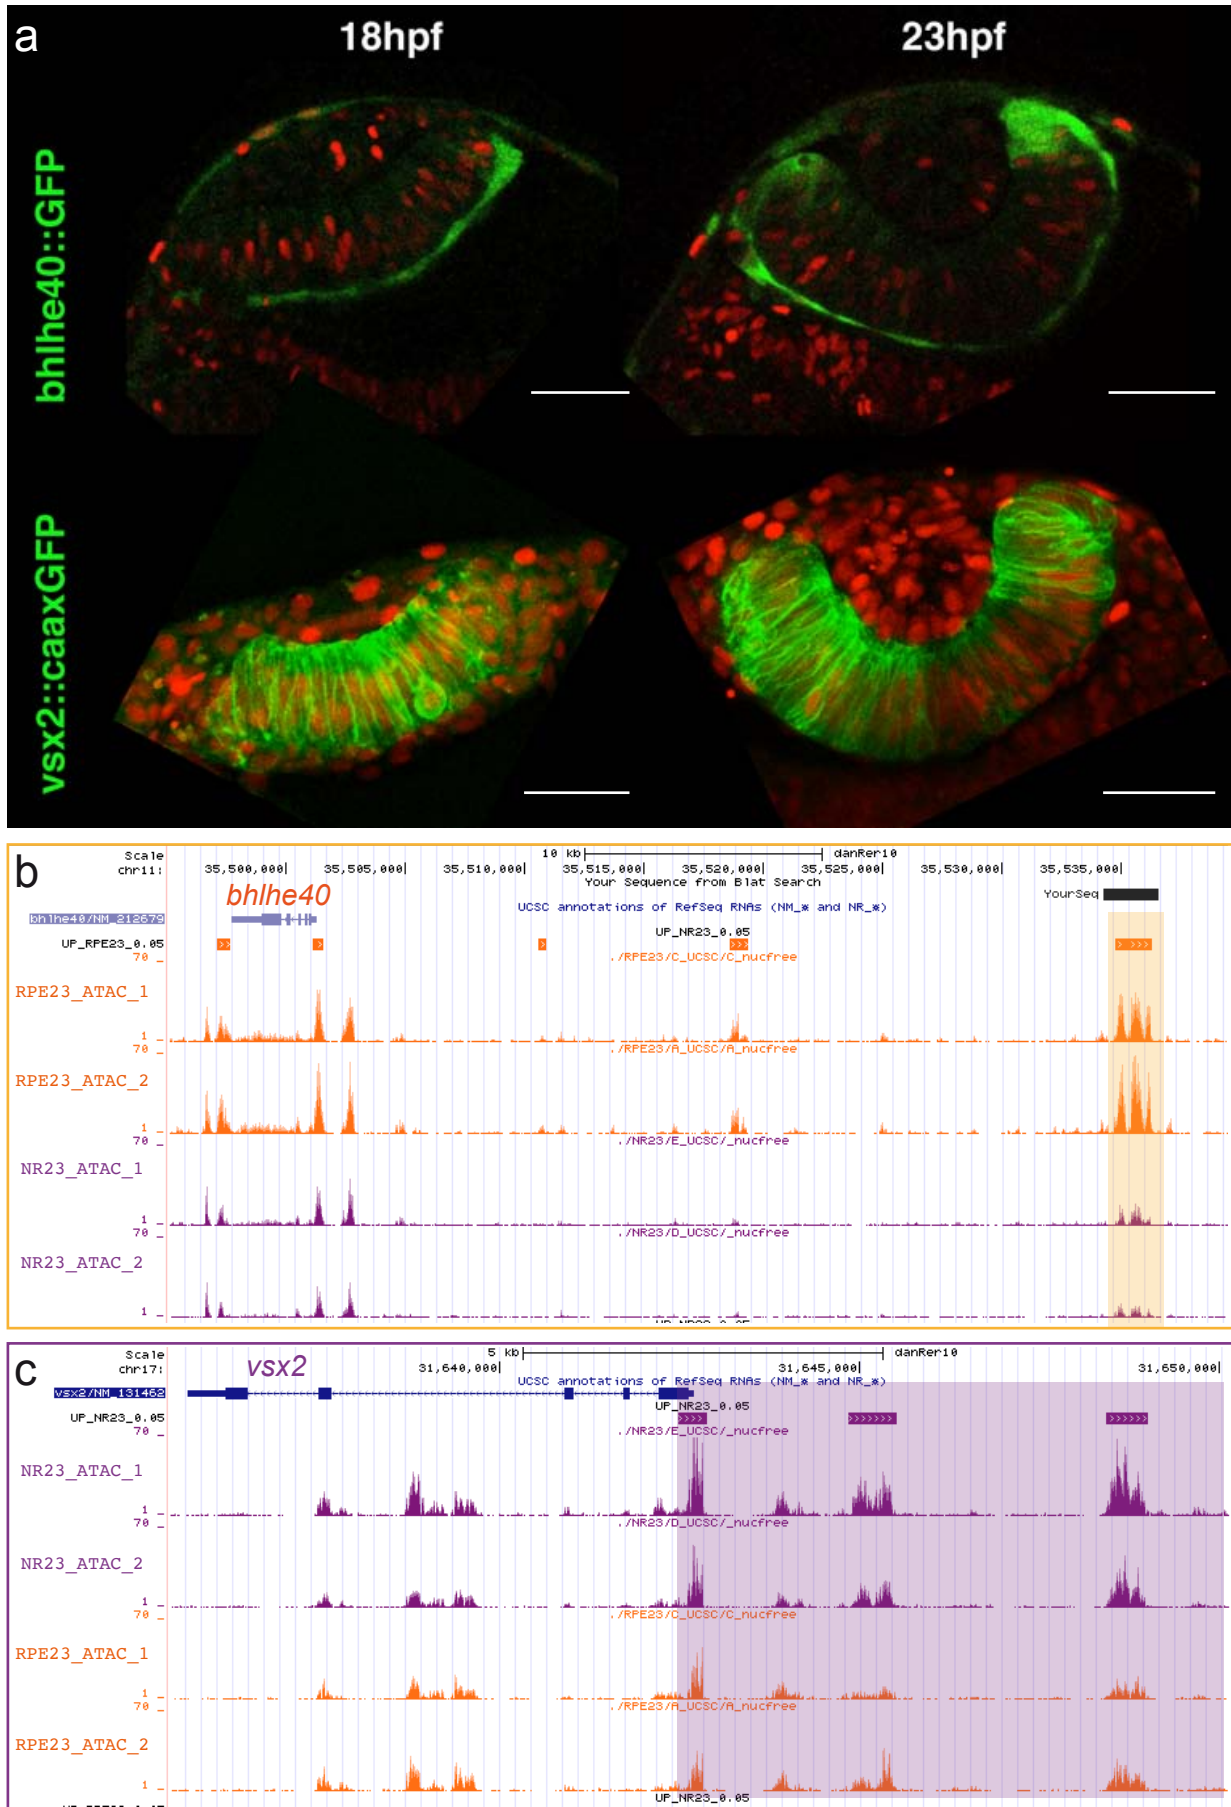

Figure S12. Domain specific chromatin accessibility for regulatory elements used in this study. (a) Optical sections showing specific labelling of the RPE [*tg(E1_bHLHe40:GFP)*]; and NR [*tg(vsx2.2:caaxGFP)*] at 18 and 23 hpf optic cups. *H2B-mCherry* RNA was injected at one-cell stage for nuclear labelling. Bar = 50 μ m. (b-c) UCSC browser view of NR (purple) and RPE-specific (orange) ATAC-seq tracks upstream of *bhlhe40* (b) and *vsx2* (c), showing the position of the genomic regions used to generate the transgenic lines: *tg(E1_bHLHe40:GFP)*, orange box; and *tg(vsx2.2:caaxGFP)*, purple box (liftOver was used to convert medaka *5KbUp_vsx2.2* coordinates into the zebrafish genome). Solid bars above ATAC-seq tracks indicate RPE (orange in b) or NR-specific (purple in c) DOCRs.

Supplementary tables

Supplementary Table 1. Primers used for Real Time q-PCR of human samples.

gene	gene ID	Fw_primer (5'->3')	Rv_primer (5'->3')
<i>OCT4</i>	ENSG00000204531	CTTCAGGAGATATGCAAAGCAGA	TGATCTGCTGCAGTGTGGG
<i>NANOG</i>	ENSG00000111704	GGATCCAGCTTGTCCCCAAA	AGGAAGGAAGAGGAGAGACAGT
<i>RPE65</i>	ENSG00000116745	ACCACCTGTTTGATGGGCAA	AGTGCGGATGAACCTTCTGT
<i>CRALBP</i>	ENSG00000116745	GTCACAACCTGGCCCTGACT	GGTCCATGGTCCTTGGTTGT
<i>TYR</i>	ENSG00000077498	GATTCAGACCCAGACTCTTTTCA	ACGACACAGCAAGCTCACAA
<i>HPRT1</i>	ENSG00000165704	CCCTGGCGTCGTGATTAGTG	TCGAGCAAGACGTTCAGTCC
<i>GAPDH</i>	ENSG00000111640	AGGTCGGAGTCAACGGATTT	TGGAATTTGCCATGGGTGGA
<i>MITF</i>	ENSG00000187098	CCGGGCTCTGTTCTCACTTT	GGAAGTCTGCTCTTCAGCG
<i>OTX2</i>	ENSG00000165588	CCTCACTCGCCACATCTACT	AGTGGAAGTTACAGCCTCATGG
<i>BHLHE40</i>	ENSG00000134107	ATTAACGAGTGCATCGCCCA	AGCTCACCAGCTTGTAACCA
<i>TFEC</i>	ENSG00000105967	GATAAAATCCACTCATTGCTGGTCC	GGGCTTTCTGTAGCTGAGGC
<i>TFAP2A</i>	ENSG00000137203	GAGAGTAGCTCCACTTGGGTG	CCGTCGTGACGGTCCTCG
<i>TFAP2C</i>	ENSG00000087510	GAAGAGGACTGCGAGGATCG	GCTGATATTGGGCGACTCCA
<i>TEAD1</i>	ENSG00000187079	CCATTCCAGGGTTTGAGCCT	GCTTGGTTGTGCCAATGGAG
<i>TEAD2</i>	ENSG00000074219	TCGGAATGAACTGATCGCCC	CCTGGTCCTTCAACTTGGACT
<i>TEAD3</i>	ENSG00000007866	GACCGTACCATTGCCTCCTC	TTGCTGTACGTGTCAGGGTC
<i>TEAD4</i>	ENSG00000197905	GGCACCATTACCTCCAACGA	CAGCTCGTTCCGACCATACA
<i>TCF12</i>	ENSG00000140262	CCATGAAGGCTTGTCGCCAA	GGAGACTAGATTGACAGCCTGG
<i>VGLL2</i>	ENSG00000170162	GCTTTGCTCCGCTGATGAC	ATAGGCTAGTTTCTGGTGGTAGG
<i>SMAD6</i>	ENSG00000137834	GGGCCC GAATCTCCGC	GGTCGTACACCGCATAGAGG
<i>KRT5</i>	ENSG00000186081	CGAGGAATGCAGACTCAGTG	GCTGCTGGAGTAGTAGCTTCC
<i>KRT4</i>	ENSG00000170477	TCCTTCATCGACAAGGTGCAG	GGGCTCAAGTTTTTGTCTGG
<i>KRT8</i>	ENSG00000170421	CAGCAAATGTTTGC GGAATGAA	AACCAGGCGGAGATCCCTTC
<i>DSP</i>	ENSG00000096696	AGGCTGGAGTACGATGACCT	TAGATGCCTCTAAAGCCTGC
<i>EVPL</i>	ENSG00000167880	CGACTTCCGACTGCTCCATCT	CCAAGTCTCCAAGGGTGTG
<i>NOTCH1</i>	ENSG00000148400	CTGCCTCTTCGACGGCTTT	AAGTGGAAGGAGCTGTTGCG
<i>NOTCH2</i>	ENSG00000134250	CGAGTGTGTCCCAGGCTATC	CTTCACAGAGTAGGCCCCGA
<i>NOTCH3</i>	ENSG00000074181	GTCTTCCTGGGTTTGAGGGTC	GGGCACTGGCAGTTATAGGT

Supplementary Table 2. Primers used for Real Time q-PCR of zebrafish samples.

**gene**	**gene ID**	**Fw_primer (5'->3')**	**Rv_primer (5'->3')**
<i>tyr</i>	ENSDARG00000039077	ACGGATACTTCATGGTGCCC	CGCTGACCTGGATCCTGTAAAT
<i>tyrp1b</i>	ENSDARG00000056151	GCCCGTCCAATGGTTCAAAG	GGAGCGCTGTAACCCTCAAT
<i>krt4</i>	ENSDARG00000017624	CTTCGTTGCGGCTCCTATCA	TCCAGGAAGCGCACTTTGTC
<i>krt8</i>	ENSDARG00000058358	TCCGCGCTCAGTATGAAGAC	AAGTTGGCTCGCTGTCCTTT
<i>six3a</i>	ENSDARG00000058008	AAAAACAGGCTCCAGCATCAA	AAGAATTGACGTGCCCCGTGT
<i>vsx2</i>	ENSDARG00000005574	GGGATTAATTGGGCCTGGAGG	GCTGGCAGACTGGTTATGTTCC
<i>eef1a1l1</i>	ENSDARG00000020850	TCCACCGGTCACCTGATCTAC	CAACACCCAGGCGTACTTGA

Supplementary Table 3. sgRNAs used for CRISPR/Cas9 screen

**gene**	**gene ID**	**sgRNA_seq (5'→3')**
<i>mphosh10</i>	ENSDARG00000053912	GGTGGCTTTTCGTGGACGAGGCGG
<i>mphosh10</i>	ENSDARG00000053912	GGATTTCGAGGAGGCAGGGGTGG
<i>heatr1</i>	ENSDARG00000099742	GAGGTGCTGGCTCTCCGTCATGG
<i>heatr1</i>	ENSDARG00000099742	GAGGGAGGGCCAATCAGCAAAGG
<i>hells</i>	ENSDARG00000057738	TGGGGCTGCTGTGCTGGCACAGG
<i>hells</i>	ENSDARG00000057738	AGACAGGTTATTCTGGAGGGGGG
<i>nop58</i>	ENSDARG00000104353	AGAGATCTCGATGGGCACAGAGG
<i>nop58</i>	ENSDARG00000104353	GGGCATCAGAAACCAGATGGAGG
<i>mcm5</i>	ENSDARG00000019507	GCGTAACCCTGCAGCCCCGGTGG
<i>mcm5</i>	ENSDARG00000019507	GTGGCGCAGACCAAAGCCAAAGG
<i>dkc1</i>	ENSDARG00000016484	GAGCTGCGACGAGTCCGTTCCGG
<i>dkc1</i>	ENSDARG00000016484	GGGCTGCCTGATCGTGTGTGTGG
<i>cirh1a</i>	ENSDARG00000017675	GGGCCAATCTGGGCCATAACAGG
<i>cirh1a</i>	ENSDARG00000017675	AGAGGGTACGGGACGTCCCGCGG
<i>wdr12</i>	ENSDARG00000003287	GGGGAAGGCTGTGATGACTGTGG
<i>wdr12</i>	ENSDARG00000003287	GAGATCTGCAACCTCGGAGGAGG
<i>ttc27</i>	ENSDARG00000007918	GGAAGTTGCTCTGTTGGCGGTGG
<i>ttc27</i>	ENSDARG00000007918	GTGGCTCCTCTGCTCTTCGGTGG
<i>dhx33</i>	ENSDARG00000051785	GAGGCGGGCATCGGCCGCGAGGG
<i>dhx33</i>	ENSDARG00000051785	GTGTTTGGAGATGTCCCGGCAGG
<i>mcm2</i>	ENSDARG000000102798	GGGCCACACGGTGC GCGAGTGGG
<i>mcm2</i>	ENSDARG000000102798	GAGCGACTGACACTCAGGACAGG
<i>tsr2</i>	ENSDARG00000005772	GTGTGAGCAGGGCAGATTGGCGG
<i>tsr2</i>	ENSDARG00000005772	TGGAGCGTTTCAGTCAGCAGAAGG
<i>mif</i>	ENSDARG00000071336	GTGACAGTACATCGCCGTACAGG
<i>mif</i>	ENSDARG00000071336	GTGAGCGAGCAGAGCGCACACGG
<i>fbl</i>	ENSDARG00000053912	GGTGGCTTTTCGTGGACGAGGCGG
<i>fbl</i>	ENSDARG00000053912	GGATTTTCGAGGAGGCAGGGGTGG
<i>tcf12</i>	ENSDARG00000004714	AGCTTCCAGTGGCGTTCCTCGG
<i>tcf12</i>	ENSDARG00000004714	GTGGGCGACACCGAGTGTGGCGG
<i>smad6b</i>	ENSDARG000000031763	TGTGCTGCAGGTCAGACCACCGG
<i>smad6b</i>	ENSDARG000000031763	GGGGAAAGTCTTGAGTATGGAGG
<i>vqll2a</i>	ENSDARG000000041706	AGGGGACATCAGTTCGGTGGTGG
<i>vqll2a</i>	ENSDARG000000041706	GTGTATGCGGGCTGCAAAATACGG
<i>vqll2b</i>	ENSDARG00000053773	TGGAGCCAGGTAAGCTGATGAGG
<i>vqll2b</i>	ENSDARG00000053773	GAGGTCGGCTCGGGGGAGAGGGG
<i>neurod4</i>	ENSDARG00000003469	TGGCTTTGATTGCGCGGGCACGG
<i>neurod4</i>	ENSDARG00000003469	TGGTTGTGGGCCCAAGTTGGAGG
<i>nr2f1a</i>	ENSDARG00000052695	AGCGCATACTGGCCCCGGTTTCGG
<i>nr2f1a</i>	ENSDARG00000052695	GCCGTCCCTGGTGTGGACGGAGG
<i>nr2f1b</i>	ENSDARG00000017168	TGCGGTGGTGTGCTGATCCACCGGG
<i>nr2f1b</i>	ENSDARG00000017168	TGGCTCGGGTTCGGCTGGTTTCGG
<i>tead1a</i>	ENSDARG00000028159	TGTGTGCTTGAAGGATCATAACGG
<i>tead1a</i>	ENSDARG00000028159	CGGCAGTGAAAGTGCCGGGGAGG
<i>tead1b</i>	ENSDARG00000059483	GACACCTGCGGGGTAGGGGAGGG
<i>tead1b</i>	ENSDARG00000059483	AGAGGCCGGTCTTACCCCTGCGG
<i>tead3a</i>	ENSDARG00000074321	GATGATCTTCTGCGGCCACAGG
<i>tead3a</i>	ENSDARG00000074321	TGAAGGGTAGGGTACGGGCTCGG
<i>tead3b</i>	ENSDARG00000063649	TGAAGGTATGCGCTTTCCTGCGG
<i>tead3b</i>	ENSDARG00000063649	GATGGGGGTGCGCCAGAACTGGG
<i>dspa</i>	ENSDARG00000022309	TGGCACGTGACTGGACCTGGAGG
<i>dspa</i>	ENSDARG00000022309	AGGCTGATGCTCAGAGGGTTTGG
<i>wu:fi04e1</i>	ENSDARG00000076673	AGGATCTGAATATTCAGCGGCGG
<i>wu:fi04e1</i>	ENSDARG00000076673	GACGACGGCCTGGAGGAGTGC GG

# Supplementary material for: Analysis of gene network bifurcation during optic cup morphogenesis in zebrafish
**Source:** Nat Commun. 2021 Jun 23;12:3866. doi: 10.1038/s41467-021-24169-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1.

Description: Differentially expressed genes (DEGs) throughout development and between domains.

File name: Supplementary Data 2

Description: List of differentially open chromatin regions (DOCRs).

File name: Supplementary Data 3

Description: Partitioning soft clustering of differentially expressed transcription factors.

File name: Supplementary Data 4

Description: Partitioning soft clustering of differentially expressed cytoskeleton components.

File name: Supplementary Data 5

Description: Hierarchical clustering of differentially expressed transcription factors.

File name: Supplementary Data 6

Description: Hierarchical clustering of differentially expressed cytoskeleton components.

File name: Supplementary Data 7

Description: Overrepresented motifs within DOCRs associated with NR.

File name: Supplementary Data 8

Description: Overrepresented motifs within DOCRs associated with RPE.

File name: Supplementary Data 9

Description: Overrepresented motifs within the activating and repressing DOCRs associated with each domain.

File name: Supplementary Data 10

Description: Gene lists associated to NR activating and RPE repressing regions.

File name: Supplementary Data 11

Description: DOCRs associated with keratins and other desmosomal genes up-regulated in the RPE. Motif enrichment.

File name: Supplementary Data 12

Description: Summary of the genes functionally tested by CRISPR/Cas9.

File name: Supplementary Data 13

Description: Temporal RT-qPCR analysis of candidate genes in hiPSCs differentiating to RPE.

File name: Supplementary Data 14

Description: FACS gating/sorting strategy.

File name: Supplementary Data 15

Description: Correlation between RNA-seq biological replicates.

File name: Supplementary Data 16

Description: Mutagenic efficiency of the sgRNAs assessed in individual DNA samples from CRISPR-Cas9 microinjected embryos at 24 hpf.

# Supplementary material for: Analysis of gene network bifurcation during optic cup morphogenesis in zebrafish
**Source:** Nat Commun. 2021 Jun 23;12:3866. doi: 10.1038/s41467-021-24169-7
**Supplement:** Supplementary file 17 — Supplementary Dataset 14

Dataset S14

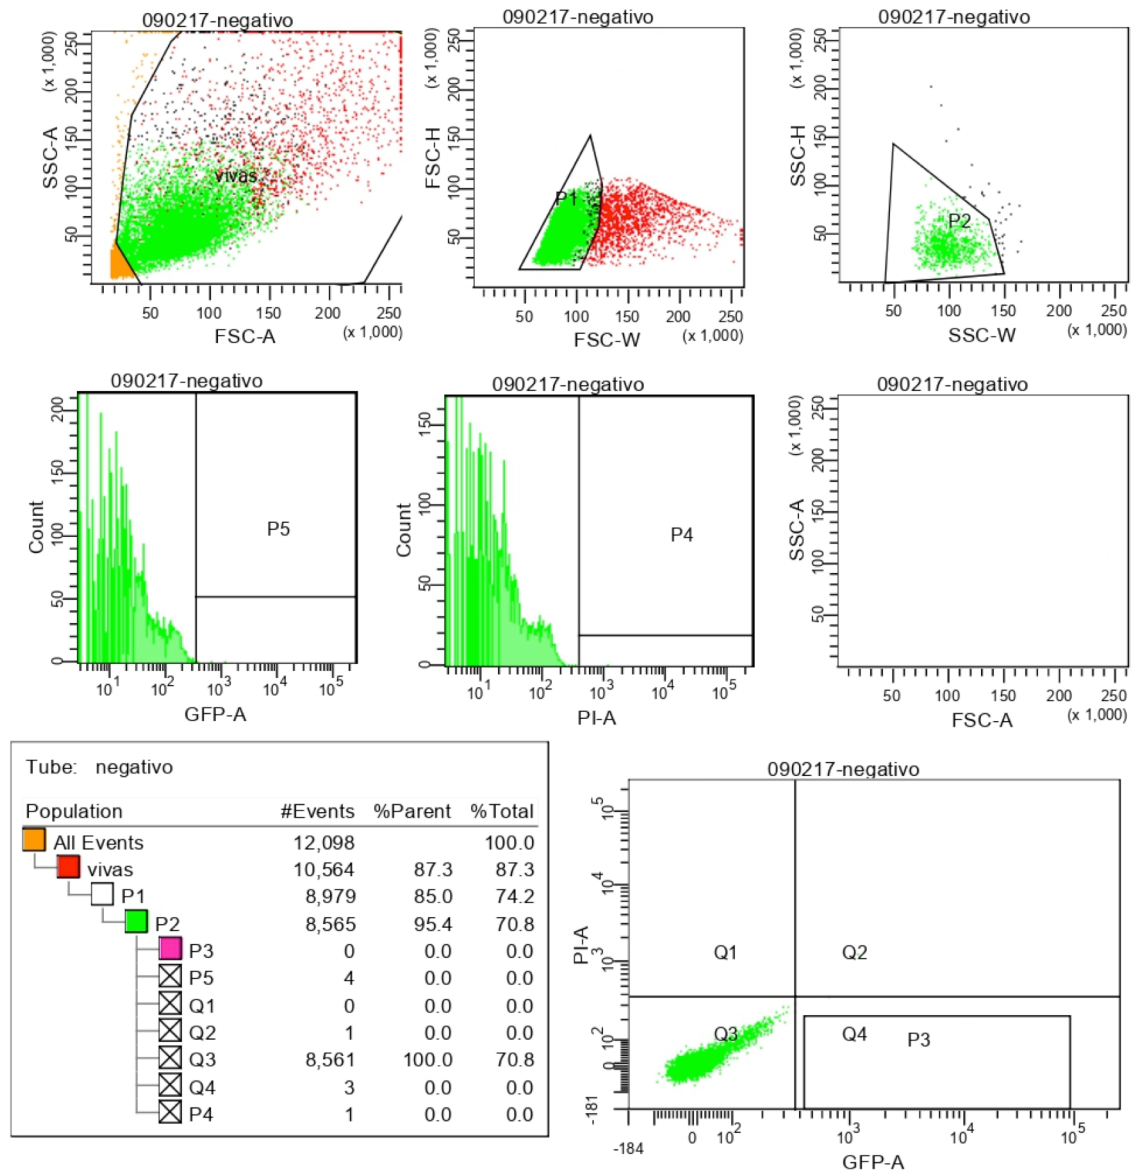

A. Cell cytometry visualization of GFP-negative dissociated embryos. *FSC indicates cell size, whereas SSC indicates cell complexity. GFP detection of non-specific signal set our fluorescence threshold for following isolation of specific cell population derived from our transgenic lines.*

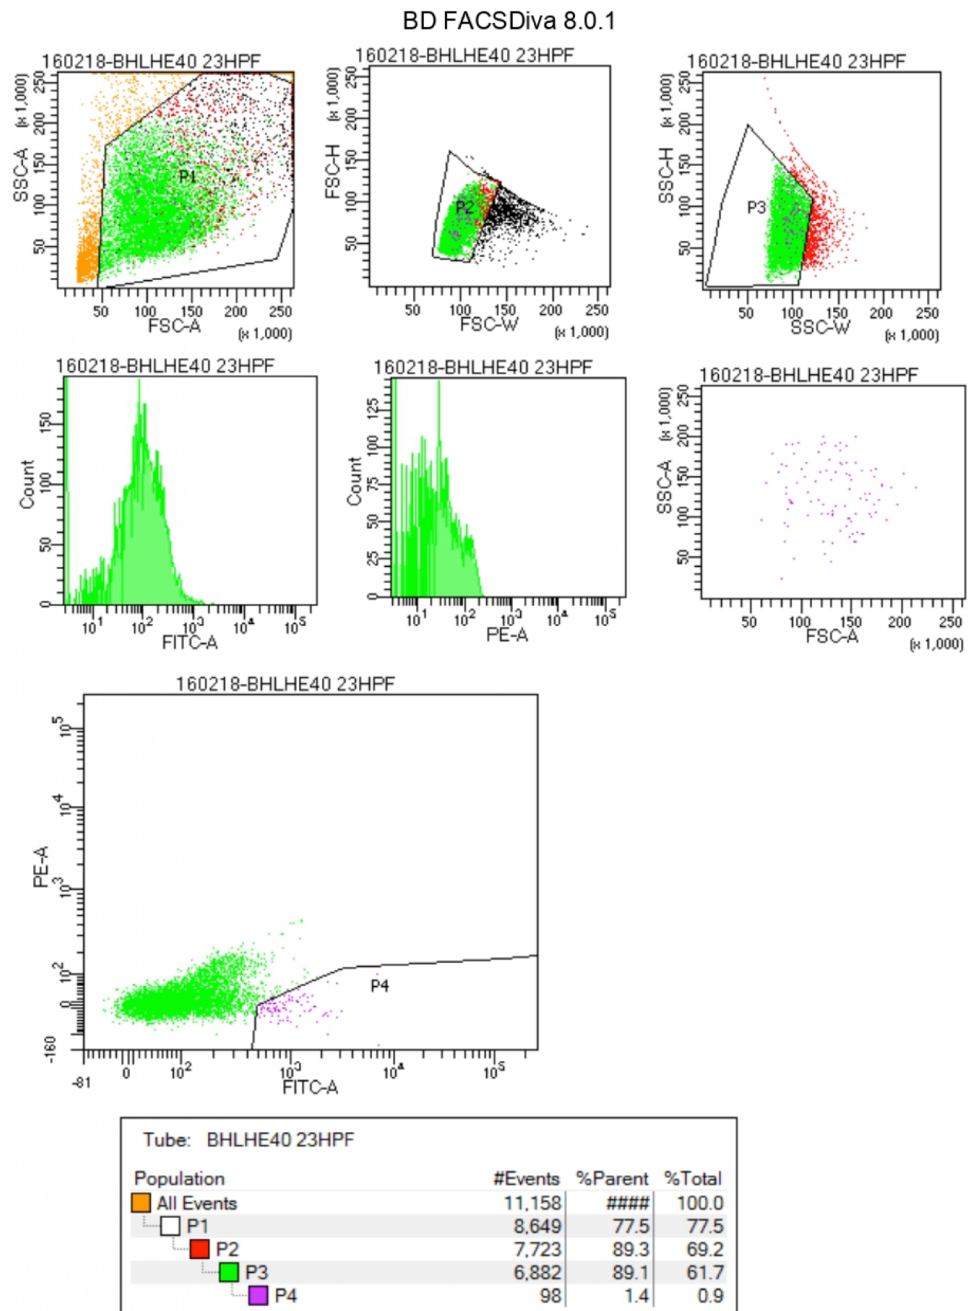

D. Cell cytometry visualization of RPE cells. RPE cells were isolated using the *tg(enh1-bhlhe40:GFP)* at 18 and 23 hpf. In this figure, embryos at 23 hpf were used as example. We isolated the cells with a GFP-signal exceeding our fluorescence threshold established using a WT embryo (A). Isolated cells are marked in pink (P4 population).

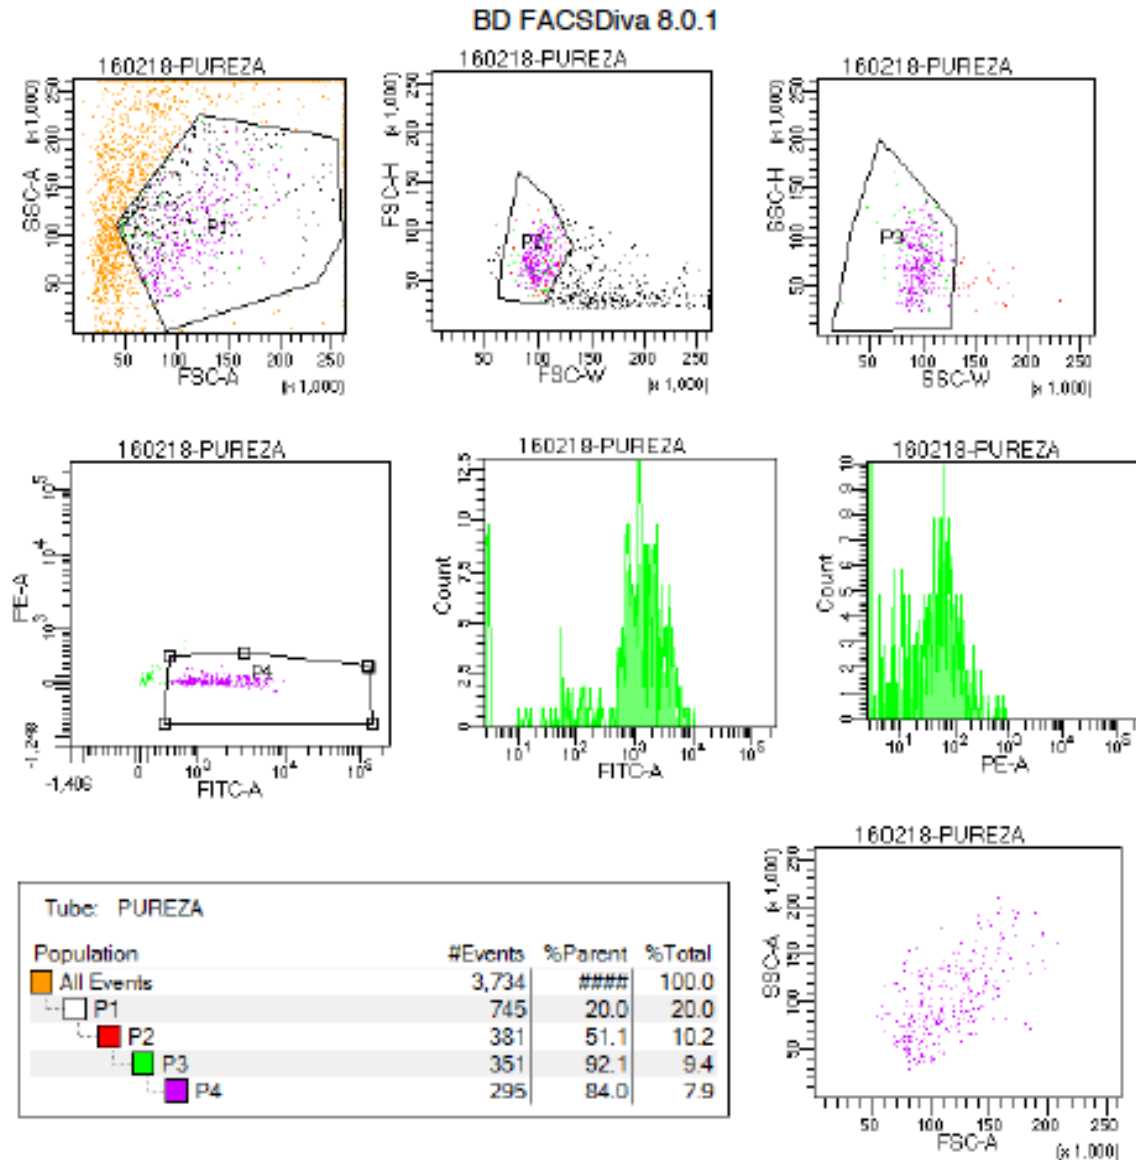

E. Example of purity assessment for isolated RPE cells. RPE cells isolated using the *tg(enh1-bhlhe40:GFP)* at 23 hpf (sorted cells in D) were re-sorted using the same flow cytometry parameters. Isolated cells are marked in pink (P4 population).

# Supplementary material for: Analysis of gene network bifurcation during optic cup morphogenesis in zebrafish
**Source:** Nat Commun. 2021 Jun 23;12:3866. doi: 10.1038/s41467-021-24169-7
**Supplement:** Supplementary file 19 — Supplementary Dataset 16

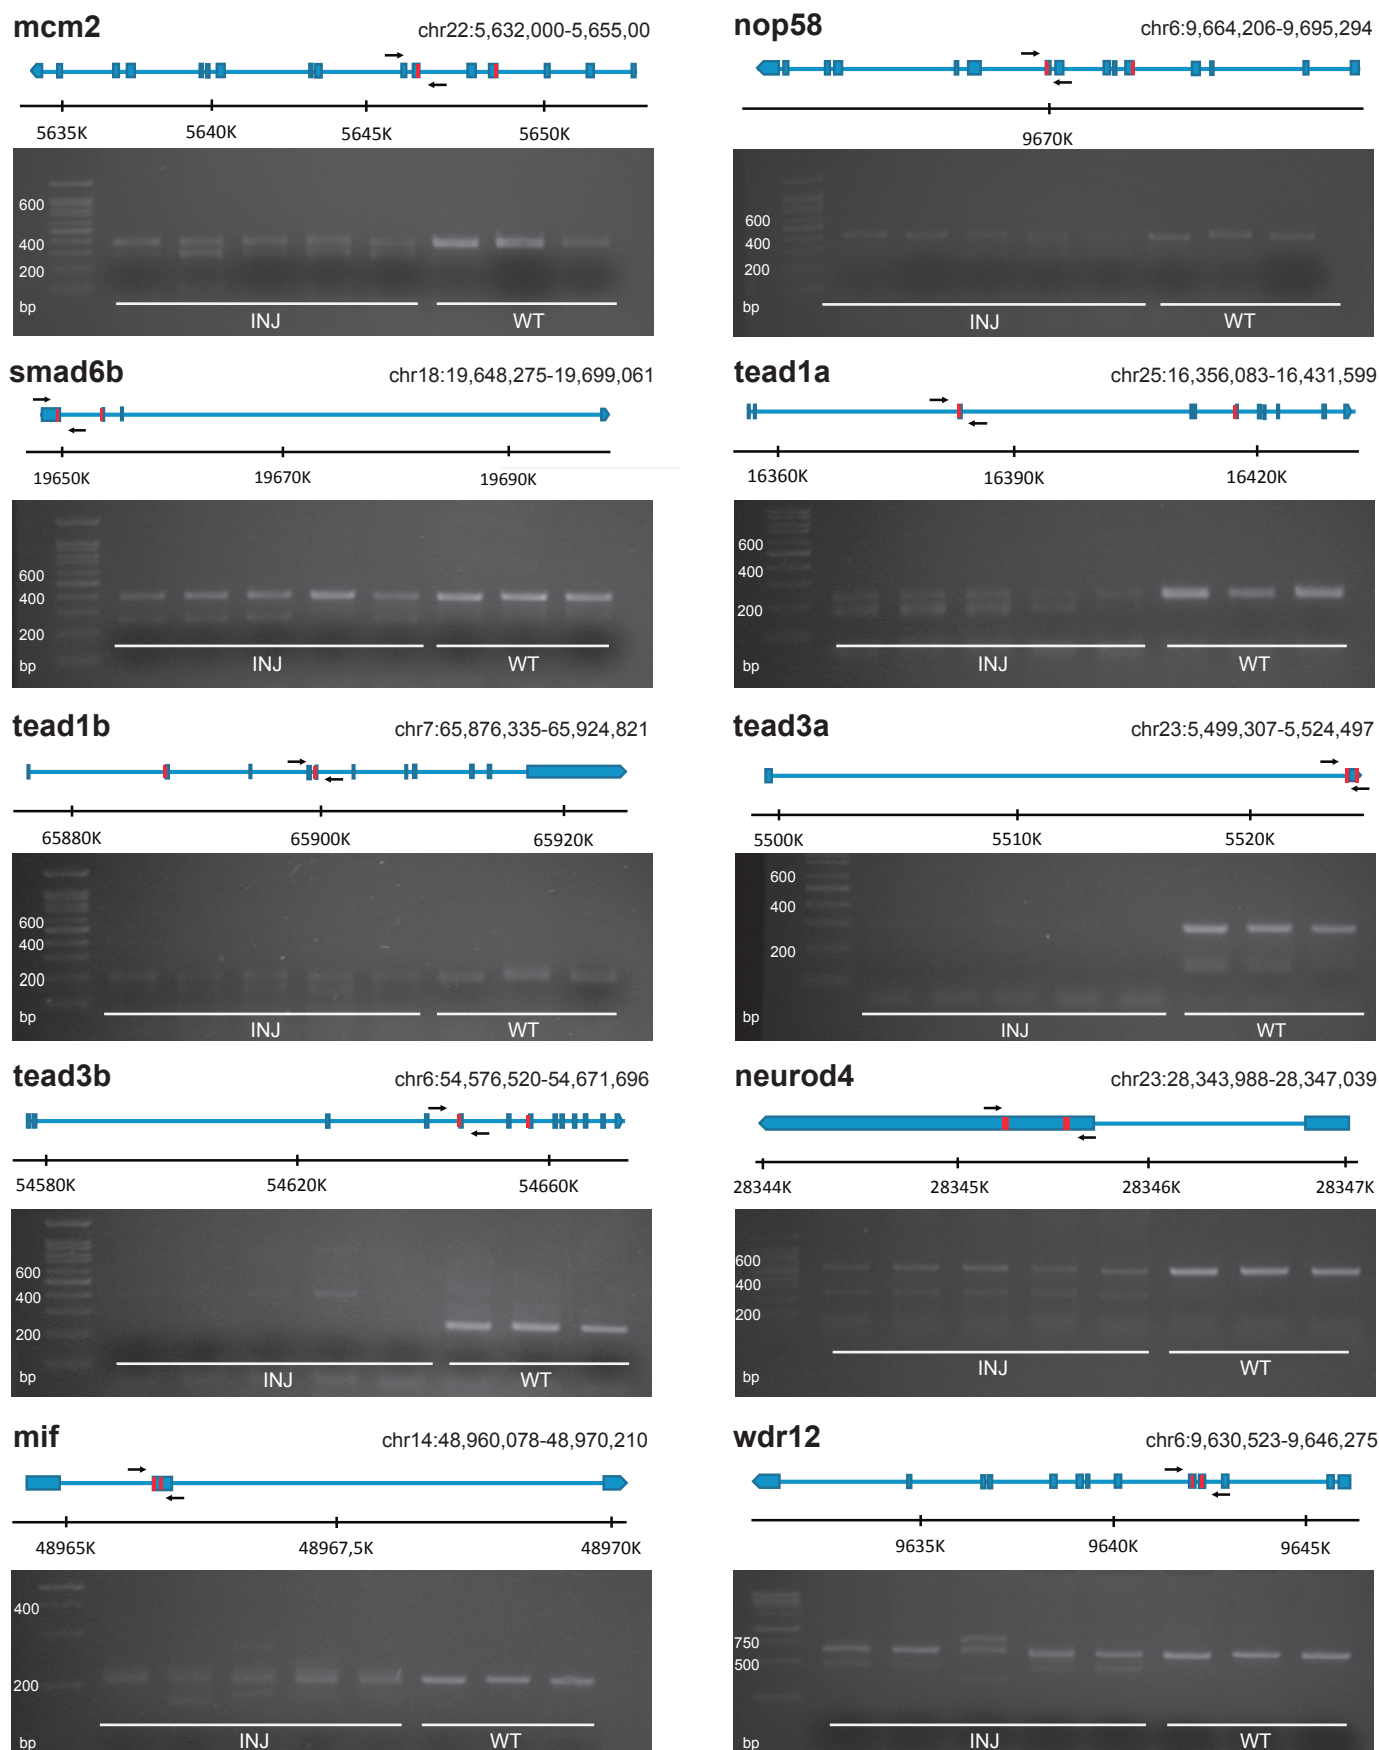

Dataset S16. sgRNAs efficiency. 2% agarose gels showing examples of editing efficiency for different sgRNAs used in our CRISPR/Cas9 F0 screening. Individual 24 hpf embryos were analyzed in each line (injected $n = 5$; wild type $n = 3$). T7-endonuclease I assays were used to examine DNA samples from embryos injected with sgRNAs against *mcm2*, *nop58*, *smad6b*, *tead1a* and *tead1b*. Samples from embryos injected with sgRNAs against *tead3a*, *tead3b*, *neurod4*, *mif* and *wdr12* were analyzed by PCR. Experiments were repeated independently at least twice with similar results. The genomic coordinates, position of the sequences targeted by the sgRNAs (red boxes) and primers used (arrows) are indicated for each gene. Note that sgRNAs overall editing efficiency is underestimated, as often only one of the two positions targeted by the sgRNAs was examined (T7-endonuclease assays). bp= base pair.

# Supplementary material for: Analysis of gene network bifurcation during optic cup morphogenesis in zebrafish
**Source:** Nat Commun. 2021 Jun 23;12:3866. doi: 10.1038/s41467-021-24169-7
**Supplement:** Supplementary file 20 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection BD FACS Diva Software v 8.0.1 was used in flow cytometry experiments.

Data analysis For data analysis we used the following packages and online tools (all of them described in published literature as indicated in the methods section): Tophat v2.1.0; Cufflinks v2.2.1; Cuffdiff v2.2.1; R 3.6.1 (including packages CummeRbund, Mfuzz, hclust, pheatmap, biomaRt); PANTHER v14.1; GOzilla; GREAT v3.0.0; HOMER v4.10; FIMO (MEME-suite v.5.0.4); FishEnrichr; Bowtie v1.1.1; Samtools v0.1.19; BEDtools v2.21.0; CRISPRscan; Trimmomatic v0.36; WALT; sambamba; MethylDackel; Deeptools.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) repository (<https://www.ncbi.nlm.nih.gov/geo>) under the following accession numbers: RNA-seq (GSE150346) and ATAC-seq (GSE150189). The data has been publicly released on May 06, 2021. PWMs were retrieved from JASPAR database (<http://jaspar.genereg.net/>).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculations were performed. In NGS experiments, the number of replicates (3 for RNA-seq experiments and 2 for ATAC-seq) is a standard chosen to support meaningful conclusions (correlation coefficients among samples are higher than 0.91), while adapting to resource constraints. For functional experiments, sample sizes provided in the figure legends (e.g. qPCR experiments n=3, or retina size quantification n=10) were experimentally chosen to adapt to the variance of the measured parameters.
Data exclusions	No data were excluded from the analyses.
Replication	All experimental findings were reliably reproduced. The number of replicates was 3 for RNA-seq experiments and 2 for ATAC-seq. These are the standard number of replicates for NGS experiments. In all cases correlation coefficients among samples were higher than 0.91. All replication attempts were successful. Three independent replicates were used for qPCR experiments (all replications attempts were successful). For functional analysis using sgRNA/Cas9 injections, more than a hundred embryos were injected at single cell stage for each of the 21 gene combinations tested. The complete screening process was repeated twice.
Randomization	For experiments included in this article randomization occurs naturally with embryo sampling. For RNA-seq and ATAC-seq experiments, samples from sorted NR or RPE cells derive from at least 50 synchronized embryos produced by multiple random crosses. For functional analysis using sgRNA/Cas9 injections, more than a hundred embryos, also derived from random crosses, were injected at single cell stage for each tested gene.
Blinding	Samples from ATAC-seq and RNA-seq experiments: Samples derive from sorted NR or RPE cells obtained from at least 50 synchronized embryos produced by multiple random crosses. Given the descriptive outcome of these OMICS experiments, no blinding strategy was applied. For functional analyses: The experimenter was blind to the identity of the sgRNAs injected during phenotypic and eye size quantification experiments in Figures 8P, 9s and 10S; and to the genotype of the samples in qPCR experiments in Figure 7D.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems		Methods	
n/a	Involved in the study	n/a	Involved in the study
☒	☐ Antibodies	☒	☐ ChIP-seq
☐	☒ Eukaryotic cell lines	☐	☒ Flow cytometry
☒	☐ Palaeontology and archaeology	☒	☐ MRI-based neuroimaging
☐	☒ Animals and other organisms		
☒	☐ Human research participants		
☒	☐ Clinical data		
☒	☐ Dual use research of concern		

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	hiPSCs were obtained from peripheral blood monocytes by cell reprogramming using a non-integrative Sendai virus vector as described (García-Delgado et al 2019).
Authentication	hiPSCs cell line used was authenticated by regular PCR testing of stem cell markers OCT4 and NANOG.
Mycoplasma contamination	hiPSCs cell line used was tested negative for Mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	Not commonly misidentified lines are used in this study

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	The zebrafish (<i>Danio rerio</i>) AB/Tübingen (AB/TU) wild-type strains, the transgenic lines tg(vsx2.2:GFP-caax) (Nicolas-Perez et al 2016) and tg(E1_bHLHe40:GFP) (Moreno-Marmol et al., 2020) and the mutant strain yap +/- taz +/- (Miesfeld et al 2015) were maintained and breed under previously described experimental conditions (Westerfield, 2000). Reproductive (4 to 12 months old) male and female animals were used to obtain fertilized eggs.
Wild animals	The study did not involve wild animals
Field-collected samples	The study did not involved samples collected from the field.
Ethics oversight	All animal experiments were carried out according to the guidelines of our Institutional Animal Ethics Committees: Both the Ethics Committees of the University Pablo de Olavide and the Consejo Superior de Investigaciones Científicas (CSIC).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	whole embryos from transgenic lines tg(E1_bHLHe40:GFP) (Moreno-Marmol et al., 2020) and dissected heads from tg(vsx2.2:GFP-caax) (Nicolas-Perez et al 2016) were dissociated as described in Manoli et al., 2012.
Instrument	FACSariaTM Fusion
Software	BD FACS Diva Software v 8.0.1 was used for flow cytometry.
Cell population abundance	The abundance of sorted cell populations was 0.9% for tg(vsx2.2:GFP-caax) at 16 hpf and 2.0% for tg(vsx2.2:GFP-caax) at 18 and 23 hpf. For tg(E1_bHLHe40:GFP) the abundance of sorted cell population was 1.4%. The population was very continuous; however purity was in all cases > 83%.
Gating strategy	All gating/sorting strategies are shown in Supplementary dataset S14; including preliminary FSC/SSC gates and thresholds.
☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

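Cells of 5 populations of the zebrafish optic cup (progenitors at 16 hpf, neural retina and RPE precursors at 18 and 23 hpf) were sorted by GFP fluorescence and their RNA was sequenced by the authors after depletion of ribosomal RNA, with 3 biological replicates per population and 15 libraries in all. Progenitors and neural retina precursors came from dissected heads of 1 reporter line and RPE precursors from whole embryos of another. Sequencing was single-end or paired-end, without a statement of which for each library. The authors mapped the reads to danRer10 with TopHat 2.1.0 and made FPKM values with Cufflinks 2.2.1. The deposited FPKM are 1 value per gene and population, for 32264 genes, with the replicates pooled by the authors, and every deposited column was used. No count, replicate spread or depth per library can be read from them, so no test, SD or interval was computed and the precision of a value is unknown. The design fixed before the data were examined allowed for both per-library and pooled columns, and the rules for pooled columns were followed. The FPKM of the first 1999 of 5094 genes listed in Supplementary Data 1 for NR23 and RPE23 were lower than the deposited ones by a nearly constant factor, with a median ratio of 1.03 over 1913 genes in NR23 and 1.06 over 1958 genes in RPE23.

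Populations were compared in 6 pairs by the log2 ratio of (FPKM + 1), over the 19576 genes with an FPKM of at least 1 in a population. Genes with at least a 2-fold ratio were counted. Distances between populations were the square root of the Jensen-Shannon divergence (base 2) of log10(FPKM + 1) profiles over all genes, and were scaled to 2 axes by classical multidimensional scaling. The 39 gene lists, 14 of them of marker genes of other cell types, hold 767 listed genes, of which 750 were found by name. Each list's median was set against 10000 random lists of the same size drawn from 40 bins of mean expression. Genes were named in the text if the paper names them for the RNA-seq, if they were among the 10 with the largest ratio in a direction of a comparison at an FPKM of at least 10, or if they were among the 4 members of a list with the highest FPKM or the largest ratio. As short structural RNAs filled most of the 10 largest ratios, genes were also taken from those with a protein-coding name, a rule chosen after seeing the data, and a few list members outside the rule are named as examples chosen after their values were seen. Names came from the deposited table, and 20684 genes have a name that a RefSeq table lists as protein-coding. Of the names, 3041 are used by more than 1 gene, and genes with near-identical copies, such as keratins and globins, may share reads.

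The alternatives were a pseudocount of 0.1, no filter or an FPKM of at least 5, rescaling by the median of ratios, ratios of at least 1.5-fold or 4-fold, profiles without the log, and the removal of gene lists. A list median or log2 ratio was called moved past a difference of 0.1, a distance past 10% and a count past 1.5 times, and these limits were set after the main values were seen. The count of genes past a 2-fold ratio was tested on simulated data made from the NR23 values for RPE23 against NR23: all 200 changed genes were recovered at 3-fold (15766 genes), 4-fold (15777 genes) and 8-fold (15769 genes), and 0 unchanged genes were counted. With 1 value per gene and no spread this outcome is fixed beforehand, so it checks the code and says nothing about the reliability of the counts. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. The ATAC-seq data were not analysed here, and no genome was used.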

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

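The explanations tested in this part were chosen after the results were seen, while the marker lists were fixed before the data were examined. The marker lists flagged here hold genes that the paper, apart from *desma*, does not discuss. They are set beside keratin, desmosomal and melanogenesis genes that it does discuss. No value computed here has a replicate check. The paper's own list of differentially expressed genes for NR23 and RPE23, made with the replicates, does hold the 14 keratin and desmosomal genes.

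Periderm and epidermis markers that are neither keratins nor plaque genes had a median log2 ratio of 3.36 in RPE23 over NR23, close to that of the keratin and desmosomal genes (3.17). Rescaling shifts all ratios of a pair by about the same amount, -0.097 at the median of all genes here, so it could not have removed the difference. The keratin and desmosomal genes had a median of 3.05 after it, which speaks only to a common scaling factor of that size. A lower share of eye cells, with every other cell type higher alike, is argued against as the whole cause, since blood markers were at -0.73. Several other lists go with it, such as posterior Hox genes with *cdx4* at 2.55 and ionocytes at 2.07. The paper gives only a lower bound for the purity of its sorts. What stays open is that periderm or epidermis cells were among those sorted from whole RPE-line embryos, whether or not they passed the GFP gate. Such cells would bring their abundant transcripts (3.36 for the marker list), such as *icn* at 1842, *anxa1c* at 1759 and *lye* at 1008 in RPE23. Also open, and not tested with these values, is that the flattening RPE itself expresses these epithelial genes. The NR also expressed 21 of the 23 marker genes at an FPKM of at least 1 at both stages, the study picked 0 of them, and between the RPE stages the lists part, with a median of 1.25 for the markers and 0.21 for the keratin and desmosomal genes, though their quartile ranges overlap (lower quartile of the markers 0.47, upper quartile of the others 0.94), so this excludes neither of these. Line, starting tissue and domain differ together between the RPE and NR samples, so the keratin difference may hold a share of each. For expression in the RPE itself, the paper also reports lower *krt4* and *krt8* in dissected heads of *yap* and *taz* double mutants. It reports less pigment, smaller eyes and abnormal RPE cells in crispants of *dspa* and *dspb*. Neither result was measured in sorted cells. In ATAC-seq of cells sorted from the same lines, the paper found Tead motifs enriched in open regions of keratin and desmosomal genes. It reports like eye defects in crispants of *vgll2* genes and of *tead1* with *tead3* genes. Keratin, *DSP* and *EVPL* transcripts were measured in human iPSCs differentiating to RPE. It also cites keratins and plaque proteins as RPE markers in several vertebrates.

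Muscle, blood and endothelial genes were higher in PG16 than in NR18, with a median log2 ratio of NR18 over PG16 of -2.49 for muscle, -2.30 for blood and -1.80 for endothelial and myeloid markers. After rescaling, which shifts all ratios of a pair about alike (0.069 at the median of all genes here), the blood median was -2.21. That speaks only to a scaling factor common to all genes and of that size. A lower share of eye cells in PG16, with every other cell type higher alike, is argued against as the whole cause by telencephalon and ventral forebrain markers at 0.28 (lower quartile -0.11, against an upper quartile of -1.38 for muscle, -1.52 for blood and -1.04 for endothelial and myeloid markers), ionocyte markers at 0.37 and neural crest markers at -0.18, while the other lists go with it: hatching gland -1.85, notochord and floor plate -1.41, posterior Hox with *cdx4* -1.15, yolk and liver -1.07, lens and placodes -0.91, midbrain and hindbrain -0.68 and periderm outside keratins -0.65. What stays open is that mesodermal and blood cells were among those sorted at 16 hpf, whether or not they passed the GFP gate. Also open are a lower share of eye cells as a part of the difference and, untested, that expression in the progenitors themselves differs with stage. The NR expressed 17 of 27 muscle, 15 of 16 blood and 10 of 19 endothelial and myeloid genes at an FPKM of at least 1, 1 muscle and 1 endothelial gene are on another list, and the study named 1 muscle gene, *desma*.

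Neural crest and pigment cell markers had a median log2 ratio of 2.03 in RPE23 over NR23, beside melanogenesis genes that were higher in RPE23 than in RPE18. After rescaling, with a shift of 0.033 at the median of all genes, the melanogenesis median was 3.01. That again speaks only to a common scaling factor of that size. Crest pigment cells among those sorted at 23 hpf stay open, as the crest markers had a median of 0.89 in RPE23 over RPE18. They were led by *gch2* at 240.3 and *pnp4a* at 37.8 in RPE23. Progress of RPE differentiation stays open too, as 11 mature RPE genes outside melanogenesis had a median of 0.74, though only 3 of them were at least 2-fold higher, so both may contribute. The NR expressed 9 of the 17 crest genes at an FPKM of at least 1, 1 is on another list, and the study named 0.

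Skeletal muscle markers had a median log2 ratio of 3.85 in RPE18 over NR18. Posterior Hox genes with *cdx4* had a median of 2.55 in RPE23 over NR23, with *hoxb8a* at 3.39 in NR23 and 33.6 in RPE23. For ionocyte markers the median in RPE23 over NR23 was 2.07, and for yolk syncytial layer and liver markers 2.08. The heat shock protein gene *hsp90aa1.2* had a log2 ratio of -4.06 in NR23 over NR18, from 7.27 against 137. The collagen chaperone gene *serpinh1b* had a log2 ratio of -4.18 in the same comparison, from 13.0 against 253.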

How the results depend on the processing

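The restriction to protein-coding names and the removal of marker genes of other cell types were chosen after seeing the data, and all other alternatives before. No paired analysis was possible because the columns hold 1 value per population and carry no replicate numbers. For the same reason the alternatives that need a value per library were not run: limma with all libraries or with only the 6 libraries compared, camera with an estimated correlation, the replicate block, leave-one-out and an adjusted p with a 2-fold ratio. None of the 14 list medians changed sign under an alternative that was run, and of 900 values for 75 named genes, 0 with at least a 2-fold ratio reversed and 10 smaller ratios changed sign. The 12 counts stayed within 1.5 times with an FPKM of at least 5, with rescaled FPKM and without marker genes of other cell types. The markers are few, such as 156 of the 4347 genes higher in RPE23 than in NR23. Their removal could therefore hardly move a count past this limit, and it does not test for stray cells. Leaving out the filter on low values cannot change the counts, since a gene below an FPKM of 1 in both populations has a ratio of (FPKM + 1) under 2. More genes were higher than lower for RPE over NR and for RPE18 over PG16, and fewer for NR18 over PG16, in every setting, but for the 2 comparisons within a domain the larger side depended on the setting, with 769 higher and 717 lower in NR23 than in NR18 and 1144 higher and 967 lower in RPE23 than in RPE18 after rescaling. The paper gives a minimum depth and not that of each library, so it is unknown how far it limits the low values.

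With a ratio of at least 1.5-fold, which lets more genes pass, 4363 genes were lower in RPE23 than in NR23. The genes higher and lower under it were 6083 and 3800 for RPE18 over NR18, 2451 and 4622 for NR18 over PG16, 4315 and 3834 for RPE18 over PG16, 2075 and 2260 for NR23 over NR18, and 2787 and 2776 for RPE23 over RPE18. With a ratio of at least 4-fold, in the same order and beginning with RPE23 over NR23, they were 1565 and 292, 1292 and 202, 114 and 792, 494 and 390, 143 and 104, and 176 and 175. With a pseudocount of 0.1, which raises the ratios of low genes, 1578 genes were higher in NR18 and 3519 in RPE18 than in PG16, 1475 were higher and 1763 lower in NR23 than in NR18, and 1721 were higher and 1890 lower in RPE23 than in RPE18. Over protein-coding names alone, fewer genes by construction, 464 were higher in NR18 than in PG16, 401 higher and 492 lower in NR23 than in NR18, and 645 lower in RPE23 than in RPE18.

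The Jensen-Shannon distance between NR and RPE was larger at 23 than at 18 hpf in every setting, 1.02 to 1.14 times, and the distances within a domain were below all others. Without the log, the distances were 0.392 for PG16 and NR18, 0.352 for PG16 and RPE18, 0.360 for NR18 and RPE18, 0.216 for NR18 and NR23, 0.240 for RPE18 and RPE23, 0.369 for NR23 and RPE23, 0.363 for PG16 and NR23 and 0.381 for PG16 and RPE23, so that NR18 lay nearer to RPE18 than to PG16. Over protein-coding names they were 0.141 for PG16 and NR18, 0.140 for PG16 and RPE18, 0.167 for NR18 and RPE18, 0.100 for NR18 and NR23, 0.109 for RPE18 and RPE23, 0.185 for NR23 and RPE23, 0.157 for PG16 and NR23 and 0.169 for PG16 and RPE23. A pseudocount of 0.1 gave 0.164 for NR18 and RPE18, 0.188 for NR23 and RPE23 and 0.171 for PG16 and RPE23, and genes with an FPKM of at least 1 gave 0.115 for NR18 and NR23 and 0.121 for RPE18 and RPE23. Leaving out periderm, intermediate filament and posterior Hox genes, with the cdx genes on the Hox list, moved none of the 8 distances by more than 10%. The cause of these differences was not tested.

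List medians moved by over 0.1 with a pseudocount of 0.1 for the NR specifiers at 18 hpf (-2.68), the TFs plotted for cluster #3 at 23 hpf (1.74), those of cluster #4 at 18 and 23 hpf (1.298 and 2.91) and the melanogenesis genes (1.29 and 2.95), all in RPE over NR. Rescaling, which lowers every ratio of RPE over NR, gave -2.52 at 18 and -2.22 at 23 hpf for the NR specifiers, 1.34 and 1.03 at 18 hpf for the TFs of clusters #3 and #4, 2.89 and 3.05 for the keratin and desmosomal genes, 2.67 at 23 hpf for the melanogenesis genes, -0.71 and -0.79 for the centrosome genes and 2.77 and 3.23 for the periderm markers outside the keratins.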

Differences from the paper's values

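The paper's counts of differentially expressed genes, in Supplementary Fig. 1b, read by eye, rest on a corrected p from Cuffdiff, while those here rest on an untested 2-fold ratio, so the thresholds differ. The readings are rough, and for RPE23 and NR23 both directions together fall short of the 5094 genes in Supplementary Data 1. Here 4347 genes were higher in RPE23 than in NR23, against about 2400 in Supplementary Fig. 1b, read by eye, and 3794 genes were higher in RPE18 than in NR18, against about 2000 in Supplementary Fig. 1b, read by eye. For the progenitors, 2590 genes were lower in NR18 than in PG16, against about 1500 in Supplementary Fig. 1b, read by eye, and 2158 genes were higher in RPE18 than in PG16, against about 1200 in Supplementary Fig. 1b, read by eye. Between stages, 748 genes were lower in NR23 than in NR18, against about 470 in Supplementary Fig. 1b, read by eye, and 1070 genes were lower in RPE23 than in RPE18, against about 610 in Supplementary Fig. 1b, read by eye. The other 6 counts were within 1.5 times of the paper's. Of the alternatives set before the data were examined, an FPKM of at least 5 brought all 6 within 1.5 times, at 3314, 2926, 2066, 1661, 584 and 763 genes, and a pseudocount of 0.1, no filter on low values, rescaled FPKM and ratios of at least 1.5-fold or 4-fold did not for any of them. Over genes with a protein-coding name, a restriction chosen after seeing the values, the 6 counts were also within 1.5 times, at 3597, 2933, 2003, 1630, 492 and 645, and it drops 198 of the first 1999 of the 5094 genes that Supplementary Data 1 lists for NR23 and RPE23.

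The paper places *rx3* among the TFs of the 16 hpf progenitors. Of the 126 TFs of that cluster 106, and of the 6 TFs plotted for it 5, had their highest FPKM in PG16, while *rx3* was at 16.4 in PG16 and 30.0 in NR18. The paper states that *otx2* and *mitfa* show no significant rise in the RPE at 18 hpf. Here *otx2* had a log2 ratio of 0.07 in RPE18 over PG16, and *mitfa*, at a low level, had an untested one of 1.02, with both highest in RPE23.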

Other observations

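The gene lists of this part were fixed before the data were examined, their medians were set against random lists without a correction for the number of lists, and no cause was tested. Ribosome biogenesis genes were lower in the RPE than in the NR, with 38 of 39 at least 2-fold lower in RPE23 than in NR23 and a median log2 ratio of -1.79, and 31 lower at 18 hpf (-1.31). The nucleolar gene *ncl* had an FPKM of 1207 in NR23 and 264 in RPE23, and *nop56*, a box C/D ribonucleoprotein gene, 632 and 135. The replication clamp gene *pcna* was at 614 in NR18, 1163 in NR23 and 303 in RPE23, and the cell cycle list had a median of -0.86 in RPE18 over NR18. Genes of YAP, TAZ, TEAD and VGLL had a median of 0.64 in RPE23 over NR23, with 7 of 16 at least 2-fold higher, and YAP-TEAD target genes of 0.78, with 5 of 11 higher, both medians inside the range that held 95% of the random lists (percentiles 96.8 and 96.5). In RPE18 over NR18 their medians were 0.64 and 0.99, above that range (percentiles 98.4 and 99.5), with 4 and 5 at least 2-fold higher. The target gene *ctgfa* was at 8.91 in NR23 and 86.1 in RPE23, and *yap1* itself at 33.4 and 40.6. Of 12 genes of mature RPE, 7 were at least 2-fold higher in RPE23 than in NR23 (median 1.38, and 0.31 at 18 hpf), among them the visual cycle gene *rpe65b*, at 5.22 and 53.8.

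Notch pathway genes had a median log2 ratio of -0.34 in NR23 over NR18 and -0.56 in RPE23 over RPE18, most within 2-fold, with 4 and 2 of 22 at least 2-fold lower and 0 higher in each. Among the former, the target gene *her15.1* was at 361 in NR18 and 149 in NR23. Circadian clock genes had a median of 0.40 in NR23 over NR18 and -0.73 in RPE23 over NR23, with the clock repressor *nr1d2b* at 19.8 in NR18, 52.7 in NR23 and 17.1 in RPE23. Immediate early and dissociation stress genes were higher in the RPE at 23 hpf, with 29 of 44 at least 2-fold above NR23 (median 1.35), such as *ier2* at 85.1 and 179. The small heat shock gene *hspb1* was at 394 in PG16, 80.0 in NR18, 30.6 in NR23, 139 in RPE18 and 45.9 in RPE23. Housekeeping reference genes had a median of -0.35 in RPE23 over NR23, and genes of photoreceptors and later neurons of -0.07, inside the range of the random lists (percentiles 47.2 and 33.3).

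Among other marker lists, the median log2 ratio of RPE23 over NR23 was 0.85 for lens and placodes, 0.79 for telencephalon and ventral forebrain and 0.75 for midbrain and hindbrain (percentiles 94.6, 91.0 and 94.5, inside the range of the random lists), 1.12 for the hatching gland and 3.14 for all 37 periderm and epidermis markers. In RPE18 over NR18 lens and placodes were at 1.12 and midbrain and hindbrain at 0.83, above that range (percentiles 99.4 and 98.6), and telencephalon and ventral forebrain at 0.68, inside it (91.2). The hatching enzyme gene *he1a* was at 717 in PG16, 52.6 in NR18 and 1228 in RPE18. Of the genes that the study mutated, 15 with an eye phenotype had a median of -0.07 in RPE23 over NR23, with 5 higher and 5 lower, and 10 without a phenotype of -1.95, with 1 higher and 8 lower. The latter include *tead3a* and *tead3b*, the 1 higher gene, which Supplementary Data 12 lists as like wild type, while the paper reports hypopigmentation and smaller eyes when they were targeted together with *tead1a* and *tead1b*. The 6 TFs plotted for the NR at 18 hpf had a median of 1.47 in NR18 over PG16 and -0.93 in NR23 over NR18.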
